# Ramalin Ameliorates Alzheimer's Disease Pathology by Targeting BACE1, HDAC6, and MAPK Pathways

**DOI:** 10.1002/mco2.70518

**Published:** 2026-01-01

**Authors:** Yongeun Cho, Jeongmi Lee, Bo Youn Choi, Jin‐Ho Yun, Sukmin Han, Seung Hyun Baek, Jinsu Park, Yoonsuk Cho, Hark Kyun Kim, Eunae Kim, Leon F. Palomera, Jeein Lim, Yeji Jeon, Jeonghyeong Im, Ju‐Mi Hong, Tai Kyoung Kim, Sung Hyun Kim, Joung Han Yim, Dong‐Gyu Jo

**Keywords:** Alzheimer's disease, BACE1, HDAC6, NLRP3 (NLR family pyrin domain containing 3) inflammasome, ramalin

## Abstract

Aberrant deposition of β‐amyloid (Aβ) and hyperphosphorylated tau, along with neuroinflammation, are key drivers of Alzheimer's disease (AD) pathology. Here, we identify ramalin, a natural antioxidant, as a promising therapeutic agent that alleviates AD pathology by modulating β‐site APP cleaving enzyme 1 (BACE1), histone deacetylase 6 (HDAC6), and the mitogen‐activated protein kinases (MAPK) pathway. Ramalin reduced BACE1 protein levels, independently of its transcription, translation, or enzymatic activity, an effect mediated by inhibition of HDAC6. Consistently, HDAC6 knockout similarly decreased BACE1 levels, highlighting HDAC6 as a key regulator of BACE1. Ramalin further suppressed neuroinflammatory responses by downregulating inducible nitric oxide synthase (iNOS) and the NLR family pyrin domain containing 3 (NLRP3) inflammasome. In AD mouse models, ramalin treatment significantly attenuated neuroinflammation, Aβ plaque burden, and tau hyperphosphorylation, while improving cognitive performance. Notably, ramalin reversed Aβ oligomer‐induced synaptic transmission impairment and restored synaptic vesicle recycling in hippocampal neurons. Transcriptomic analysis identified modulation of the MAPK pathway, with reduced phosphorylation of c‐Jun N‐terminal kinase (JNK) and extracellular signal‐regulated kinase (ERK) implicated in tau pathology. These findings establish ramalin as a disease‐modifying intervention that provides neuroprotection through concurrent regulation of BACE1, HDAC6, and MAPK signaling pathway. Collectively, our findings highlight ramalin as a compelling disease‐modifying candidate with the potential to drive a breakthrough approach targeting AD pathology.

## 1 Introduction

Alzheimer's disease (AD) stands as the predominant cause of dementia in aging populations, marked by gradual decline in memory and cognition [1]. Global estimates suggest that dementia prevalence will continue to rise, with close to 150 million cases anticipated by 2050—an increase from roughly 57 million in 2019 [2]. In the United States, approximately 6 million individuals were affected by AD in 2020, and this number is forecast to rise to nearly 14 million by 2060, and the associated economic burden—estimated at about $307 billion in 2010—is expected to rise dramatically to more than $1.5 trillion by 2050 [3, 4]. Although numerous therapeutic approaches have been investigated, no disease‐modifying therapy is currently available for AD.

The pathological hallmarks of AD include the aberrant accumulation of β‐amyloid (Aβ) plaques, neurofibrillary tangles composed of hyperphosphorylated tau protein, neuroinflammation, and widespread neuronal loss. Aβ, a cleaved product of the amyloid precursor protein (APP), is generated predominantly in neurons as APP undergoes initial β‐secretase cleavage followed by γ‐secretase complex processing [5, 6, 7, 8]. This process gives rise to Aβ monomers, particularly Aβ_1–42_, which are prone to aggregation, forming toxic oligomers that impair dendritic spines and disrupt synaptic functions [9]. β‐site APP cleaving enzyme 1 (BACE1) is the key β‐secretase involved in Aβ production and is highly expressed in neurons and oligodendrocytes. BACE1‐mediated processing of APP is the rate‐determining step in Aβ production, thereby positioning BACE1 as a promising disease‐modifying target in AD [10, 11, 12, 13]. Even so, numerous BACE1 inhibitors have failed to demonstrate clinical efficacy, primarily due to adverse effects arising from the inhibition of multiple physiological substrates of BACE1, such as neuregulin‐1 and close homolog of L1 [14, 15]. Therefore, regulating BACE1 expression and activity may be a more viable therapeutic strategy than direct inhibition of the enzyme [16, 17, 18].

In addition to Aβ accumulation, neuroinflammation is now recognized as a critical contributor to AD progression. The NLR family pyrin domain containing 3 (NLRP3) inflammasome, a key mediator of the innate immune response, is activated in AD, promoting the production of inflammatory cytokines such as IL‐1β, which has been reported to be elevated in the plasma from individuals with AD [19, 20]. In AD, Aβ and tau aggregates act as danger cues that stimulate NLRP3 inflammasome activation in microglia, thereby perpetuating a cycle of inflammation and neurodegeneration [21, 22]. Recent studies have shown that pharmacologically blocking or genetically ablating NLRP3 can attenuate Aβ deposition and cognitive deficits in preclinical models of AD [20, 23].

Histone deacetylases (HDACs) are enzymes crucial for the regulation of the epigenome through chromatin remodeling. These enzymes contribute to diverse cellular processes, including long‐term memory formation and synaptic plasticity, by modulating gene expression epigenetically [24, 25]. In line with these functions, HDACs are regarded as attractive therapeutic targets in cancer, neurodegeneration, vascular disease, and inflammatory states [26, 27]. Among them, HDAC6 has gained particular attention in the context of AD. HDAC6 is notably upregulated in the brains of AD patients and 5xFAD mice, implicating its involvement in AD pathogenesis [28, 29]. Recent studies have demonstrated that HDAC6 regulates tau phosphorylation and either genetic ablation or pharmacological inhibition of HDAC6 ameliorates cognitive deficits in AD models by reducing Aβ and tau pathology [30, 31]. Furthermore, HDAC6 appears to contribute to inflammasome activation by directing NLRP3 trafficking from the trans‐Golgi network to the microtubule‐organizing center, where the complex forms [32]. Pharmacological inhibition of HDAC6 has been shown to dampen NLRP3 inflammasome and consequently reduce IL‐1β levels [33].

Mitogen‐activated protein kinases (MAPKs) are a family of serine/threonine kinases that transmit intracellular signals regulating cellular processes such as proliferation and survival [34]. MAPK subfamilies comprise extracellular signal‐regulated kinase (ERK), c‐Jun N‐terminal kinase (JNK), and p38 MAPK. Aberrant MAPK pathway activation contributes to AD pathology by facilitating tau hyperphosphorylation [35]. JNK, ERK, and p38 MAPK phosphorylate tau at disease‐relevant sites, thereby promoting neurofibrillary tangle formation, synaptic dysfunction, and neuronal loss. Aberrant activation of these pathways accelerates disease progression, whereas pharmacological inhibition of JNK mitigates tau pathology [36, 37, 38].

Ramalin is a natural compound isolated from Antarctic lichen *Ramalina terebrata*, which has been reported to possess potent antioxidant and antibacterial properties [39, 40]. Additionally, it has shown anticancer activity by inhibiting the proliferation of colorectal cancer cells and inducing apoptosis and cell cycle arrest via modulation of tumor protein p53 [41]. More recently, ramalin has been regarded as an attractive therapeutic candidate for AD because it can mitigate neuroinflammation by reducing nitric oxide (NO) generation induced by lipopolysaccharide (LPS) stimulation [42].

In this study, we explored ramalin as a therapeutic intervention for AD. Through both in vitro and in vivo models, we examined its molecular target and assessed its effects on Aβ production, neuroinflammatory responses, and cognitive function. Overall, ramalin exerted multifaceted effects across AD‐related pathways, reinforcing its therapeutic promise.

## 2 Results

### 2.1 Ramalin Reduces BACE1 Protein Expression without Affecting Transcription, Translation, or Activity

To investigate the effects of ramalin on regulating BACE1 expression, we treated both SH‐SY5Y neuroblastoma cells and mouse primary cortical neurons with increasing concentrations of ramalin. In both cell types, we observed a significant and dose‐dependent reduction in BACE1 protein levels (Figure 1A, B). Notably, ramalin mitigated the upregulation of BACE1 induced by 4‐hydroxynonenal (4‐HNE), a lipid peroxidation product known to exacerbate oxidative stress and increase BACE1 expression (Figure 1C) [43, 44]. Moreover, ramalin effectively reduced BACE1 expression in response to stimulation with oligomeric Aβ (Figure 1D).

**FIGURE 1:**
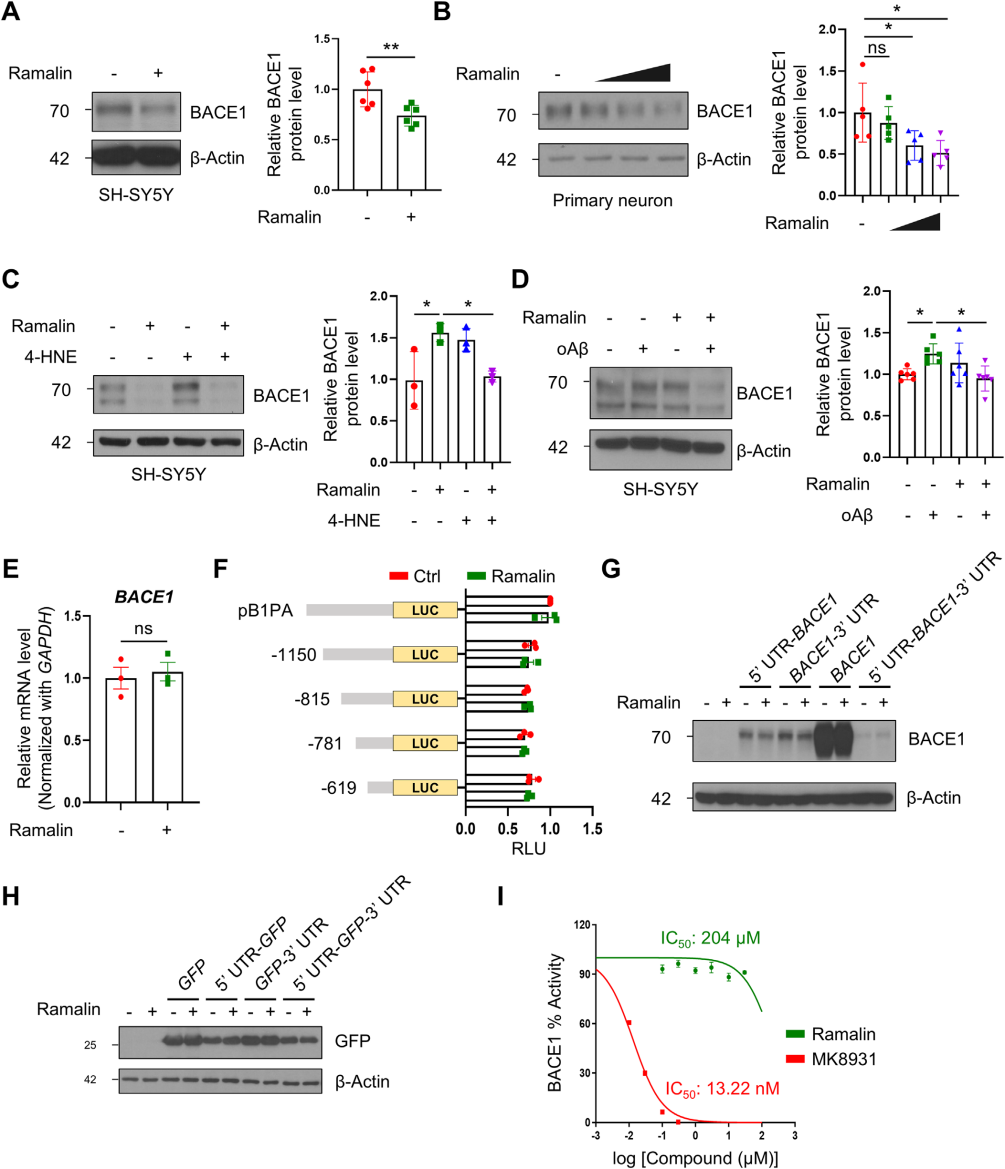
Ramalin lowers BACE1 protein levels without affecting transcription, translation, or BACE1 activity. (A) Western blot analysis and quantification of BACE1 protein levels in SH‐SY5Y cells treated with 1 µM of ramalin (*n *= 6 per group). (B) Western blot analysis and quantification of BACE1 protein levels in murine primary neurons (*n *= 5 per group). (C) Western blot analysis and quantification of BACE1 protein levels in SH‐SY5Y cells treated with 1 µg/mL of ramalin and 5 µM of 4‐HNE (*n *= 3 per group). (D) Western blot analysis and quantification of BACE1 protein levels in SH‐SY5Y cells treated with 5 µM of ramalin and 2 µM of oAβ (*n *= 6 per group). (E) RT‐qPCR analysis of *BACE1* mRNA levels in SH‐SY5Y cells in response to 5 µM of ramalin treatment. *BACE1* mRNA expression levels were normalized with *GAPDH* (*n *= 3). (F) *BACE1* promoter activity was measured through luciferase assay in HEK293T cells transfected with pB1PA and *BACE1* promoter deletion constructs and then treated with 10 µM of ramalin (*n* = 3). (G) Western blot analysis of BACE1 protein levels in *Bace1* KO MEF cells transfected with the UTR of *BACE1* and treated with 1 µM of ramalin. (H) Western blot analysis of GFP protein levels in HEK293T cells transfected with the UTR of *BACE1* and treated with 1 µM of ramalin. (I) BACE1 enzyme activity assay was conducted using ramalin and MK8931, a potent BACE1 inhibitor used as a positive control. The IC_50_ of ramalin on BACE1 was determined to be 204 µM. Data are shown as mean ± SD in (A), (B), (C), (D) or mean ± SEM in (E), (F), and (I). Data were analyzed using one‐way ANOVA followed by Dunnett's test in (B), (C), (D) or unpaired two‐tailed *t*‐test in (A), (E), and (F). ns; *p* > 0.05; *p < 0.05; **p < 0.01.

To determine whether ramalin modulates *BACE1* expression at the transcriptional level, we assessed *BACE1* mRNA levels and promoter activity using a luciferase reporter assay. Our data revealed that neither BACE1 mRNA expression nor promoter activity was altered by ramalin treatment (Figure 1E, F), indicating that the reduction in BACE1 protein levels is not mediated by changes in transcriptional regulation.

Given the lack of transcriptional effects, we next examined whether ramalin affects posttranscriptional mechanisms, specifically the regulation of *BACE1* mRNA through its untranslated regions (UTRs). We generated constructs containing the 5’ UTR and/or 3′ UTR of *BACE1* and transfected these into *Bace1* knockout mouse embryonic fibroblast (Bace1 KO‐MEF) cells. Ramalin reduces BACE1 protein levels independent of the presence of the 5′ or 3′ UTR of *BACE1* (Figure 1G). To validate ramalin did not affect UTRs of *BACE1*, we generated GFP constructs containing UTRs of *BACE1* and transfected these into HEK293T cells. Ramalin had no effects on GFP levels in UTR‐containing constructs, suggesting that ramalin does not modulate BACE1 expression via mRNA stability or translational control (Figure 1H).

We then examined whether ramalin inhibits the proteolytic activity of BACE1 using MK8931, a potent BACE1 inhibitor, as a positive control. Ramalin did not reduce BACE1 activity to the same extent as MK8931 (Figure 1I), suggesting that ramalin does not act as a direct BACE1 protease inhibitor.

### 2.2 Ramalin does not Affect BACE1 Degradation via the Ubiquitin–Proteasome System or Autophagy

To determine whether ramalin modulates BACE1 protein degradation, we investigated its effects on both the ubiquitin–proteasome system (UPS) and autophagic pathways which are two primary mechanisms for protein turnover. We first evaluated the involvement of the UPS by fusing the CL1 degron sequence, known for targeting proteins to rapid proteasomal degradation, to GFP (Figure S1A) [45]. Upon transfection into HEK293T cells, ramalin treatment did not alter GFP expression levels, indicating that ramalin does not enhance the proteasomal degradation of BACE1 (Figure S1B).

Next, we investigated the role of autophagy in ramalin‐mediated BACE1 regulation. Using chloroquine (CQ), an autophagy inhibitor, we blocked autophagic flux in cells treated with ramalin. BACE1 protein levels remained unchanged in the presence of both CQ and ramalin (Figure S1C), suggesting that autophagic degradation is not a mechanism through which ramalin exerts its effects on BACE1 expression.

Taken together, these results indicate that ramalin does not influence BACE1 degradation through either the UPS or autophagy, further supporting the hypothesis that ramalin regulates BACE1 through alternative mechanisms that do not involve conventional protein degradation pathways.

### 2.3 Identification of HDAC6 as a Putative Target of Ramalin in BACE1 Regulation

To identify the molecular targets of ramalin that might contribute to its regulatory effect on BACE1, we conducted a genome‐wide *GPScreen* assay. *GPScreen* assay measures drug‐induced haploinsufficiency (DIH) in *S.pombe* gene deletion mutant library to reveal potential drug target (Figure 2A) [46, 47]. Several potential targets were identified, including stearoyl‐CoA desaturase (SCD), vacuolar protein sorting‐associated protein 16 (VPS16), CWC15 spliceosome‐associated protein homolog (CWC15), Musashi RNA‐binding protein 1, and 2 (MSI1 and MSI2), eukaryotic translation initiation factor 4E (EIF4E), and HDACs (Figure 2B). Initial experiments in SH‐SY5Y cells with MK8245, a selective SCD inhibitor, did not reduce BACE1 levels (Figure S2A). Similarly, siRNA‐mediated knockdown of *VPS16*, *CWC15*, *MSI1*, *MSI2*, and *EIF4E* in HEK293T cells did not affect BACE1 expression (Figure S2B, D).

**FIGURE 2:**
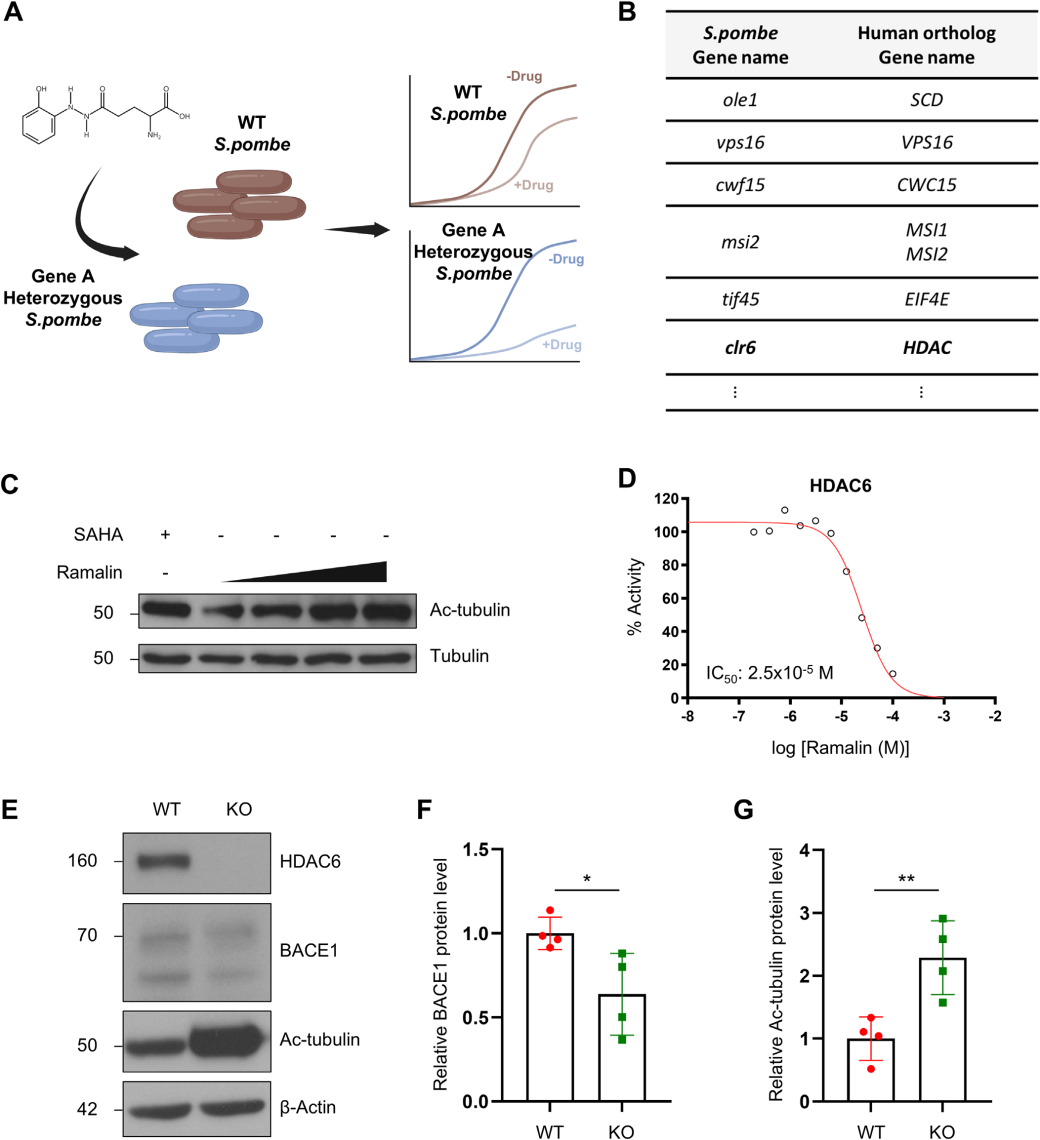
Ramalin modulates BACE1 levels through HDAC6 inhibition. (A) Schematic diagram of *GPScreen* ^TM^. The figure was created with Biorender.com. (B) List of predicted *S.pombe* target genes and its human ortholog gene of ramalin identified by *GPScreen* ^TM^. (C) Western blot analysis of acetylated tubulin (Ac‐tubulin) and tubulin protein levels in SH‐SY5Y cells treated with 5–15 µM of ramalin and 0.1 µM of suberoylanilide hydroxamic acid (SAHA). SAHA was used as a positive control. (D) IC_50_ value of ramalin on HDAC6 was presumed to be 25 µM identified by HDAC6 inhibitory assay. (E) Western blot analysis of HDAC6, BACE1, and Ac‐tubulin protein levels in WT SH‐SY5Y and HDAC6 KO SH‐SY5Y. (F) Quantification of BACE1 protein levels in (E) (*n* = 4). The expression level of BACE1 was normalized to the expression level of β‐actin. (G) Quantification of Ac‐tubulin protein levels in (E) (*n *= 4). The expression level of Ac‐tubulin was normalized to the expression level of β‐actin. Data are shown as mean ± SD in (F) and (G). Data were analyzed using unpaired two‐tailed *t*‐test in (F) and (G). *p < 0.05; **p < 0.01.

Next, we examined whether ramalin exerts its effect on BACE1 through HDAC modulation. Ramalin dose‐dependently increased tubulin acetylation in SH‐SY5Y cells, where tubulin is known as a target of HDAC6 (Figure 2C). However, treatment with pan‐HDAC inhibitors, such as SAHA and phenylbutyrate, did not reduce BACE1 levels (Figure S3A, B). HDACs assays further revealed that ramalin selectively inhibits HDAC6 (IC_50_ = 2.5 × 10^−5^ M) over other zinc dependent HDAC members (Figures 2D and S4). Ramalin did not inhibit NAD^+^‐dependent HDACs (Figure S5).

Notably, CRISPR–Cas9‐mediated knockout of HDAC6 significantly decreased BACE1 protein levels and increased Ac‐tubulin protein levels in SH‐SY5Y cells (Figure 2E–G). This suggests that the ability of ramalin to decrease BACE1 expression may be mediated through selective inhibition of HDAC6, rather than broad HDAC inhibition. These findings position HDAC6 as a putative target of ramalin for BACE1 regulation and highlight a novel mechanism by which ramalin may exert its neuroprotective effects in AD.

### 2.4 Ramalin Exhibits Potent Anti‐Inflammatory Effects

Considering the pivotal role of neuroinflammation in AD pathogenesis, we evaluated the anti‐inflammatory properties of ramalin, particularly its effects on inducible NO synthase (iNOS) and NO, both of which are implicated in AD‐related synaptic dysfunction and neuronal loss [48, 49]. We treated BV‐2 microglial cells with increasing concentrations of ramalin, followed by stimulation with LPS to induce an inflammatory response. Ramalin treatment showed a significant, dose‐dependent reduction in iNOS protein expression (Figure 3A) and concomitantly decreased NO production, as measured by the Griess assay (Figure 3B). These results suggest that ramalin effectively suppresses iNOS/NO‐mediated neuroinflammatory responses.

**FIGURE 3:**
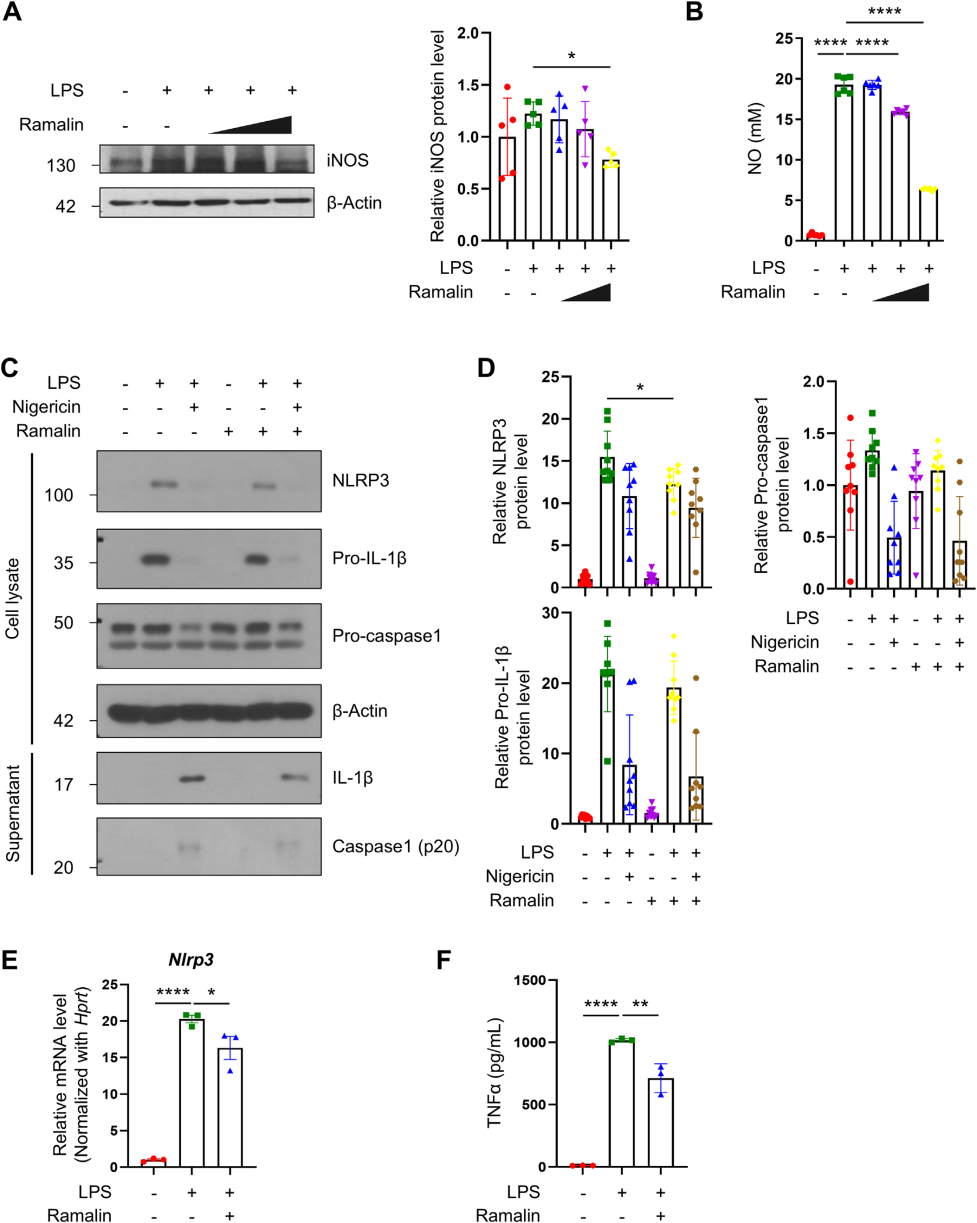
Ramalin shows protective effects against neuroinflammation in AD. (A) Western blot analysis and quantification of iNOS protein levels in BV‐2 cells treated with 0.1, 1, 10 µg/mL of ramalin for 30 min followed by exposure to 1 µg/mL of LPS for 24 h (*n *= 5 per group). (B) NO production in BV‐2 cells treated with 0.1, 1, 10 µg/mL of ramalin for 30 min followed by exposure to 1 µg/mL of LPS for 24 h (*n *= 6 per group). (C) Western blot analysis of NLRP3, IL‐1β and caspase‐1 protein levels in murine primary microglia treated with 20 µM of ramalin. 0.2 µg/mL of LPS was added for 6 h, followed by treatment with 20 µM of nigericin for 30 min. (D) Quantification of NLRP3, pro‐caspase‐1, and pro‐IL‐1β protein level in (C) (*n *= 9 per group). The expression level of NLRP3, pro‐caspase‐1, and pro‐IL‐1β was normalized to the expression level of β‐actin. (E) RT‐qPCR analysis of *Nlrp3* mRNA levels in BV‐2 cells treated with 5 µM of ramalin for 24 h followed by exposure to 0.2 µg/mL of LPS for 6 h (*n *= 3 per group). (F) TNFα production in THP‐1 cells treated with 10 µM of ramalin followed by 0.1 µg/mL of LPS treatment (*n* = 3 per group). Data are shown as mean ± SD in (A), (B), (D), (F) and as mean ± SEM in (E). Data were analyzed using one‐way ANOVA followed by Dunnett's test. *p < 0.05; **p < 0.01; ****p < 0.0001.

We next investigated the effects of ramalin on the NLRP3 inflammasome, a critical regulator of chronic inflammation in AD. Treatment of primary mouse microglia with ramalin significantly decreased the NLRP3 inflammasome signaling pathway, including NLRP3, active caspase‐1, and its product IL‐1β (Figure 3C, D). Furthermore, ramalin downregulated *Nlrp3* mRNA expression in LPS‐stimulated BV‐2 cells (Figure 3E). Additionally, we examined its effects on tumor necrosis factor‐alpha (TNF‐α), a proinflammatory cytokine involved in neurodegeneration. Ramalin significantly attenuated TNF‐α expression in LPS‐stimulated THP‐1 monocytes (Figure 3F).

These findings collectively demonstrate that ramalin exerts broad‐spectrum anti‐inflammatory effects by targeting multiple inflammatory pathways, including iNOS/NO, the NLRP3 inflammasome, and TNF‐α signaling.

### 2.5 Ramalin Prevents Synaptic Transmission Impairment Induced by Aβ Oligomers

Synaptic dysfunction represents one of the major pathological features observed in AD [50], and is exacerbated by the accumulation of toxic Aβ oligomers. To assess whether ramalin could protect synaptic function, we employed a pHluorin‐based assay to directly measure synaptic vesicle recycling and neurotransmitter release in primary mouse hippocampal neurons. pHluorin is fused to the luminal domain of the vesicular glutamate transporter (vGlut1–pHluorin [vG–pH]) [51]. Under normal conditions, ramalin treatment did not alter synaptic transmission (Figure 4A–D). However, in pathological conditions where neurons were exposed to Aβ oligomers, synaptic transmission was significantly impaired, decreasing to approximately 9% of normal levels. Remarkably, cotreatment with ramalin substantially mitigated the Aβ‐induced synaptic dysfunction (Figure 4A–D), implying that ramalin exerts a protective effect against Aβ toxicity.

**FIGURE 4:**
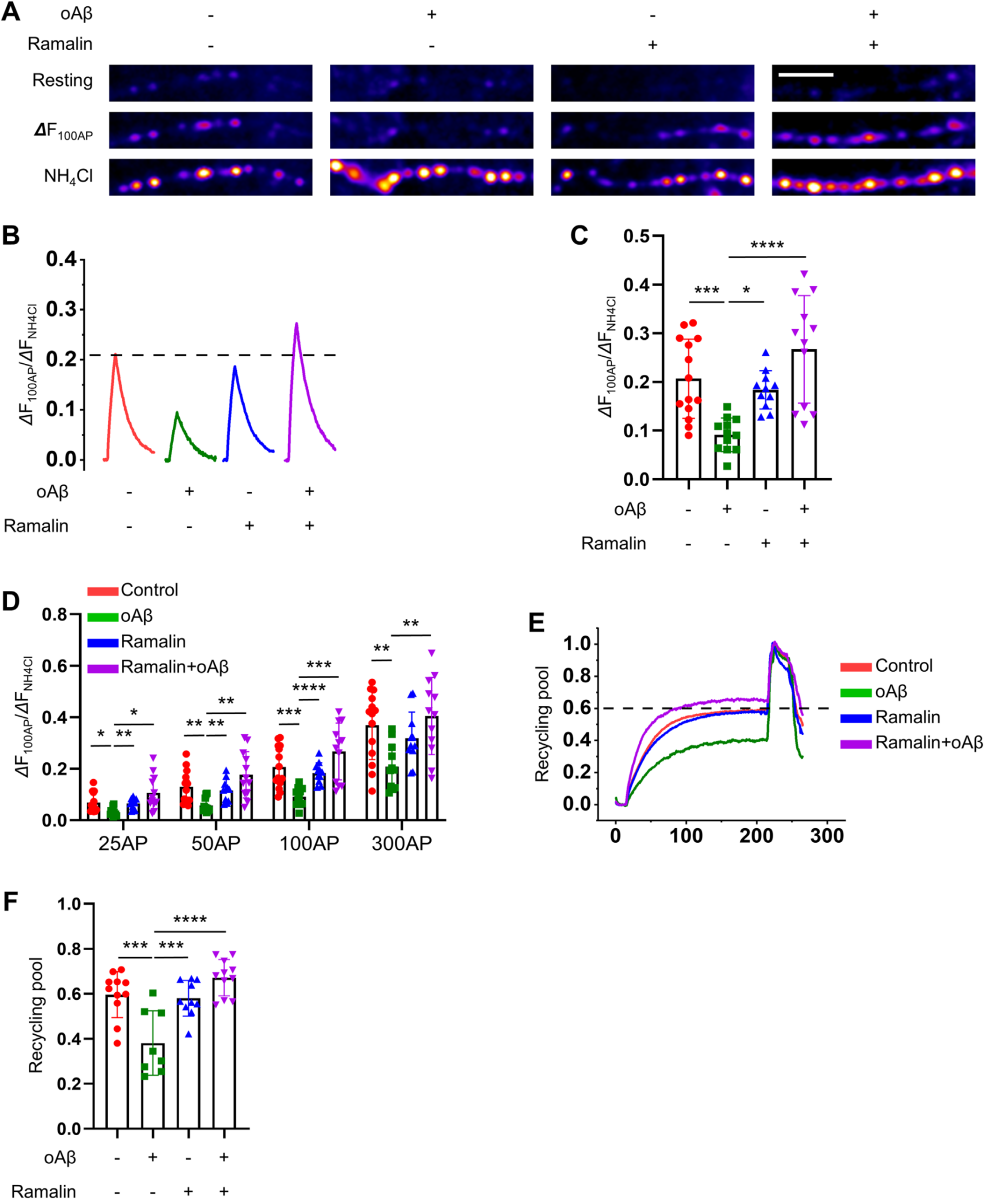
Ramalin prevents synaptic dysfunction in hippocampal neurons under pathologic condition. (A) Representative images of vG–pH in the condition of resting, 100 AP (DF_100AP_), and NH_4_Cl at synapses (scale bar = 5 mm). (B) Representative vG–pH ensemble‐averaged traces evoked by 100 AP in control (red), Aβ (green), ramalin (blue), and Aβ with ramalin (purple)‐treated neurons. vG–pH‐expressing neurons were subjected to 10 Hz stimulation for 10 s in the presence or absence of Aβ and ramalin. Fluorescence signals were normalized to the peak response induced by NH_4_Cl. (C) Mean amplitudes of 100 AP responses in control, Aβ, ramalin, and Aβ+ramalin‐treated neurons. [Con]_100AP_ = 0.21 ± 0.02 (*n *= 14); [Aβ]_100AP_ = 0.09 ± 0.01 (*n *= 12); [Ramalin]_100AP_ = 0.18 ± 0.01 (*n *= 11); [Aβ+Ramalin]_100AP_ = 0.27 ± 0.03 (*n *= 12). (D) Mean values of amplitudes of various stimulations in control, Aβ, ramalin, and Aβ+ramalin‐treated neurons. [Con]_25AP_ = 0.07 ± 0.01 (*n *= 14); [Aβ]_25AP_ = 0.03 ± 0.005 (*n *= 11); [Ramalin]_25AP_ = 0.06 ± 0.01 (*n *= 11); [Aβ+Ramalin]_25AP_ = 0.11 ± 0.02 (*n *= 12), [Con]_50AP_ = 0.13 ± 0.02 (*n *= 14); [Aβ]_50AP_ = 0.06 ± 0.01 (*n *= 11); [Ramalin]_50AP_ = 0.12 ± 0.01 (*n *= 11); [Aβ+Ramalin]_50AP_ = 0.18 ± 0.03 (*n *= 12), [Con]_300AP_ = 0.37 ± 0.04 (*n *= 14); [Aβ]_300AP_ = 0.21 ± 0.03 (*n *= 11); [Ramalin]_300AP_ = 0.32 ± 0.03 (*n *= 11); [Aβ+Ramalin]_300AP_ = 0.40 ± 0.04 (*n *= 12). (E) Representative ensemble traces of vG–pH in response to 2,000 AP in the presence of bafilomycin in control (red), Aβ (green), ramalin (blue), and Aβ+ramalin (purple)‐treated neurons. (F) Mean values of recycling vesicle pool size in responses to 2,000 AP at 10 Hz in the presence of bafilomycin A1 (BAF) in control (0.60 ± 0.03, *n *= 11), Aβ (0.38 ± 0.05, *n *= 8), ramalin (0.58 ± 0.03, *n *= 10), and Aβ+ramalin (0.67 ± 0.02, *n *= 11). Data are shown as mean ± SEM in (C), (D), and (F). Data were analyzed using one‐way ANOVA followed by Tukey's test in (C) and (F) and two‐way ANOVA followed by Tukey's test in (D). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

Additionally, we examined the size of the total recycling synaptic vesicle pool using prolonged stimulation with 2,000 action potentials (APs) in the presence of bafilomycin, which blocks vesicle reacidification. In neurons treated with Aβ oligomers, the size of the recycling vesicle pool was reduced to ∼38% of normal levels. Notably, ramalin treatment restored the recycling vesicle pool to levels comparable to untreated controls (Figure 4E, F). These data indicate that ramalin preserves both the functional and structural integrity of synaptic vesicles under AD‐related pathological conditions, further highlighting its potential as a therapeutic agent for synaptic protection in AD.

### 2.6 Ramalin Ameliorates the AD Pathology in APP/PS1 Mice

To assess the in vivo efficacy of ramalin, we administered ramalin orally to 7‐month‐old APP/PS1 mice for 2 months and conducted behavioral and biochemical analyses. In the Morris water maze (MWM), ramalin‐treated mice demonstrated significantly improved spatial memory and learning performance compared with control‐treated mice (Figure 5A, B), indicating cognitive benefits from ramalin treatment. Importantly, body and organ weights did not differ significantly among groups, suggesting that ramalin is non‐toxic at the administered doses (Figure S6A, B).

**FIGURE 5:**
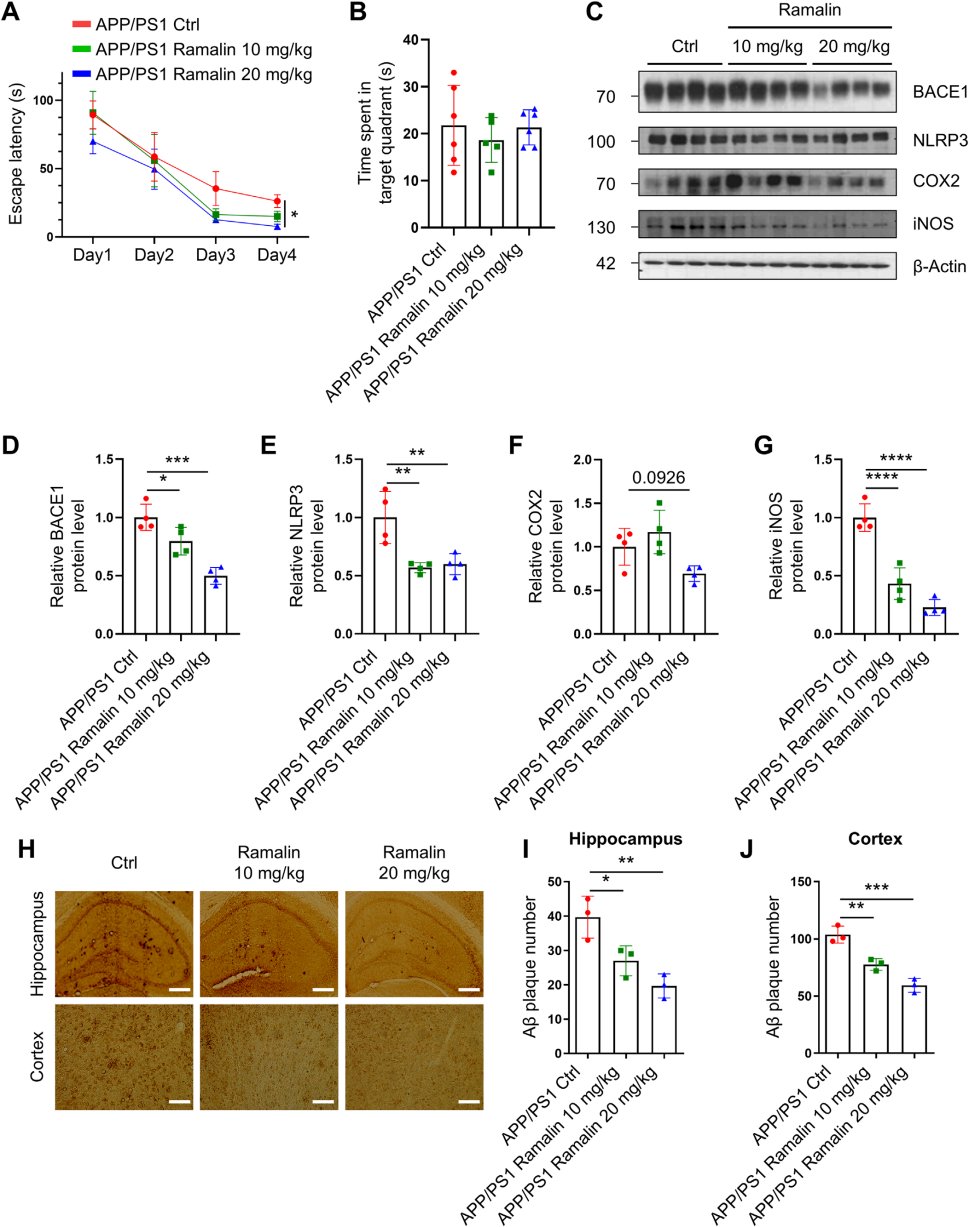
Ramalin restores AD pathology in APP/PS1 mice. APP/PS1 mice were fed with control (APP/PS1 Ctrl) or 10 mg/kg of ramalin (APP/PS1 ramalin 10 mg/kg) or 20 mg/kg of ramalin (APP/PS1 ramalin 20 mg/kg) for 2 months followed by MWM test. (A) Escape latency of mice in MWM test conducted for four consecutive training session (APP/PS1 Ctrl; *n *= 6, APP/PS1 ramalin 10 mg/kg; *n *= 5, APP/PS1 ramalin 20 mg/kg; *n *= 6). (B) Time spent in target quadrant on the probe day (APP/PS1 Ctrl; *n *= 6, APP/PS1 ramalin 10 mg/kg; *n *= 5, APP/PS1 ramalin 20 mg/kg; *n *= 6). (C) Western blot analysis of BACE1, NLRP3, COX2, and iNOS protein levels in brain homogenates of APP/PS1 (*n *= 4 per group). (D–G), Quantification of BACE1 protein levels in (D), NLRP3 protein levels in (E), COX2 protein levels in (F) and iNOS protein levels in (G) from (C) (*n *= 4 per group). The expression levels of each protein were normalized to the expression level of β‐actin. (H) Representative DAB staining images of Aβ plaques in the brains of APP/PS1 mice (scale bar = 25 µm). (I and J) Quantification of Aβ plaque numbers in the hippocampus (I) and cortex (J) shown in (H) (*n *= 3 per group). Data are shown as mean ± SEM in (A), and as mean ± SD in (B), (D), (E), (F), (G), (I), and (J). Data were analyzed using two‐way ANOVA followed by Dunnett's test in (A) and one‐way ANOVA followed by Dunnett's test in (B), (D), (E), (F), (G), (I), and (J). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

Postbehavioral analysis of brain tissue revealed that ramalin treatment resulted in a significant reduction in BACE1 protein levels, with approximately a 50% decreased compared with the control‐treated mice (Figure 5C, D). Furthermore, ramalin significantly attenuated neuroinflammatory markers, including NLRP3 and iNOS (Figure 5C, E, G). Although ramalin did not significantly reduce COX2 levels, its downregulation of iNOS was dose‐dependent, indicating selective modulation of inflammatory pathways (Figure 5C, F, G).

In addition to its anti‐inflammatory effects, ramalin substantially reduced Aβ plaque burden, as shown by immunohistochemical analysis (Figure 5H–J). These findings suggest that ramalin not only improves cognitive function but also ameliorates key pathological features of AD, including Aβ accumulation and neuroinflammation, in APP/PS1 mice.

### 2.7 Ramalin Reverses Cognitive Impairment by Reducing BACE1 and Phosphorylated Tau in 3xTg‐AD Mice

To extend our findings on ramalin's efficacy in AD, we evaluated its effects on tau pathology using the 3xTg‐AD mouse model, which exhibits both Aβ and tau pathology. We administered ramalin (20 mg/kg) orally to 7‐month‐old (young‐aged) and 16‐month‐old (old‐aged) 3xTg‐AD mice and conducted behavioral and biochemical analyses. In young‐aged mice, ramalin significantly reduced phosphorylated tau in the CA1 region of the hippocampus (Figure 6A) and lowered PHF‐1, which detects tau phosphorylated at Ser396 and Ser404, levels in brain homogenates (Figure 6B, C). In old‐aged mice, ramalin improved learning performance during the MWM training session and mitigated spatial memory deficits, as shown by probe trials (Figure 6D–G).

**FIGURE 6:**
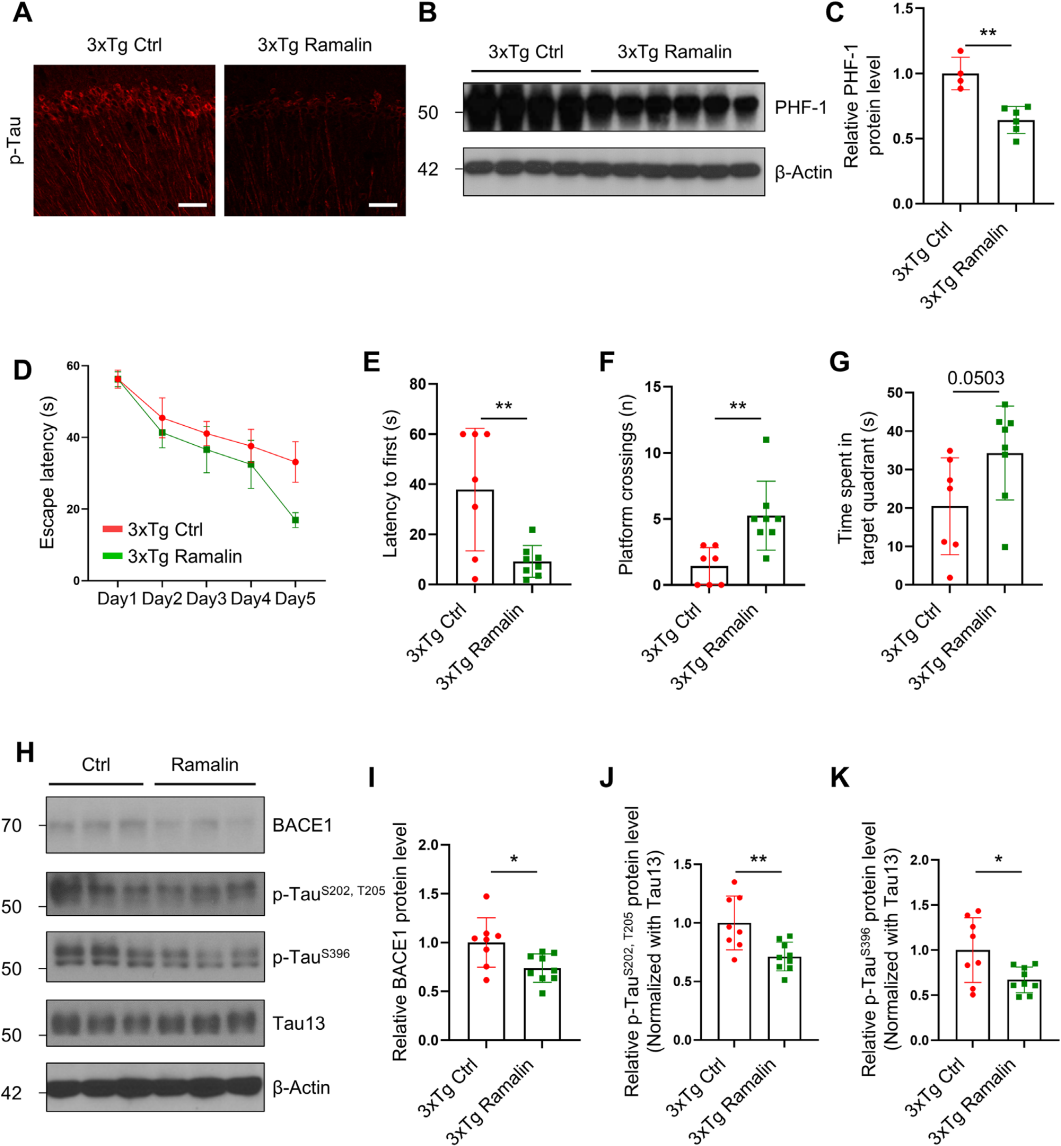
Ramalin mitigates cognitive dysfunction by modulating BACE1 and phosphorylated tau in 3xTg‐AD mice. Young‐aged 3xTg‐AD mice were fed with control (3xTg Ctrl) or 20 mg/kg of ramalin (3xTg Ramalin) for 1 month and old‐aged 3xTg‐AD mice were orally administered with control (3xTg Ctrl) or 20 mg/kg or ramalin (3xTg Ramalin) for 2 months. (A) Immunohistochemistry analysis of p‐Tau in the brains of young‐aged 3xTg‐AD group (scale bar = 25 µm). (B) Western blot analysis of PHF‐1 protein levels in the brain homogenates of young‐aged 3xTg‐AD group. (C) Quantification of PHF‐1 protein levels in (B) (3xTg Ctrl; *n *= 4, 3xTg ramalin; *n *= 6). The expression level of PHF‐1 was normalized to the expression level of β‐actin. (D) Escape latency of old‐aged 3xTg‐AD group in MWM test conducted for five consecutive training session (3xTg Ctrl; *n *= 7, 3xTg ramalin; *n *= 8). (E) Latency to first visit to platform of old‐aged 3xTg‐AD group on probe day (3xTg Ctrl; *n *= 7, 3xTg ramalin; *n *= 8). (F) The number of platform crossings on the probe day in old‐aged 3xTg‐AD mice (3xTg Ctrl; *n *= 7, 3xTg ramalin; *n *= 8). (G) Time spent in the target quadrant on the probe day in old‐aged 3xTg‐AD mice (3xTg Ctrl; *n *= 7, 3xTg ramalin; *n *= 8). (H) Representative western blot analysis of BACE1, p‐Tau^S202, T205^, p‐Tau^S396^ and Tau13 protein levels in the hippocampus of old‐aged 3xTg‐AD mice. (I–K) Quantification of BACE1 in (I), p‐Tau^S202, T205^ (AT8) in (J), and p‐Tau^S396^ in (K) from the hippocampus of old‐aged 3xTg‐AD mice (3xTg Ctrl; *n *= 8, 3xTg ramalin; *n *= 9). The expression level of BACE1 was normalized to the expression level of β‐actin, and the expression level of p‐Tau^S202, T205^, and p‐Tau^S396^ was normalized to the expression level of Tau13. Data are shown as mean ± SD in (C), (E), (F), (G), (I), (J), and (K) and as mean ± SEM in (D). Data were analyzed using two‐way ANOVA followed by Dunnett's test in (D) and unpaired two‐tailed *t* test in (C), (E), (F), (G), (I), (J), and (K). *p < 0.05; **p < 0.01.

Biochemical analysis of brain tissue from old‐aged 3xTg‐AD mice revealed that ramalin reduced both BACE1 protein and phosphorylated tau levels in the hippocampus (Figure 6H–K). These results suggest that ramalin may exert its neuroprotective effects by targeting both amyloidogenic and tauopathic processes, thereby improving cognitive outcomes in AD models.

### 2.8 Transcriptomic Changes Induced by Ramalin Treatment

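Messenger RNA from the cortex of 3xTg-AD mice was sequenced in 6 libraries, 3 from vehicle-treated mice (3xTg Ctrl) and 3 from ramalin-treated mice (3xTg Ramalin). The 3xTg-AD mouse is a transgenic model that develops both amyloid and tau pathology. Ramalin was given orally at 20 mg per kg of body weight each day, in a young cohort from 7 months of age for 1 month and in an old cohort from 16 months of age for 2 months, and the paper's text does not name the cohort that gave the sequenced cortices. Nothing in the sources used here says that each library came from a separate mouse, so p-values measure the spread between these libraries. Total RNA was extracted with RNAiso Plus and messenger RNA was captured on poly-T beads by Novogene. The submitters' processing notes name FastQC 0.11.9, Trimmomatic 0.39, STAR 2.7.9a and RSEM 1.3.3 with the mouse genome build GRCm38. The authors' values are given in TPM, which corrects for transcript length, for 15233 genes, and they sum to 1000000 in each library, so the sequencing depth behind them is unknown. Genes with a mean TPM of at least 1 were kept, which left 12677, and log2(TPM + 0.5) was compared between the groups with limma. A gene was called at the paper's criteria, a fold change of at least 1.3 and an unadjusted p under 0.05, and adjusted p-values from limma were recorded beside the calls. Fold changes on this scale understate the change of genes with low TPM. Groups of related genes were tested with camera on 47 lists of pathway members and cell type markers, fixed before these values were examined. The immediate-early list was written after the terms in the paper's Figure 7 were seen, so it is not independent of them. Figure S7A had been seen before the list of disease-associated microglia genes was written. Transcripts encoded by the mitochondrial genome took 31.7% ± 0.800 (SD, n = 3 libraries) of the TPM in 3xTg Ctrl and 28.8% ± 0.467 (SD, n = 3) in 3xTg Ramalin (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Because the values of a library share a fixed sum, a change in that share moves the TPM of all other genes the opposite way.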

To gain insights into the molecular mechanisms underlying therapeutic effects of ramalin, we performed transcriptomic analysis using RNA sequencing from the cortices of ramalin‐treated 3xTg‐AD mice. 

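Immediate-early genes, which neurons switch on rapidly when they are stimulated, were higher in the cortex of ramalin-treated 3xTg-AD mice. Of 46 measured members, 19 were higher at the paper's criteria and none was lower, with a median log2 fold change of 0.29 over the list (camera adjusted p = 2.75e-12, and adjusted p = 0.591 with an estimated correlation). None of the 46 had an adjusted p under 0.05 from limma over all genes, and 25 were higher when adjusted over the list alone. The transcription factor gene Fos, on chromosome 12 of GRCm38 from 85473890 to 85477273, was at 34.4 ± 7.31 TPM (SD, n = 3) in 3xTg Ctrl and 67.3 ± 14.5 TPM (SD, n = 3) in 3xTg Ramalin, a log2 fold change of 0.95 (standard error 0.19, adjusted p = 0.418 from limma). Egr4 and Junb, which encode transcription factors, had log2 fold changes of 0.63 and 0.62 (adjusted p = 0.228 and 0.230 from limma). Nr4a1, an orphan nuclear receptor, had a log2 fold change of 0.85, and Ccn1, a secreted matrix protein, one of 1.08. In all 19 called members every ramalin library lay above every control library, and the groups did not overlap in 160 of all 209 called genes, which were picked by fold and p. Of 10 measured nuclear-retained and poly(A)-quality transcripts, 9 were lower with ramalin and none was called or passed when adjusted over the list alone (median log2 fold change -0.12, camera adjusted p = 1.55e-05, 4.99e-09 in the fit paired by replicate number, and adjusted p = 0.929 with an estimated correlation). The mean log2 value of that list per library overlapped between the groups (difference -0.051, exact permutation test, two-sided, p = 0.5).

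**Figure D1:**
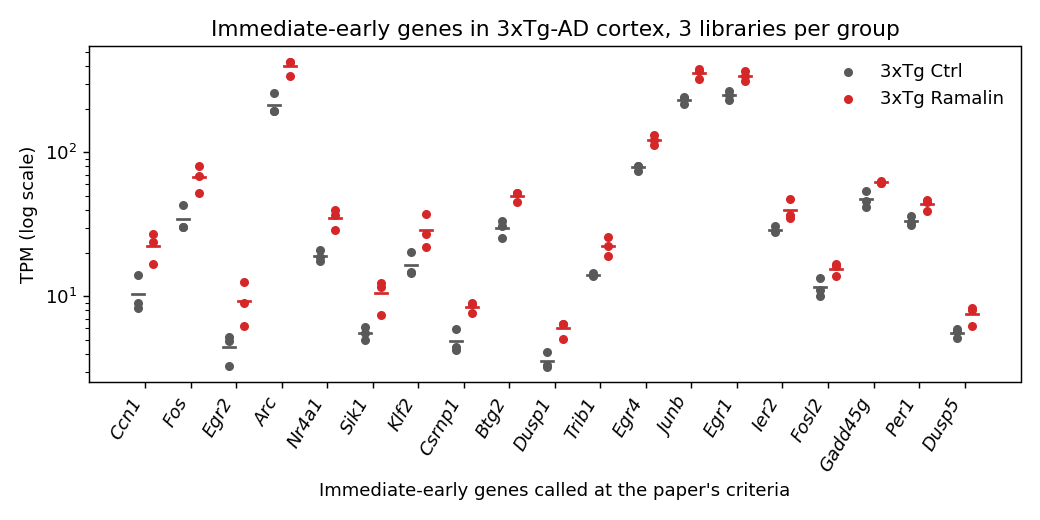
TPM (log scale) of the 19 immediate-early genes called at the paper's criteria. Each point is 1 library (3 per group, 3xTg Ctrl in grey and 3xTg Ramalin in red), horizontal lines are group means, and genes run from the largest log2 fold change (1.08 for Ccn1) to the smallest (0.38).

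Among the genes with the largest rises were Depp1, a target of FOXO transcription factors, at 4.22 ± 1.28 TPM (SD, n = 3) in 3xTg Ctrl and 11.7 ± 2.93 TPM (SD, n = 3) in 3xTg Ramalin, and Apold1, an endothelial gene, with a log2 fold change of 0.93. The growth hormone gene Gh was listed at 0, 1.13 and 0.65 TPM in the control libraries and at 3.06, 6.33 and 18.2 TPM in the ramalin libraries. Gria2, which encodes an AMPA receptor subunit, was at 17.8 ± 1.58 TPM (SD, n = 3) in 3xTg Ctrl and 31.6 ± 2.96 TPM (SD, n = 3) in 3xTg Ramalin (log2 fold change 0.81, adjusted p = 0.228 from limma). Gm11175 (log2 fold change 1.35) is annotated antisense to Jund and A830092H15Rik (0.92) antisense to Nlgn1, and the strand setting of the counting is not given in the sources used here, so their reads and those of the partner gene cannot be separated. Lower genes included Igflr1, a receptor gene (log2 fold change -1.37), which shares exon sequence with an overlapping gene, and Sox3, a transcription factor gene (-0.73). The largest fall was that of Gm37376, which lies opposite Malat1 and was listed at 39.2, 34.3 and 63.6 TPM in 3xTg Ctrl and at 0, 24.7 and 6.00 TPM in 3xTg Ramalin.
In all, 209 of 12677 genes were called at the paper's criteria, 161 higher and 48 lower with ramalin. Of these, 69 were not protein-coding, and 55 had exons that overlap those of another gene on the opposite strand. No gene had an adjusted p under 0.05 from limma, and 1239 had an unadjusted p under 0.05. The mitochondrial share of the TPM was lower with ramalin, and after median-of-ratios scaling of the libraries 164 genes were called, 80 higher and 84 lower. Without control library 2, 364 genes were called (313 higher), and without ramalin library 3, 316 (262 higher), while 89 were lower without control library 3 or ramalin library 1 and 76 without ramalin library 2.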

We identified 229 differentially expressed genes (DEGs), with 120 upregulated and 109 downregulated in response to ramalin treatment (Figure 7A, B). 

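Among genes that respond to lipopolysaccharide (LPS), a bacterial trigger of innate immune signaling, 5 of 19 measured members were higher with ramalin at the paper's criteria and none was lower. The list was written with 43 genes, and those not measured at a mean TPM of at least 1 had no part in these tests. The 5 called members were Junb, Trib1, Fos, Nfkbia and Irf1. Trib1, a pseudokinase gene, had a log2 fold change of 0.64, and Nfkbia, which encodes the inhibitor IκBα and is itself induced by NF-κB, was at 32.1 ± 3.71 TPM (SD, n = 3) in 3xTg Ctrl and 49.1 ± 10.1 TPM (SD, n = 3) in 3xTg Ramalin. Of these 5 genes, 3 are also immediate-early genes. The list as a group was higher (median log2 fold change 0.23, camera adjusted p = 0.00988), but not with an estimated correlation (adjusted p = 0.929). When adjusted over the list alone, 7 members were higher by limma. Of 31 genes that respond to TNF or IL-1, 4 were higher at the paper's criteria and none was lower, namely Junb, Fos, Nfkbia and the interferon regulatory factor gene Irf1, at a log2 fold change of 0.48. This list did not pass the test as a group (median 0.16, camera adjusted p = 0.146, and 0.0341 after median-of-ratios scaling), and 3 members were higher when adjusted over the list alone. Its called members were more than the background of all 12677 tested genes gives (Fisher's exact test, odds ratio 8.99, adjusted p = 0.0107), as were those of the LPS list (odds ratio 21.8, adjusted p = 0.000131). Fisher's test treats genes as independent, so its p does not measure the spread between libraries. Of 39 apoptosis effectors, 1 was called, Ddit4, an inhibitor of mTOR signaling that is induced by stress (log2 fold change 0.77), and the list gave a camera adjusted p of 0.738. Caspase-6 (Casp6) and the survival gene Mcl1 had log2 fold changes of 0.26 and 0.15 and were not called, and no member passed when adjusted over the list alone. Of 37 angiogenesis genes, 5 were higher, among them Angptl4 (0.59) and Klf2 (0.77), and 1 was lower, Sox18, with 4 higher when adjusted over the list alone. The list's camera adjusted p was 0.153, 0.0147 after median-of-ratios scaling, and 0.0127 to 0.477 when each library was left out in turn. Fisher's exact test gave the list an adjusted p of 0.000267. Klf2, Egr1 and Ccn1, all called higher, are also immediate-early genes. The LPS list lost its call in the fit paired by replicate number (camera adjusted p = 0.0503), and also without control library 2 (0.105), ramalin library 2 (0.0549) or ramalin library 3 (0.0716). The call was also lost with no filter on low TPM (0.164) or with a mean TPM of at least 0.1 (0.141).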

Gene Ontology (GO) analysis revealed significant enrichment in biological processes such as “Cellular response to tumor necrosis factor, ” “Response to lipopolysaccharide, ” and “Apoptotic process” (Figure 7C) [52, 53]. Among molecular function terms, genes associated with “Calmodulin binding” and “DNA binding” were significantly enriched (Figure 7D). 

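Of 52 measured genes for calmodulin-binding proteins, which take part in calcium signaling, none was called at the paper's criteria and 3 had an unadjusted p under 0.05 from limma, and the list's median log2 fold change was 0.11 (camera adjusted p = 0.265). The members with the smallest p were the adducin gene Add2 (log2 fold change 0.16), the kinase gene Camk1 (0.14), and the CaM kinase II genes Camk2b (0.15) and Camk2d (0.25, standard error 0.11). Camk2d was at 3.17 ± 0.397 TPM (SD, n = 3) in 3xTg Ctrl and 3.85 ± 0.310 TPM (SD, n = 3) in 3xTg Ramalin. No calmodulin-binding gene passed when adjusted over the list alone. Among 133 genes of DNA-binding transcription factor families, 10 were higher and 2 were lower with ramalin at the paper's criteria, and when adjusted over the list alone 7 were higher and 1 was lower. Of the 12 called, 9 are immediate-early genes, such as the zinc finger gene Egr1, at 250.6 ± 17.2 TPM (SD, n = 3) in 3xTg Ctrl and 340.6 ± 28.7 TPM (SD, n = 3) in 3xTg Ramalin. The genes lower with ramalin were Sox3 and Sox18, members of the SOX family. As a group the transcription factor genes did not stand apart from all other genes (median 0.10, camera adjusted p = 0.359, and adjusted p = 0.955 with an estimated correlation). Their 12 calls exceeded the 2.19 that the share called among all tested genes gives (Fisher's exact test, which treats genes as independent, adjusted p = 3.08e-05).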

Functional enrichment analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database revealed that genes were associated with the “MAPK signaling pathway, ” a critical regulator of cellular stress responses and inflammation (Figure 7E) [54].

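None of 40 measured kinase genes of the ERK, JNK and p38 branches of the MAPK cascade was called at the paper's criteria, had an unadjusted p under 0.05 from limma or passed when adjusted over the list alone (median log2 fold change 0.09, camera adjusted p = 0.808). Mapk3, which encodes ERK1, was at 184.6 ± 11.8 TPM (SD, n = 3) in 3xTg Ctrl and 204.0 ± 12.9 TPM (SD, n = 3) in 3xTg Ramalin (log2 fold change 0.14, standard error 0.07, adjusted p = 0.521 from limma). The kinase genes Mknk1 and Map2k1 had log2 fold changes of 0.24 and 0.16. Genes that MAPK signaling induces, many of which feed back to limit it, included 3 called higher of 24 measured and none lower. These were Egr1 and the dual-specificity phosphatase genes Dusp1 (log2 fold change 0.67) and Dusp5 (0.38), and all 3 are also immediate-early genes. Dusp1 was at 3.57 ± 0.462 TPM (SD, n = 3) in 3xTg Ctrl and 5.99 ± 0.805 TPM (SD, n = 3) in 3xTg Ramalin, and its exons overlap those of Ergic1 on the opposite strand. Dusp6, a phosphatase that acts on ERK, had a log2 fold change of 0.38, just under the fold criterion. As a group these genes gave a camera adjusted p of 0.132 (0.00789 without ramalin library 1), and 3 were higher when adjusted over the list alone. Their 3 calls exceeded the 0.396 that the share called among all tested genes gives (Fisher's exact test, which treats genes as independent, odds ratio 8.63, adjusted p = 0.0407). With an estimated correlation the camera adjusted p was 0.955. In the PI3K-Akt list 3 of 46 members were higher and none was lower, namely Ddit4, the growth factor receptor gene Ngfr (0.51) and the kinase gene Sgk1 (0.69), with a camera adjusted p of 0.736 and none passing when adjusted over the list alone. From the KEGG analysis of its called genes the paper states an association with MAPK signaling, which it describes as a regulator of stress responses and inflammation. The lists used here are not the KEGG pathway. The paper also reports less phosphorylated JNK and ERK protein with ramalin, in hippocampi of old 3xTg-AD mice and in brains of young ones. Transcript levels do not measure phosphorylation, so the values given here do not test that result.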

**FIGURE 7:**
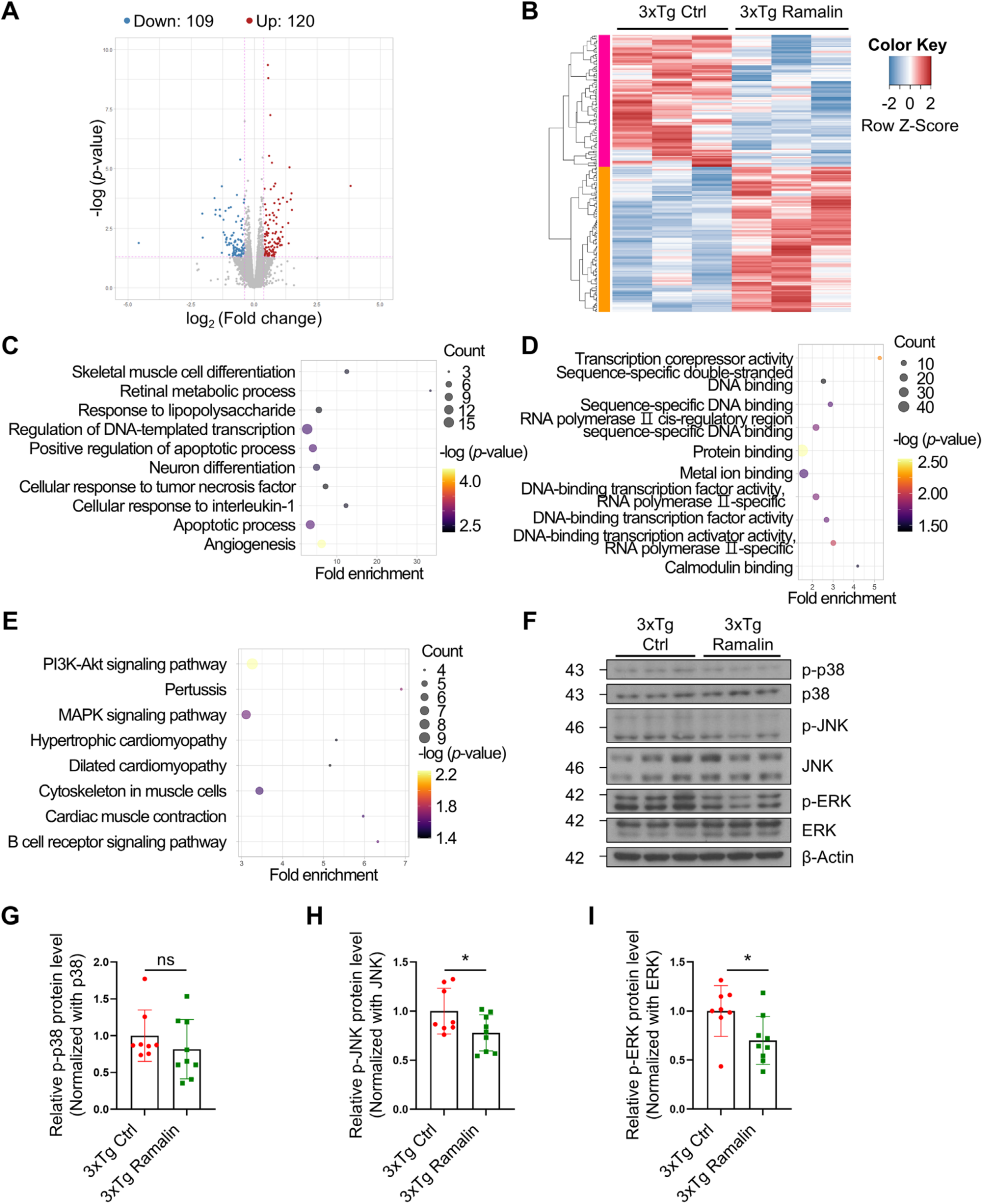
Transcriptomic analysis of 3xTg‐AD reveals ramalin modulates MAPK signaling pathway. RNA‐sequencing analysis revealed that 229 differentially expressed genes (DEGs) displayed as a volcano plot in (A) and as a heatmap in (B). Fold change is same or higher than 1.3 and *p* value is lower than 0.05 is regarded as differentially expressed. (C) Top 10 enriched terms in biological process of GO analysis using DEGs. (D) Top 10 enriched terms in molecular function of GO analysis using DEGs. (E) Top 8 enriched terms in KEGG pathway analysis using DEGs. (F) Representative western blot analysis of p‐p38, p38, p‐JNK, JNK, p‐ERK, and ERK protein levels in the hippocampus of old‐aged 3xTg‐AD mice. (G–I) Quantification of p‐p38/p38 in (G), p‐JNK/JNK in (H) and p‐ERK/ERK in (I) from the hippocampus of old‐aged 3xTg‐AD mice (3xTg Ctrl; *n *= 8, 3xTg ramalin; *n *= 9). Data are shown as mean ± SD in (G–I). Data were analyzed using unpaired two‐tailed *t* test in (G–I). ns; *p* > 0.05; *p < 0.05.

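Disease-associated microglia (DAM) are microglia that surround amyloid plaques and raise genes of lipid handling, phagocytosis and lysosomes. Of the 28 genes shown in Figure S7A, 23 were measured at a mean TPM of at least 1, and none was called at the paper's criteria. Their log2 fold changes ran from -0.06 for Ccl6 to 0.23 for Lyz2, with 20 above 0 and 3 below and a median of 0.13. After median-of-ratios scaling, 18 were above 0 and the median was 0.04. The lowest adjusted p from limma, when adjusted over the list alone, was 0.253, and 4 of the 23 had an unadjusted p under 0.05. Trem2, the receptor that microglia need to enter this state, was at 8.51 ± 0.614 TPM (SD, n = 3) in 3xTg Ctrl and 8.26 ± 1.42 TPM (SD, n = 3) in 3xTg Ramalin. Its adaptor Tyrobp was at 20.9 ± 2.61 TPM (SD, n = 3) and 23.3 ± 3.33 TPM (SD, n = 3). Apoe had a log2 fold change of 0.12 (standard error 0.05, adjusted p = 0.509 from limma), the cathepsin gene Ctsb one of 0.15 and B2m one of 0.15. A wider DAM list held no called gene among its 27 measured genes (camera adjusted p = 0.132). Before the filter on mean TPM it shares 22 genes with the figure, of which Cst7, Gpnmb and Igf1 were not tested. The camera adjusted p of the wider list was 0.0203 without control library 3 and 0.00154 without ramalin library 1.

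**Figure D2:**
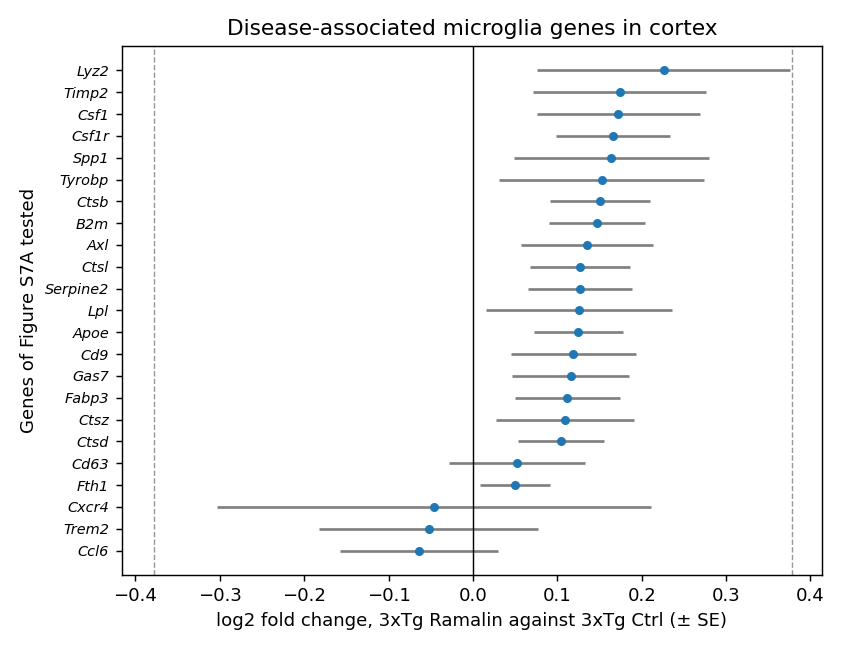
Log2 fold change (x axis, 3xTg Ramalin against 3xTg Ctrl, 3 libraries each) of the 23 measured genes of Figure S7A. Points are limma estimates, bars are ± 1 standard error, and dashed lines mark a fold change of 1.3 in either direction, which no gene reaches.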

Although ramalin attenuated the NLRP3 inflammasome activation in APP/PS1 mice, transcriptomic analyses of 3xTg‐AD cortices revealed no significant alterations in disease‐associated microglia (DAM) markers. Expression patterns of these genes are visualized, but no statistically significant differences were detected (Figure S7A). Furthermore, real‐time quantitative PCR (RT‐qPCR) analysis of cortical tissue showed no significant differences in the mRNA expression levels *Gfap*, *Iba1*, *Il1a*, and *Il6* between vehicle‐ and ramalin‐treated groups (Figure S7B–E). These findings indicate that ramalin's anti‐inflammatory effects were not accompanied by broad transcriptional shifts in DAM‐associated genes or classical glial/inflammatory markers.

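In the sequenced cortices the astrocyte gene Gfap was at 97.2 ± 2.09 TPM (SD, n = 3) in 3xTg Ctrl and 113.3 ± 14.1 TPM (SD, n = 3) in 3xTg Ramalin, a log2 fold change of 0.21 (standard error 0.09, adjusted p = 0.509 from limma) that did not reach the paper's fold criterion. Aif1, which encodes the microglial protein Iba1, was at 5.48 ± 2.04 TPM (SD, n = 3) and 6.34 ± 1.44 TPM (SD, n = 3), with a log2 fold change of 0.23 (standard error 0.27). Il1a and Il6 were not analysed here. Of 20 homeostatic microglia genes none was called and 4 had an unadjusted p under 0.05 from limma (median log2 fold change 0.03, camera adjusted p = 0.415). Of those 4, Csf1r, the receptor that microglia need to survive, had a log2 fold change of 0.17 and the receptor gene Gpr34 one of -0.21. Of the 20, 15 were above 0, and 6 after median-of-ratios scaling, when the median was -0.05. Of 18 reactive astrocyte genes, 1 was called, Aspg (0.43), which did not pass when adjusted over the list alone. Serpina3n and H2-D1 had log2 fold changes of 0.28 each and were not called (camera adjusted p = 0.581 for the list). H2-D1 was the only member that passed when adjusted over the list alone. Of 10 measured inflammatory mediators and inflammasome genes, 2 were higher at the paper's criteria and 1 was lower (camera adjusted p = 0.215, Fisher's exact test adjusted p = 0.00381), and when adjusted over the list alone 1 was higher and 1 was lower. Those higher were Nfkbia and the receptor gene Tlr2, at 1.34 ± 0.406 TPM (SD, n = 3) in 3xTg Ctrl and 2.18 ± 0.558 TPM (SD, n = 3) in 3xTg Ramalin. Pycard, which encodes the inflammasome adaptor ASC, was lower, at 4.19 ± 0.959 TPM (SD, n = 3) in 3xTg Ctrl and 2.43 ± 0.301 TPM (SD, n = 3) in 3xTg Ramalin (log2 fold change -0.67, standard error 0.16, adjusted p = 0.500 from limma), and its exons overlap those of a gene on the opposite strand.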

### 2.9 Ramalin Regulates the MAPK Signaling Pathway

The MAPK signaling pathway has been strongly implicated in AD, particularly in the phosphorylation of tau protein by kinases such as JNK, p38 MAPK, and ERK [35]. We examined phosphorylated MAPK in the hippocampi of old‐aged 3xTg‐AD mice treated with ramalin. Ramalin significantly decreased levels of phosphorylated JNK and phosphorylated ERK (Figure 7F–I), indicating reduced activation of these stress‐associated kinases. Although the reduction in phosphorylated p38 MAPK was 19%, this decrease did not reach statistical significance (Figure 7F, G). These findings were consistent in young‐aged 3xTg‐AD mice, where ramalin significantly reduced phosphorylated JNK and ERK (Figure S8A, D, E), and in APP/PS1 mice, where p‐ERK levels were also significantly reduced (Figure S9A, D).

From these results, it seems that ramalin exerts a neuroprotective effect in AD, most likely by affecting MAPK signaling and thereby decreasing tau phosphorylation.

## 3 Discussion

For decades, Aβ has been the primary focus of therapeutic strategies in AD. The aggregation of Aβ monomers into toxic oligomers disrupts neuronal structures such as dendrites and synapses, contributing to AD pathogenesis. APP is cleaved by BACE1, which controls the rate of Aβ generation. In AD brains, both the expression and enzymatic activity of BACE1 are markedly higher than in non‐demented controls, making this enzyme an important focus in drug discovery efforts [55]. Recent study has shown that reducing BACE1 expression through epigenome editing can ameliorate cognitive dysfunction and reduce amyloid plaques in AD mouse models [56]. In our study, we demonstrated that ramalin effectively downregulates BACE1 expression, offering protective effects against oxidative stress and Aβ oligomers in both cellular models and AD animal models. However, our data indicate that ramalin does not alter BACE1 at the transcription or translational levels, as evidenced by its lack of effect on BACE1 mRNA expression, promoter activity, or UTRs. Thus, our findings indicate that ramalin decreases BACE1 protein levels through posttranslational mechanisms, independent of conventional transcriptional or translational control.

Neuroinflammation has emerged as a key contributor to AD pathogenesis, with activation of the NLRP3 inflammasome playing a central role. Inhibiting NLRP3 has been shown to alleviate AD‐related pathology [20, 23]. Our findings reveal that ramalin exerts significant anti‐inflammatory effects, particularly by downregulation of NLRP3 at both the mRNA and protein levels. This reduction in NLRP3 activation led to decreased levels of downstream proteins, including caspase‐1 and IL‐1β. Additionally, ramalin reduced iNOS expression and its byproduct NO, both of which are associated with neurodegenerative processes in AD. These effects were observed in both BV‐2 microglial cells and in brain homogenates from APP/PS1 mice, further supporting the potential of ramalin as an anti‐inflammatory agent in AD.

Importantly, our study demonstrated that ramalin can prevent Aβ oligomer‐induced synaptic transmission impairment, a major pathological event that contributes to cognitive deficits in AD. Using a pHluorin‐based assay, we found that ramalin not only restored synaptic transmission but also preserved the pool of vesicles available for release in hippocampal neurons exposed to Aβ oligomers. This preservation of synaptic function suggests that ramalin may help maintain cognitive abilities by preventing the progression of synaptic deficits, a hallmark of AD.

The therapeutic potential of ramalin was further evaluated in vivo using APP/PS1 and 3xTg‐AD mouse models. The APP/PS1 model, recapitulating amyloid pathology, revealed that ramalin treatment improved spatial learning and memory performance, as demonstrated by MWM testing. These cognitive improvements were accompanied by a significant reduction in BACE1 expression and a corresponding decrease in Aβ plaque accumulation. Similarly, in the 3xTg‐AD model, which harbors mutations in *APP*, *Psen1*, and *MAPT*, ramalin improved cognitive function, significantly reduced hippocampal BACE1 levels, and decreased phosphorylation of tau at residues S202, T205, S396, and S404. These findings highlight the potential of ramalin to target both amyloidogenic and tauopathic processes in AD.

Transcriptome analysis of ramalin‐treated 3xTg‐AD mice identified 229 DEGs, with GO and KEGG pathway analyses revealing significant enrichment in the MAPK signaling pathway. This pathway has been implicated in tau hyperphosphorylation and AD progression, with kinases such as JNK, ERK, and p38 MAPK playing key roles in phosphorylating tau at disease‐relevant sites [36, 37, 38]. Notably, ramalin treatment significantly reduced the phosphorylated forms of JNK, ERK, and, to a lesser extent, p38 MAPK in both 3xTg‐AD and APP/PS1 mouse brains. Previous studies have demonstrated that JNK activation is a critical driver of tau hyperphosphorylation at S202/T205, and inhibiting JNK reduces tau phosphorylation and ameliorates AD pathology [36]. Our findings suggest that ramalin may exert its therapeutic effects, in part, by mitigating MAPK pathway activation and thus reducing tau phosphorylation.

While ramalin demonstrated clear benefits in terms of cognitive function and reductions in key AD‐related pathologies—including Aβ plaques, phosphorylated tau, and neuroinflammation—the precise molecular mechanisms underlying its effects require further elucidation. To identify potential molecular targets of ramalin, we performed *GPScreen* in *S*. *pombe*, which revealed several candidates including HDACs. These enzymes remove acetyl groups from lysine residues on histones as well as other cellular proteins. HDACs are highly conserved proteins and play important roles in gene transcription and various cellular processes. Aberrant HDAC activity has been implicated in diverse diseases, including tumors, ocular diseases and AD [26, 30, 57, 58]. Particularly, HDAC6 has been implicated in AD pathology, with elevated HDAC6 levels observed in AD brains [28]. HDAC6 interacts with tau and modulates its phosphorylation, and genetic deletion or pharmacological blockade of HDAC6 decreases Aβ and tau pathology and consequently improving cognitive performance in AD animal models [30, 31]. Moreover, HDAC6 is involved in NLRP3 inflammasome pathway [32]. HDAC6 plays a critical role in the assembly and activation of NLRP3 inflammasome [32]. Genetic ablation of *Hdac6* and pharmacological inhibition of HDAC6 hindered NLRP3 inflammasome activation and IL‐1β release [32, 33]. Our results also suggest that HDAC6 influences BACE1 protein expression; however, whether this occurs through direct interaction or indirect pathways remain unclear. Future investigations will be necessary to clarify the precise mechanism. Consistent with the *GPScreen* findings, our HDAC activity assay confirmed that ramalin selectively inhibits HDAC6 over other isoforms. This selectivity likely contributes to the observed reductions in BACE1, tau phosphorylation, NLRP3 activation, and overall AD pathology, positioning HDAC6 as a key mediator of ramalin's neuroprotective effects.

While our findings provide compelling evidence for the therapeutic potential of ramalin in AD, several limitations should be acknowledged. First, the pharmacokinetic profile and blood–brain barrier permeability of ramalin were not systematically investigated, leaving uncertainties regarding its bioavailability in the central nervous system. Second, long‐term safety and toxicity remain to be established, which are critical for assessing its feasibility as a therapeutic agent. Finally, given that ramalin targets multiple pathways, the possibility of off‐target effects cannot be excluded and should be carefully evaluated in future studies. Addressing these pharmacological and translational issues will be crucial to clarify the therapeutic applicability of ramalin in AD.

Overall, our findings indicate that ramalin confers therapeutic benefits in AD models through coordinated modulation of BACE1, neuroinflammation, and tau abnormalities. These actions collectively ameliorate cognitive impairments associated with AD. Given these promising results, ramalin represents a potential therapeutic agent for the treatment of AD, although further studies are needed to fully elucidate its mechanisms of action and to assess its efficacy in clinical settings.

## 4 Conclusion

This study underscores the diverse pharmacological effects of ramalin in mitigating multiple pathological aspects of AD. Ramalin decreases BACE1 protein levels via selectively inhibiting HDAC6. Ramalin suppresses NLRP3 inflammasome pathway and reduces inflammatory markers like iNOS/NO and IL‐1β. Additionally, ramalin restores synaptic transmission defects induced by oAβ and downregulates tau phosphorylation in 3xTg‐AD. Furthermore, it ameliorates cognitive dysfunction in AD mouse models, both in APP/PS1 and 3xTg‐AD. Transcriptomic analysis reveals that ramalin modulates MAPK pathway, which plays a crucial role in regulating tau phosphorylation. Collectively, these results position ramalin as a promising candidate for AD therapy.

## 5 Materials and Methods

### 5.1 Animals

APP/PS1 (B6.Cg‐Tg(APPswe, PSEN1dE9)85Dbo/Mmjax) mice and 3xTg‐AD (B6.Cg‐Tg(APPSwe, tauP301L)1Lfa *Psen1^1Mpm^*/2J) mice were used in this study. All mice were housed under a 12‐h light/dark schedule, with food and water available ad libitum. At 7 months of age, APP/PS1 mice were treated orally with 10 or 20 mg/kg of ramalin once daily for a month. At 7 months of age and 16 months of age, ramalin was administered orally to 3xTg‐AD mice at a daily dose of 20 mg/kg for duration of one and two months, respectively. Following treatment, the mice underwent the MWM. Female APP/PS1 mice and both male and female 3xTg‐AD mice were used in this study. All animal experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee of Sungkyunkwan University (SKKUIACUC2021‐06‐44‐1).

### 5.2 MWM Test

The MWM test was used to assess the learning ability and spatial memory of the animals. This test was carried out following previously reported procedures with minor modifications [59]. The test consisted of training session conducted for 4 consecutive days (APP/PS1) or 5 consecutive days (3xTg‐AD) and a 1‐day probe session. A circular pool, 150 cm in diameter, was used for the experiment. Before tests, the pool was filled so that the water level stood about 1 cm above the platform, and harmless white dye was mixed to make the platform invisible to the mice. The temperature of water was set to 22–24°C. The pool area was divided into four quadrants, with one quadrant containing the hidden platform. Four visual cues were placed on the wall of pool throughout the test. During the training session, mice were placed in the pool from different starting points two times per day (APP/PS1) or three times per day (3xTg‐AD). The latency to reach the platform and swimming trajectories were monitored by a video tracking system. Trials were limited to 120 s (APP/PS1) or 60 s (3xTg‐AD). When the mouse reached the platform within the trial and remained there for 5 s, it was placed back into its home cage. Mice that failed to reach the platform within the trial were gently guided to the platform and allowed to explore the environment for 10 s. The probe session was conducted 24 h after the last training session. In the probe session, platform was removed, and the mice were placed on the opposite side of where the platform had been. Mice were allowed to swim for 120 s (APP/PS1) or 60 s (3xTg‐AD). Each trial was analyzed using Ethovision software (Ethovision).

### 5.3 Brain Tissue Collection and Processing

Following MWM, mice were placed under anesthesia with a Zoletil (Virbac)–Rompun (Bayer) mixture and perfused with PBS as previously described [60]. Brain tissues were extracted and bisected. One was immersed in 4% paraformaldehyde for fixation. The cortex and hippocampus were gently isolated from the opposite side, snap‐frozen in liquid nitrogen and kept in deep freezer for later biochemical analysis.

### 5.4 Plasmid Construction

The GFP^u^ vector was generously gifted from Dr Yong Keun Jung (Seoul National University, Republic of Korea) and 5′ UTR–BACE1–3′ UTR expressing construct was kindly provided from Dr Christian Haass (DZNE, Germany). BACE1 and GFP series constructs used in this study were cloned into pcDNA3.1 using appropriate combinations of *Hin*dIII, *Not*I, *Eco*RI, and *Xho*I restriction sites.

### 5.5 Cell Culture

Human neuroblastoma cell line, SH‐SY5Y, human monocytic cell line, THP‐1, human embryonic kidney cell line, HEK293T, mouse embryonic fibroblast, MEF, and mouse microglial cell line, BV‐2 were maintained in either DMEM (Hyclone) or RPMI1640 (Corning) containing 10% fetal bovine serum (FBS; Gibco) and 1% penicillin–streptomycin solution (P/S; Capricorn), and incubated at 37°C under 5% CO_2_ (v/v) in a humidified chamber. Heat‐inactivated FBS was used for the MEF and BV‐2.

### 5.6 Primary Neuron Culture

Primary neurons were cultured using embryos of Sprague–Dawley rat at day 17 as previously described with some modifications [61]. Briefly, brains were extracted, and the meninges were removed. The tissues were incubated with trypsin for 15 min at 37°C, gently homogenized by pipetting, and then passed through a 100‐µm cell strainer. Primary neurons were cultured on poly‐d‐lysine (Sigma)‐coated plates in DMEM containing 10% FBS and 1% P/S. On the next day, the media was replaced with neurobasal media (Gibco) supplemented with 1% P/S and B‐27 supplement (Gibco). The media was half‐changed every other day for 10 days. After 10 days, the primary neurons were treated with ramalin in dose‐dependent manner. For the optical imaging experiments, the hippocampus was dissected from Sprague–Dawley rat pups (P0–P3) and cultured on poly‐ornithine‐coated glass coverslips. Neuronal transfections were conducted on day 7 after plating and subsequently maintained in culture for an additional 14–21 days. All results were obtained from three or more independent primary neuron preparations.

### 5.7 Primary Microglia Culture

Primary microglia were cultured using postnatal day 1 C57BL/6 mice [62]. In brief, brains were extracted, and the meninges were removed. The brains were then incubated with 0.25% trypsin–EDTA for 15 min at 37°C and subsequently washed four times with DMEM/F12 (Gibco) containing 10% FBS, 1% P/S, 1% l‐glutamine, 1% sodium pyruvate, and 1% nonessential amino acids. The brains were homogenized by pipetting and subsequently passed through a 70 µm cell strainer. The filtered cells were plated in T‐75 flasks, with media changes occurring after 6 days. On the 16th day after plating, primary microglia were isolated from the T‐75 flasks using the EasySep Mouse CD11b Positive Selection Kit II (Stemcell Technologies). Media was removed from the flasks and 3 mL of 0.25% trypsin–EDTA was added to each flask and incubated at 37°C for 5 min. Media was then added to the flasks and the cells were resuspended and filtered through a 70 µm cell strainer. The filtrate was centrifuged at 120 g for 5 min and the supernatant was removed. The pellet was resuspended in 1 mL of DPBS (Sigma) containing 2% FBS and 1 mM of EDTA and transferred to the 5 mL polystyrene tube. A total of 50 µL of rat serum was added to the suspension and incubated for 5 min at room temperature. The tube was incubated in the magnet for 3 min at room temperature. While the tube was placed on a magnetic stand, the DPBS was removed, and the washing procedure was repeated. The cell pellets were resuspended with 3 mL of DMEM/F12 media and seeded in poly‐d‐lysine‐coated plates. Primary microglia were exposed to 20 µM of ramalin for 1 day. Then, 0.2 µg/mL of LPS (Sigma) was added for 6 h, followed by the addition of 20 µM of nigericin (AdipoGen Life Sciences) for 30 min.

### 5.8 Optical Imaging with Ramalin Treatment

For optical imaging, primary mouse hippocampal neurons were cultured and transfected with vG–pH through calcium phosphate‐mediated precipitation, as previously reported [63, 64]. vG–pH was mixed with 2× HeBS solution (273 mM of NaCl, 9.5 mM of KCl, 1.4 mM of Na_2_HPO_4_·7H_2_O, 15 mM of d‐glucose, 42 mM of HEPES, pH adjusted to 7.10) supplemented with 2 mM of Ca^2+^, and the solution was administered to neurons on DIV8. Neurons at DIV14‐21 were subjected to live‐cell imaging following exposure to 1 µM of Aβ only or 1 µM of Aβ with 5 µM of ramalin for 16 h. For imaging, neuron‐bearing coverslips were transferred to a perfusion chamber under continuous laminar flow and imaged using a custom‐designed epifluorescence microscope (Zeiss Observer) equipped with a 488 nm OBIS laser (Coherent) for excitation. Images were captured using an Andor iXon Ultra 897 EMCCD camera. The laser output was shuttered in synchrony with the EMCCD through the TTL on/off signal during image acquisition. Fluorescence signals were excited and collected using a Zeiss 40× Fluar objective (1.3 NA) in combination with a 498 nm dichroic mirror and 500–550 nm emission filters (Chroma). To elicit APs, 1‐ms current pulse were delivered through platinum‐iridium electrodes connected to an isolated pulse stimulator (World Precision Instruments). During recordings, neurons were continuously superfused with Tyrode's solution containing 119 nM of NaCl, 2.5 mM of KCl, 2 mM of CaCl_2_, 2 mM of MgCl2, 25 mM of HEPES, 30 mM of glucose, 10 µM of 6‐cyano‐7‐nitroquinoxaline‐2, 3‐dione, and 50 µM of d, l‐2‐amino‐5‐phosphonovaleric acid (AP5), and titrated to pH 7.4. Experiments were conducted at 30°C, and images were captured at 2 Hz with an exposure time of 50 ms.

### 5.9 Image Analysis

Image analyses were conducted with ImageJ utilizing Time Series plugin. Elliptical ROIs (10‐pixel diameter) representing synaptic boutons were used for fluorescence measurements. Subsequently, fluorescence intensity at synapses was quantified. Analysis of fluorescence signal was performed using Origin Pro.

### 5.10 Aβ Oligomer Preparation

Aβ oligomer (oAβ) was prepared as previously described [59]. Briefly, Aβ_1–42_ (Anygen) was initially dissolved in 1, 1, 1, 3, 3, 3‐hexafluoro‐2‐propanol (Sigma). The dissolved Aβ_1–42_ was then aliquoted and lyophilized in a fume hood. Lyophilized Aβ_1–42_ was stored in deep freezer until experiments. For experiments, lyophilized Aβ_1–42_ was solubilized in DMSO (Sigma) and subsequently diluted to 100 µM in DMEM/F‐12 (Gibco). The diluted Aβ_1–42_ was incubated at 4°C for 1 day. SH‐SY5Y cells were then incubated with 2 µM of oAβ with or without 5 µM of ramalin for 24 h.

### 5.11 Western Blot Analysis

Western blot analysis was performed as previously described [65]. For in vitro experiments, cells were lysed in T‐PER (Thermo Scientific) containing a protease/phosphatase inhibitor cocktail (Thermo Scientific) and kept on ice for 10 min. Cell debris was removed by centrifugation at 15,000 g at 4°C for 10 min, and the resulting supernatant was collected for subsequent western blot analysis. For in vivo samples, mouse brain tissues were homogenized in RIPA buffer (Millipore) containing protease/phosphatase inhibitor cocktail. The homogenates were then kept on ice for 30 min and centrifuged 15,000 g at 4°C for 30 min. The supernatant was obtained for western blot analysis. Protein concentration was determined using a BCA assay kit (Thermo Scientific). Lysates were then mixed with LDS Sample Buffer (Invitrogen) and 5% 2‐mercaptoethanol (Sigma), heated to 95°C for 5 min. Equal amounts of protein (8–12 µg) were loaded on SDS‐polyacrylamide gels for separation and electrophoresed. After SDS‐PAGE, the proteins were transferred to polyvinylidene fluoride (PVDF) membranes. PVDF membranes were then incubated in a blocking buffer containing 5% nonfat dry milk at room temperature for 1 h. Following blocking, the PVDF membranes were incubated at 4°C for overnight with primary antibodies against Ac‐tubulin (Sigma), BACE1 (Cell Signaling Technology), β‐actin (Invitrogen), caspase‐1 (AdipoGen Life Sciences), COX2 (Abcam), ERK (Cell Signaling Technology), GFP (Santa Cruz Biotechnology), HDAC6 (Cell Signaling Technology), IL‐1β (R&D Systems), iNOS (Santa Cruz Biotechnology), JNK (Cell Signaling Technology, Epitomics), LC3 (Novus Biologicals), NLRP3 (Cell Signaling Technology, ProSci), p‐ERK (Cell Signaling Technology), p‐JNK (Cell Signaling Technology), p‐p38 (Cell Signaling Technology), p‐Tau^S202, T205^ (AT8; Invitrogen), p38 (Cell Signaling Technology), PHF‐1 (In‐house), Tau13 (BioLegend), and tubulin (Cell Signaling Technology). After incubation with the primary antibodies, the membranes were rinsed three to four times in tris‐buffered saline containing 1% (v/v) Tween‐20 (TBS‐T) and exposed to HRP‐linked secondary antibodies against mouse or rabbit IgG (Millipore) for 1 h at room temperature. Protein bands were visualized using ECL solution (Cytiva). Protein signal intensity was quantified using ImageJ 1.54f (NIH).

### 5.12 RNA Extraction and RT‐qPCR

Total RNA was purified from cultured cells or mouse brain samples using RNAiso Plus (Takara) according to the supplier's instructions. Reverse transcription was performed using the PrimeScript RT Reagent Kit equipped with a genomic DNA removal step (Takara), ensuring equal RNA input across samples. The resulting cDNA was subsequently diluted ten‐fold in RNase free water prior to RT‐qPCR. RT‐PCR was performed using TB Green Premix Ex Taq II (Takara) and a CFX Connect (Bio‐rad). Gene expression levels were normalized to reference genes (*GAPDH* or *Hprt*). The sequences of primers used for RT‐qPCR were as follows: human *BACE1* forward 5′‐gtcatccacgggcactgt‐3′, human *BACE1* reverse 5′‐ccgtcctgaactcatcgtg‐3′, human *GAPDH* forward 5′‐catcaatggaaatcccatca‐3′, human *GAPDH* reverse 5′‐gactccacgacgtactcagc‐3′, mouse *Nlrp3* forward 5′‐tgctcttcactgctatcaagccct‐3′, mouse *Nlrp3* reverse 5′‐acaagcctttgctccagaccctat‐3′, mouse *Hprt* forward 5′‐cctcctcagaccgcttttt‐3′, and mouse *Hprt* reverse 5′‐aacctggttcatcatcgctaa‐3′.

### 5.13 Immunohistochemistry

The hemispheres stored in 4% paraformaldehyde were cryopreserved in 30% sucrose for 48 h at 4°C. Samples were frozen after embedding in OCT and cut into 45 µm‐thick slices. DAB staining was conducted following the manufacturer's protocol. To investigate Aβ deposition, we immunostained tissue samples with a primary antibody against Aβ (Covance). The number of Aβ plaques was quantified with ImageJ software (NIH).

### 5.14 BACE1 Activity Assay

The BACE1 activity assay was conducted using the β‐Secretase (BACE1) Activity Detection Kit (Sigma) following the manufacturer's protocols. A total of 50 µM of BACE1 substrate and 0.3 units/µL of BACE1 enzyme were diluted in the same buffer. Ramalin was serially diluted in the buffer. BACE1 substrate, BACE1 enzyme, ramalin and buffer were added to the wells to a final volume of 100 µL. Initially, the fluorescence value (ex/em 320 nm/405 nm) was recorded, and after 2 h of incubation at 37°C, the fluorescence value was recorded again.

### 5.15 BACE1 Promoter Luciferase Assay

The BACE1 promoter luciferase assay was conducted as described previously [16]. Briefly, HEK293T cells were transfected with either the WT or deletion constructs of human *BACE1* promoter reporter plasmids and the Renilla luciferase plasmid using polyethyleneimine. One day after transfection, cells were exposed to either vehicle or 10 µM of ramalin for 24 h. Then, cells were lysed with passive lysis buffer (Promega) and the luminescence of firefly and Renilla were measured using a luminometer (Berthold Detection Systems) with the Dual‐Luciferase Reporter Assay System (Promega). Relative luciferase activity was calculated by dividing firefly luminescence by Renilla luminescence values.

### 5.16 NO Measurement

NO concentration in the cultured media was measured using the Griess reaction as previously described with minor modifications [66]. The murine microglial cell line, BV‐2, was incubated with 1 µg/mL of LPS for 1 day with either vehicle or ramalin pretreatment. 50 µL of cultured supernatant were mixed with an equal volume of Griess reagent (0.1% N‐(1‐naphthyl)‐ethylenediamine dihydrochloride and 1% sulfanilamide in 5% phosphoric acid) and incubated for 10 min at room temperature in the dark. Nitrite was quantified from absorbance at 540 nm using standard curves derived from sodium nitrite diluted in the respective culture media.

### 5.17 TNFα Measurement

THP‐1 cells were incubated with phorbol 12‐myristate 13‐acetate to induce differentiation. After differentiation, cells were exposed to 1 µM of ramalin for 1 day, and then 0.1 µg/mL of LPS was added for 4 h. Supernatant were collected, and TNFα concentration was measured using human TNFα ELISA kit (eBioscience) following manufacturer's instructions.

### 5.18 RNA Sequencing Analysis

RNA sequencing analysis was carried out as previously described [67]. Total RNA from mouse cortical tissue (3xTg Ctrl and 3xTg ramalin) was used for mRNA sequencing analysis. mRNA library preparation, transcriptome sequencing, and quality control were performed by Novogene Co., LTD (Hong Kong). Genes showing a fold change of ≥1.3 with a *p* value < 0.05 were considered to be differentially expressed.

### 5.19 GPScreen^TM^

To identify the putative target of ramalin, genome‐wide *GPScreen* was performed by Bioneer Co. (Republic of Korea) [46, 47]. First, the growth‐inhibitory activity (GI_50_) of ramalin was determined using the wild‐type fission yeast *Schizosaccharomyces pombe* (*S.pombe*). Then, potential drug target candidates were initially screened using a library of 1,276 *S. pombe* essential gene deletion mutants. Subsequently, an in‐depth screening was carried out to select the most promising drug target candidates from the 144 initially identified targets.

### 5.20 HDAC Assay

To determine the IC_50_ value of ramalin on HDAC, an HDAC profiling assay was conducted by Reaction Biology Corp (USA). This assay is based on the combination of a fluorogenic substrate and developer. A 10‐step, twofold dilution series from 100 µM was applied to examine ramalin's inhibitory profile on HDAC1‐11, sirtuins (SIRT1, 2, 3, and 5). Substates for HDAC1, 2, 3, 6, 10, SIRT1, 2 and 3 are fluorogenic peptide from p53 residues 379–382 (RHKK(Ac)AMC). Substrates for HDAC4, 5, 7, 9, and 11 are fluorogenic HDAC Class 2a substrate (trifluoroacetyl lysine), and substrate for HDAC8 is a fluorogenic peptide from p53 residues 379–382 (RHK(Ac)K(Ac)AMC). Substrate for SIRT5 is a fluorogenic peptide Ac‐Lys‐succ. IC_50_ values were calculated based on non‐linear regression, where the DMSO‐only control point was assigned to 1.00 × 10^−12^ M for fitting purposes.

### 5.21 Statistical Analysis

Graph preparation and data analyses were conducted using Prism 8 (GraphPad Software). Statistical comparisons among groups were determined with either unpaired *t*‐test or ANOVA, with Tukey's or Dunnett's post hoc evaluation, as appropriate. Data are represented as the mean together with SD or SEM.

## Author Contributions

Y.C. and J.L. analyzed the RNA‐Seq results. Y.C. and J.L. wrote and revised the manuscript. B.Y.C. conducted in vitro experiments and analyzed *GPScreen^TM^* data. J.‐H.Y. conducted in vivo experiments using APP/PS1 mice. S.H. performed synaptic transmission function experiments and wrote the manuscript. S.H.B., J.P., Y.C., and H.K.K. analyzed HDAC inhibitory assay. E.K. analyzed the RNA‐seq results. L.F.P., J.L., Y.J., and J.I. conducted in vitro experiments. J.‐M.H. and T.K.K. synthesized the ramalin. S.H.K. reviewed synaptic transmission function results and the manuscript. J.H.Y. and D.‐G.J. designed and supervised the entire project. D.‐G.J. wrote and edited the manuscript. All authors have read and approved the final manuscript.

## Ethics Statement

All animal experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee of Sungkyunkwan University (SKKUIACUC2021‐06‐44‐1).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Funding Information

This work was supported by Korea Institute of Marine Science & Technology Promotion (KIMST) grant funded by the Ministry of Oceans and Fisheries, Republic of Korea (RS‐2021‐KS211513), and by the Basic Science Research Program through the National Research Foundation of Korea (NRF) (RS‐2024‐00345742).

## Supporting information

Supporting information

## Data Availability

The data used in this study are available from the corresponding author upon reasonable request.

## References

[1] S. Hong , S. H. Baek , M. K. P. Lai , T. V. Arumugam , and D. G. Jo , “Aging‐associated Sensory Decline and Alzheimer's Disease, ” Mol Neurodegener 19, no. 1 (2024): 93.39633396 10.1186/s13024-024-00776-yPMC11616278

[2] Estimation of the Global Prevalence of Dementia in 2019 and Forecasted Prevalence in 2050: An Analysis for the Global Burden of Disease Study 2019. Lancet Public Health 2022;7(2):e105–e125.34998485 10.1016/S2468-2667(21)00249-8PMC8810394

[3] K. B. Rajan , J. Weuve , L. L. Barnes , E. A. McAninch , R. S. Wilson , and D. A. Evans , “Population Estimate of People With Clinical Alzheimer's Disease and Mild Cognitive Impairment in the United States (2020‐2060), ” Alzheimers Dement 17, no. 12 (2021): 1966–1975.34043283 10.1002/alz.12362PMC9013315

[4] J. Zissimopoulos , E. Crimmins , and P. St Clair , “The Value of Delaying Alzheimer's Disease Onset, ” Forum Health Econ Policy 18, no. 1 (2014): 25–39.27134606 10.1515/fhep-2014-0013PMC4851168

[5] J. Wang , B. J. Gu , C. L. Masters , and Y. J. Wang , “A Systemic View of Alzheimer Disease—insights From Amyloid‐beta Metabolism Beyond the Brain, ” Nature reviews Neurology 13, no. 10 (2017): 612–623.28960209 10.1038/nrneurol.2017.111

[6] D. S. Knopman , H. Amieva , R. C. Petersen , et al., “Alzheimer Disease, ” Nature reviews Disease primers 7, no. 1 (2021): 33.10.1038/s41572-021-00269-yPMC857419633986301

[7] Y. Cho , H. G. Bae , E. Okun , T. V. Arumugam , and D. G. Jo , “Physiology and Pharmacology of Amyloid Precursor Protein, ” Pharmacology & Therapeutics 235 (2022): 108122.35114285 10.1016/j.pharmthera.2022.108122

[8] Y. L. Cheng , Y. Choi , C. G. Sobey , T. V. Arumugam , and D. G. Jo , “Emerging Roles of the γ‐secretase‐notch Axis in Inflammation, ” Pharmacology & Therapeutics 147 (2015): 80–90.25448038 10.1016/j.pharmthera.2014.11.005

[9] D. M. Holtzman , J. C. Morris , and A. M. Goate , “Alzheimer's Disease: The Challenge of the Second Century, ” Science Translational Medicine 3, no. 77 (2011): 77sr1–77sr1.21471435 10.1126/scitranslmed.3002369PMC3130546

[10] H. Hampel , S. Lista , E. Vanmechelen , et al., “β‐Secretase1 Biological Markers for Alzheimer's Disease: State‐of‐art of Validation and Qualification, ” Alzheimers Res Ther 12, no. 1 (2020): 130.33066807 10.1186/s13195-020-00686-3PMC7566058

[11] Y. Luo , B. Bolon , S. Kahn , et al., “Mice Deficient in BACE1, the Alzheimer's Beta‐secretase, Have Normal Phenotype and Abolished Beta‐amyloid Generation, ” Nature Neuroscience 4, no. 3 (2001): 231–232.11224535 10.1038/85059

[12] R. Vassar , B. D. Bennett , S. Babu‐Khan , et al., “Beta‐secretase Cleavage of Alzheimer's Amyloid Precursor Protein by the Transmembrane Aspartic Protease BACE, ” Science 286, no. 5440 (1999): 735–741.10531052 10.1126/science.286.5440.735

[13] H. N. Woo , S. H. Baik , J. S. Park , et al., “Secretases as Therapeutic Targets for Alzheimer's Disease, ” Biochemical and Biophysical Research Communications 404, no. 1 (2011): 10–15.21130746 10.1016/j.bbrc.2010.11.132

[14] M. Willem , A. N. Garratt , B. Novak , et al., “Control of Peripheral Nerve Myelination by the Beta‐secretase BACE1, ” Science 314, no. 5799 (2006): 664–666.16990514 10.1126/science.1132341

[15] M. H. Ou‐Yang , J. E. Kurz , T. Nomura , et al., “Axonal Organization Defects in the Hippocampus of Adult Conditional BACE1 Knockout Mice, ” Science Translational Medicine 10, no. 459 (2018).10.1126/scitranslmed.aao5620PMC1101737030232227

[16] G. Bahn , J. S. Park , U. J. Yun , et al., “NRF2/ARE Pathway Negatively Regulates BACE1 Expression and Ameliorates Cognitive Deficits in Mouse Alzheimer's Models, ” PNAS 116, no. 25 (2019): 12516–12523.31164420 10.1073/pnas.1819541116PMC6589670

[17] G. Bahn and D. G. Jo , “Therapeutic Approaches to Alzheimer's Disease through Modulation of NRF2, ” Neuromolecular Med 21, no. 1 (2019): 1–11.30617737 10.1007/s12017-018-08523-5

[18] S. H. Baek , S. Hong , E. Kim , et al., “A Novel RAGE Modulator Induces Soluble RAGE to Reduce BACE1 Expression in Alzheimer's Disease, ” Adv Sci (Weinh) 12, no. 8 (2025): e2407812.39755927 10.1002/advs.202407812PMC11848596

[19] G. Zuliani , M. Ranzini , G. Guerra , et al., “Plasma Cytokines Profile in Older Subjects With Late Onset Alzheimer's Disease or Vascular Dementia, ” Journal of Psychiatric Research 41, no. 8 (2007): 686–693.16600299 10.1016/j.jpsychires.2006.02.008

[20] M. T. Heneka , M. P. Kummer , A. Stutz , et al., “NLRP3 is Activated in Alzheimer's Disease and Contributes to Pathology in APP/PS1 Mice, ” Nature 493, no. 7434 (2013): 674–678.23254930 10.1038/nature11729PMC3812809

[21] C. K. Glass , K. Saijo , B. Winner , M. C. Marchetto , and F. H. Gage , “Mechanisms Underlying Inflammation in Neurodegeneration, ” Cell 140, no. 6 (2010): 918–934.20303880 10.1016/j.cell.2010.02.016PMC2873093

[22] B. Cameron and G. E. Landreth , “Inflammation, Microglia, and Alzheimer's Disease, ” Neurobiology of Disease 37, no. 3 (2010): 503–509.19833208 10.1016/j.nbd.2009.10.006PMC2823849

[23] C. Dempsey , A. Rubio Araiz , K. J. Bryson , et al., “Inhibiting the NLRP3 Inflammasome With MCC950 Promotes Non‐phlogistic Clearance of Amyloid‐β and Cognitive Function in APP/PS1 Mice, ” Brain, Behavior, and Immunity 61 (2017): 306–316.28003153 10.1016/j.bbi.2016.12.014

[24] S. C. McQuown , R. M. Barrett , D. P. Matheos , et al., “HDAC3 is a Critical Negative Regulator of Long‐term Memory Formation, ” Journal of Neuroscience 31, no. 2 (2011): 764–774.21228185 10.1523/JNEUROSCI.5052-10.2011PMC3160172

[25] J. S. Guan , S. J. Haggarty , E. Giacometti , et al., “HDAC2 negatively Regulates Memory Formation and Synaptic Plasticity, ” Nature 459, no. 7243 (2009): 55–60.19424149 10.1038/nature07925PMC3498958

[26] J. S. Kim , J. H. Jun , J. Lee , et al., “HDAC6 mediates NLRP3 Inflammasome Activation in the Pathogenesis of Diabetic Retinopathy, ” Metabolism 164 (2025): 156108.39689826 10.1016/j.metabol.2024.156108

[27] M. Gu , B. Ren , Y. Fang , et al., “Epigenetic Regulation in Cancer, ” MedComm 5, no. 2 (2024): e495.38374872 10.1002/mco2.495PMC10876210

[28] H. Ding , P. J. Dolan , and G. V. Johnson , “Histone Deacetylase 6 Interacts With the Microtubule‐associated Protein Tau, ” Journal of Neurochemistry 106, no. 5 (2008): 2119–2130.18636984 10.1111/j.1471-4159.2008.05564.xPMC2574575

[29] P. Bai , P. Mondal , F. A. Bagdasarian , et al., “Development of a Potential PET Probe for HDAC6 Imaging in Alzheimer's Disease, ” Acta Pharm Sin B 12, no. 10 (2022): 3891–3904.36213537 10.1016/j.apsb.2022.05.017PMC9532562

[30] M. Zhang , W. Wang , Q. Ye , et al., “Histone Deacetylase Inhibitors VPA and WT161 Ameliorate the Pathological Features and Cognitive Impairments of the APP/PS1 Alzheimer's disease Mouse Model by Regulating the Expression of APP Secretases, ” Alzheimers Res Ther 16, no. 1 (2024): 15.38245771 10.1186/s13195-024-01384-0PMC10799458

[31] N. Govindarajan , P. Rao , S. Burkhardt , et al., “Reducing HDAC6 Ameliorates Cognitive Deficits in a Mouse Model for Alzheimer's disease, ” EMBO Molecular Medicine 5, no. 1 (2013): 52–63.23184605 10.1002/emmm.201201923PMC3569653

[32] V. G. Magupalli , R. Negro , Y. Tian , et al., “HDAC6 mediates an Aggresome‐Like Mechanism for NLRP3 and Pyrin Inflammasome Activation, ” Science 369, no. 6510 (2020).10.1126/science.aas8995PMC781493932943500

[33] J. Bockstiegel , S. L. Wurnig , J. Engelhardt , J. Enns , F. K. Hansen , and G. Weindl , “Pharmacological Inhibition of HDAC6 Suppresses NLRP3 Inflammasome‐mediated IL‐1β Release, ” Biochemical Pharmacology 215 (2023): 115693.37481141 10.1016/j.bcp.2023.115693

[34] Y. Peng , J. Yu , F. Liu , et al., “Accumulation of TOX High Mobility Group Box family Member 3 Promotes the Oncogenesis and Development of Hepatocellular Carcinoma Through the MAPK Signaling Pathway, ” MedComm 5, no. 3 (2024): e510.38463397 10.1002/mco2.510PMC10924639

[35] E. K. Kim and E. J. Choi , “Pathological Roles of MAPK Signaling Pathways in human Diseases, ” Biochimica Et Biophysica Acta 1802, no. 4 (2010): 396–405.20079433 10.1016/j.bbadis.2009.12.009

[36] C. Ploia , X. Antoniou , A. Sclip , et al., “JNK Plays a Key Role in Tau Hyperphosphorylation in Alzheimer's disease Models, ” Journal of Alzheimer's Disease 26, no. 2 (2011): 315–329.10.3233/JAD-2011-11032021628793

[37] X. Zhu , C. A. Rottkamp , H. Boux , A. Takeda , G. Perry , and M. A. Smith , “Activation of p38 Kinase Links Tau Phosphorylation, Oxidative Stress, and Cell Cycle‐related Events in Alzheimer disease, ” Journal of Neuropathology and Experimental Neurology 59, no. 10 (2000): 880–888.11079778 10.1093/jnen/59.10.880

[38] S. Guise , D. Braguer , G. Carles , A. Delacourte , and C. Briand , “Hyperphosphorylation of Tau Is Mediated by ERK Activation During Anticancer Drug‐induced Apoptosis in Neuroblastoma Cells, ” Journal of Neuroscience Research 63, no. 3 (2001): 257–267.11170175 10.1002/1097-4547(20010201)63:3<257::AID-JNR1019>3.0.CO;2-T

[39] B. Paudel , H. D. Bhattarai , H. K. Lee , H. Oh , H. W. Shin , and J. H. Yim , “Antibacterial Activities of Ramalin, Usnic Acid and Its Three Derivatives Isolated From the Antarctic Lichen Ramalina Terebrata, ” Z Naturforsch C J Biosci 65, no. 1‐2 (2010): 34–38.20355318 10.1515/znc-2010-1-206

[40] B. Paudel , H. D. Bhattarai , H. Y. Koh , et al., “Ramalin, a Novel Nontoxic Antioxidant Compound From the Antarctic Lichen Ramalina Terebrata, ” Phytomedicine 18, no. 14 (2011): 1285–1290.21802926 10.1016/j.phymed.2011.06.007

[41] S. S. Suh , T. K. Kim , J. E. Kim , et al., “Anticancer Activity of Ramalin, a Secondary Metabolite From the Antarctic Lichen Ramalina Terebrata, Against Colorectal Cancer Cells, ” Molecules (Basel, Switzerland) 22, no. 8 (2017).10.3390/molecules22081361PMC615236028817102

[42] T. K. Kim , J. M. Hong , K. H. Kim , et al., “Potential of Ramalin and Its Derivatives for the Treatment of Alzheimer's Disease, ” Molecules (Basel, Switzerland) 26, no. 21 (2021).10.3390/molecules26216445PMC858827134770857

[43] D. G. Jo , T. V. Arumugam , H. N. Woo , et al., “Evidence That Gamma‐secretase Mediates Oxidative Stress‐induced Beta‐secretase Expression in Alzheimer's Disease, ” Neurobiology of Aging 31, no. 6 (2010): 917–925.18687504 10.1016/j.neurobiolaging.2008.07.003PMC2858254

[44] A. R. Gwon , J. S. Park , T. V. Arumugam , et al., “Oxidative Lipid Modification of Nicastrin Enhances Amyloidogenic γ‐secretase Activity in Alzheimer's Disease, ” Aging Cell 11, no. 4 (2012): 559–568.22404891 10.1111/j.1474-9726.2012.00817.xPMC4217088

[45] T. Gilon , O. Chomsky , and R. G. Kulka , “Degradation Signals for Ubiquitin System Proteolysis in Saccharomyces Cerevisiae, ” Embo Journal 17, no. 10 (1998): 2759–2766.9582269 10.1093/emboj/17.10.2759PMC1170616

[46] D. M. Kim , H. Kim , J. H. Yeon , J. H. Lee , and H. O. Park , “Identification of a Mitochondrial DNA Polymerase Affecting Cardiotoxicity of Sunitinib Using a Genome‐Wide Screening on S. pombe Deletion Library, ” Toxicological Sciences 149, no. 1 (2016): 4–14.26385865 10.1093/toxsci/kfv210

[47] D. U. Kim , J. Hayles , D. Kim , et al., “Analysis of a Genome‐wide Set of Gene Deletions in the Fission Yeast Schizosaccharomyces Pombe, ” Nature Biotechnology 28, no. 6 (2010): 617–623.10.1038/nbt.1628PMC396285020473289

[48] M. T. Heneka , M. P. Kummer , and E. Latz , “Innate Immune Activation in Neurodegenerative Disease, ” Nature Reviews Immunology 14, no. 7 (2014): 463–477.10.1038/nri370524962261

[49] S. W. Robinson , J. M. Bourgognon , J. G. Spiers , et al., “Nitric Oxide‐mediated Posttranslational Modifications Control Neurotransmitter Release by Modulating Complexin Farnesylation and Enhancing Its Clamping Ability, ” Plos Biology 16, no. 4 (2018): e2003611.29630591 10.1371/journal.pbio.2003611PMC5890968

[50] Y. Li , H. Wang , Y. Wang , et al., “Alterations in the Axon Initial Segment Plasticity Is Involved in Early Pathogenesis in Alzheimer's Disease, ” MedComm 5, no. 11 (2024): e768.39415847 10.1002/mco2.768PMC11473794

[51] S. H. Kim and T. A. Ryan , “CDK5 serves as a Major Control Point in Neurotransmitter Release, ” Neuron 67, no. 5 (2010): 797–809.20826311 10.1016/j.neuron.2010.08.003PMC2939042

[52] W. da Huang , B. T. Sherman , and R. A. Lempicki , “Systematic and Integrative Analysis of Large Gene Lists Using DAVID Bioinformatics Resources, ” Nature Protocols 4, no. 1 (2009): 44–57.19131956 10.1038/nprot.2008.211

[53] B. T. Sherman , M. Hao , J. Qiu , et al., “DAVID: A Web Server for Functional Enrichment Analysis and Functional Annotation of Gene Lists (2021 update), ” Nucleic Acids Res 50, no. W1 (2022): W216–W221.35325185 10.1093/nar/gkac194PMC9252805

[54] M. Kanehisa and S. Goto , “KEGG: Kyoto encyclopedia of Genes and Genomes, ” Nucleic Acids Res 28, no. 1 (2000): 27–30.10592173 10.1093/nar/28.1.27PMC102409

[55] L. B. Yang , K. Lindholm , R. Yan , et al., “Elevated Beta‐secretase Expression and Enzymatic Activity Detected in Sporadic Alzheimer Disease, ” Nature Medicine 9, no. 1 (2003): 3–4.10.1038/nm0103-312514700

[56] J. Han , J. H. Sul , J. Lee , et al., “Engineered Exosomes With a Photoinducible Protein Delivery System Enable CRISPR‐Cas‐based Epigenome Editing in Alzheimer's Disease, ” Science Translational Medicine 16, no. 759 (2024): eadi4830.39110781 10.1126/scitranslmed.adi4830

[57] P. Wang , Z. Wang , and J. Liu , “Role of HDACs in Normal and Malignant Hematopoiesis, ” Molecular cancer 19, no. 1 (2020): 5.31910827 10.1186/s12943-019-1127-7PMC6945581

[58] J. H. Jun , J. S. Kim , L. F. Palomera , and D. G. Jo , “Dysregulation of Histone Deacetylases in Ocular Diseases, ” Arch Pharm Res 47, no. 1 (2024): 20–39.38151648 10.1007/s12272-023-01482-x

[59] J. Park , H.‐J. Ha , E. S. Chung , et al., “O‐GlcNAcylation Ameliorates the Pathological Manifestations of Alzheimer's Disease by Inhibiting Necroptosis, ” Science Advances 7, no. 3 (2021): eabd3207.33523877 10.1126/sciadv.abd3207PMC7806231

[60] J. S. Kim , Y. Cho , J. Lee , et al., “N(5)‐((perfluorophenyl)amino)Glutamine Regulates BACE1, Tau Phosphorylation, Synaptic Function, and Neuroinflammation in Alzheimer's disease Models, ” Biosci Trends 19, no. 1 (2025): 102–115.39864832 10.5582/bst.2024.01360

[61] S. H. Baek , S. J. Park , J. I. Jeong , et al., “Inhibition of Drp1 Ameliorates Synaptic Depression, Aβ Deposition, and Cognitive Impairment in an Alzheimer's Disease Model, ” Journal of Neuroscience 37, no. 20 (2017): 5099–5110.28432138 10.1523/JNEUROSCI.2385-16.2017PMC6596467

[62] S. Sarkar , E. Malovic , B. Plante , et al., “Rapid and Refined CD11b Magnetic Isolation of Primary Microglia With Enhanced Purity and Versatility, ” Journal of visualized experiments: JoVE no. 122 (2017).10.3791/55364PMC555543428447995

[63] J. R. Bae , W. Lee , Y. O. Jo , et al., “Distinct Synaptic Vesicle Recycling in Inhibitory Nerve Terminals Is Coordinated by SV2A, ” Progress in Neurobiology 194 (2020): 101879.32615146 10.1016/j.pneurobio.2020.101879

[64] Y. Lee , S. Han , J. Lee , et al., “A Novel Multi‐target Compound Mitigates Amyloid Plaques, Synaptic Deficits, and Neuroinflammation in Alzheimer's disease Models, ” Arch Pharm Res 48, no. 7‐8 (2025): 745–764.40770166 10.1007/s12272-025-01562-0

[65] T. K. Kim , Y. Cho , J. Kim , et al., “Synthesis and Evaluation of Chloride‐Substituted Ramalin Derivatives for Alzheimer's Disease Treatment, ” Molecules (Basel, Switzerland) 29, no. 15 (2024).10.3390/molecules29153701PMC1131379839125105

[66] T. K. Kim , J. M. Hong , Y. Cho , et al., “Synthesis and Biological Evaluation of Novel Ramalin Derivatives as Multi‐Target Agents for Alzheimer's Disease, ” Molecules (Basel, Switzerland) 30, no. 9 (2025).10.3390/molecules30092030PMC1207317740363835

[67] Y. Cho , J. Lee , J. S. Kim , et al., “RA‐PR058, a Novel Ramalin Derivative, Reduces BACE1 Expression and Phosphorylation of Tau in Alzheimer's disease Mouse Models, ” Anim Cells Syst (Seoul) 29, no. 1 (2025): 122–134.39931645 10.1080/19768354.2025.2459649PMC11809180

# Supplementary material for: Ramalin Ameliorates Alzheimer's Disease Pathology by Targeting BACE1, HDAC6, and MAPK Pathways
**Source:** MedComm (2020). 2026 Jan 1;7(1):e70518. doi: 10.1002/mco2.70518
**Supplement:** Supplementary file 1 — Supporting information

**Supplementary Information**

**Ramalin ameliorates Alzheimer's disease pathology by targeting BACE1, HDAC6, and MAPK pathways**

Yongeun Cho^1,#^, Jeongmi Lee^1,#^, Bo Youn Choi^1^, Jin-Ho Yun^1^, Sukmin Han^2^, Seung Hyun Baek^1^, Jinsu Park^1^, Yoonsuk Cho^1^, Hark Kyun Kim^1^, Eunae Kim^1^, Leon F Palomera^1^, Jeein Lim^1^, Yeji Jeon^1^, Jeonghyeong Im^1^, Ju-Mi Hong^3^, Tai Kyoung Kim^3^, Sung Hyun Kim^2,4^, Joung Han Yim^3,*^, Dong-Gyu Jo^1,5,6,7,*^

^#^ Yongeun Cho and Jeongmi Lee contributed equally to this work.

**FIGURE S1 to S9**

**
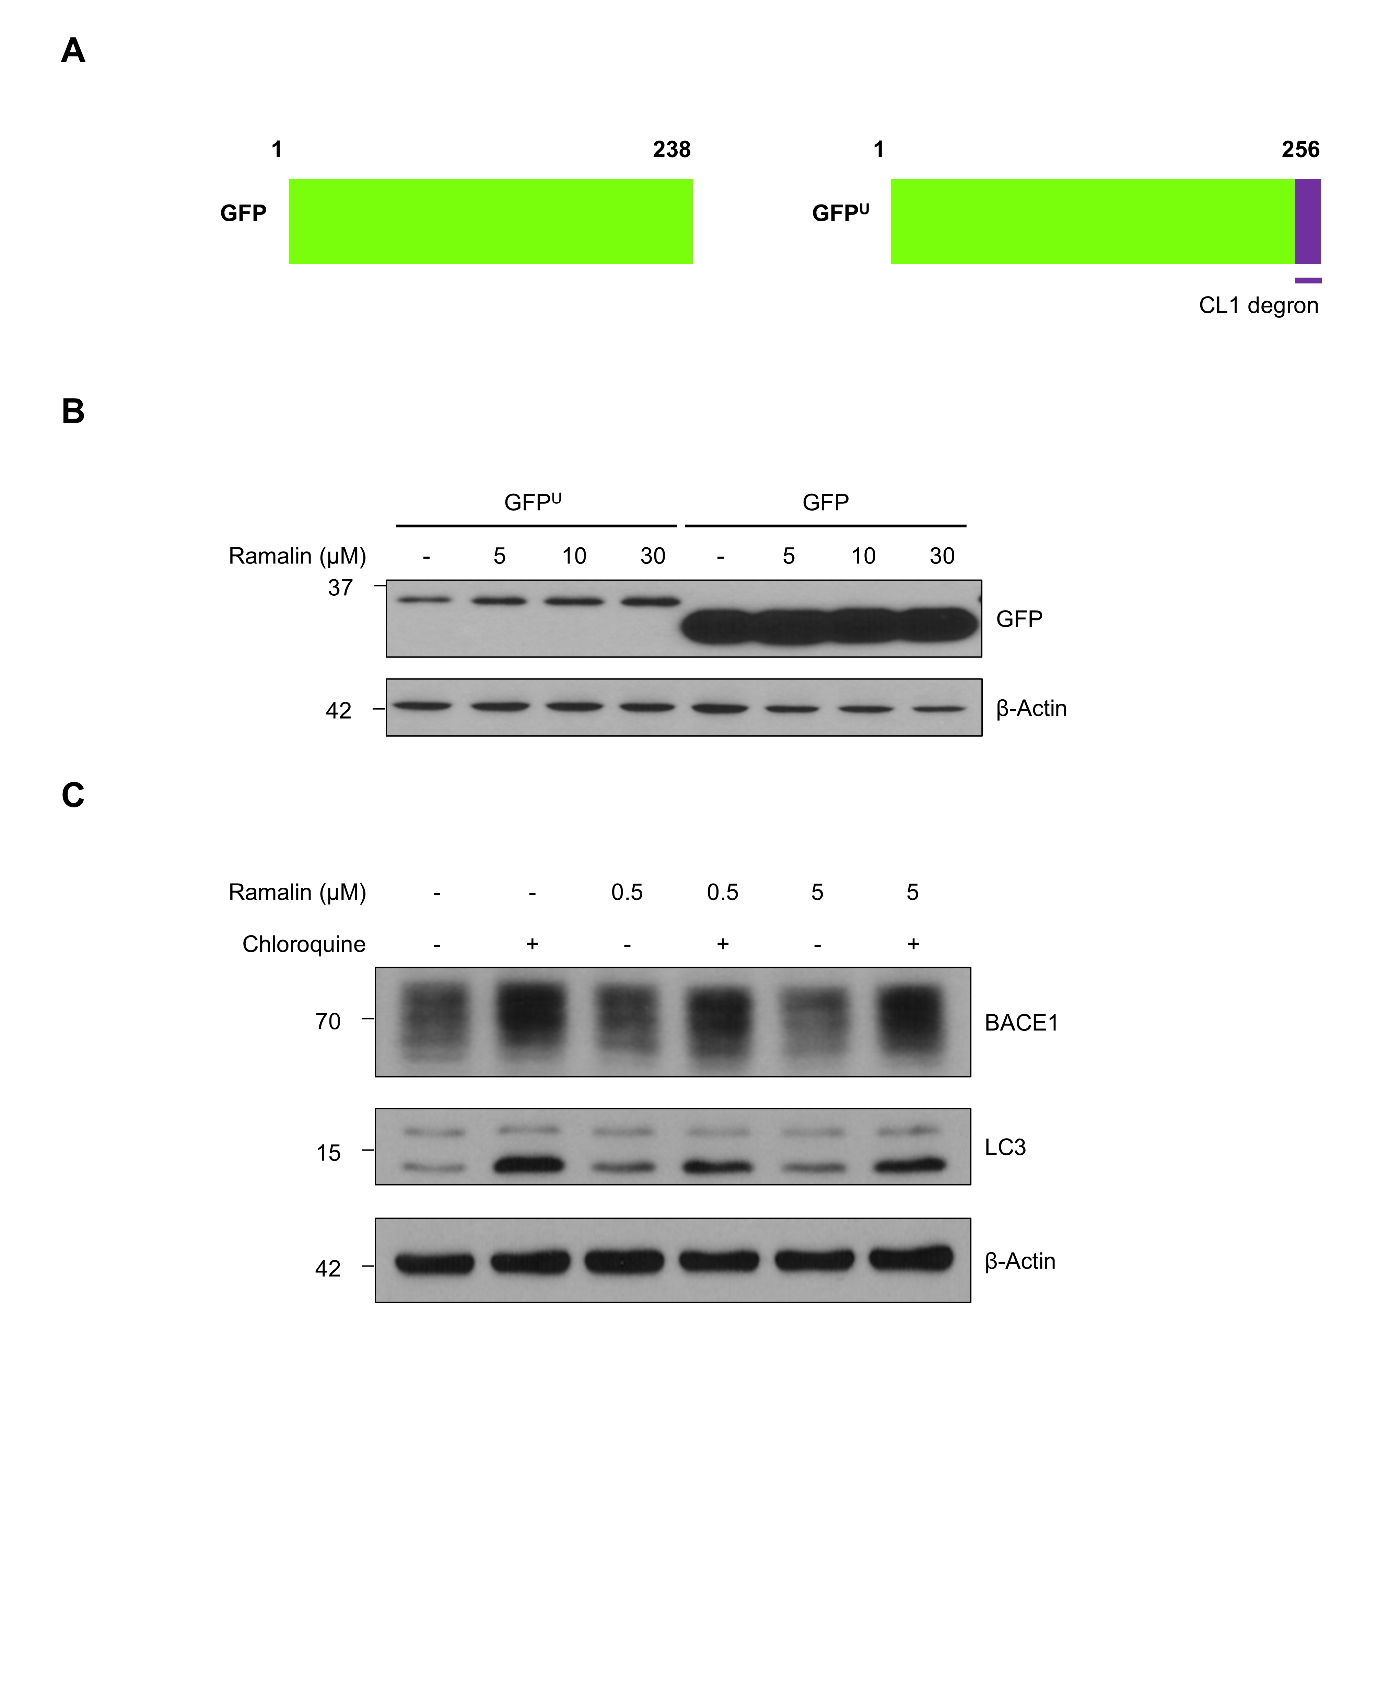
**

**FIGURE S1. Ramalin does not affect degradation of BACE1 through UPS or autophagy pathway.** (A) Schematic diagram of GFP or GFP^U^. CL1 degron signal sequence was attached to c-terminal of GFP. (B) Western blot analysis of GFP protein levels in HEK293T cells transfected with GFP or GFP^U^ plasmids and treated with 5, 10 and 30 μM of ramalin. (C) Western blot analysis of BACE1, LC3 protein levels in SH-SY5Y cells treated with 0.5, and 5 μM of ramalin and 10mM of chloroquine (CQ). CQ was used to inhibit autophagic degradation.

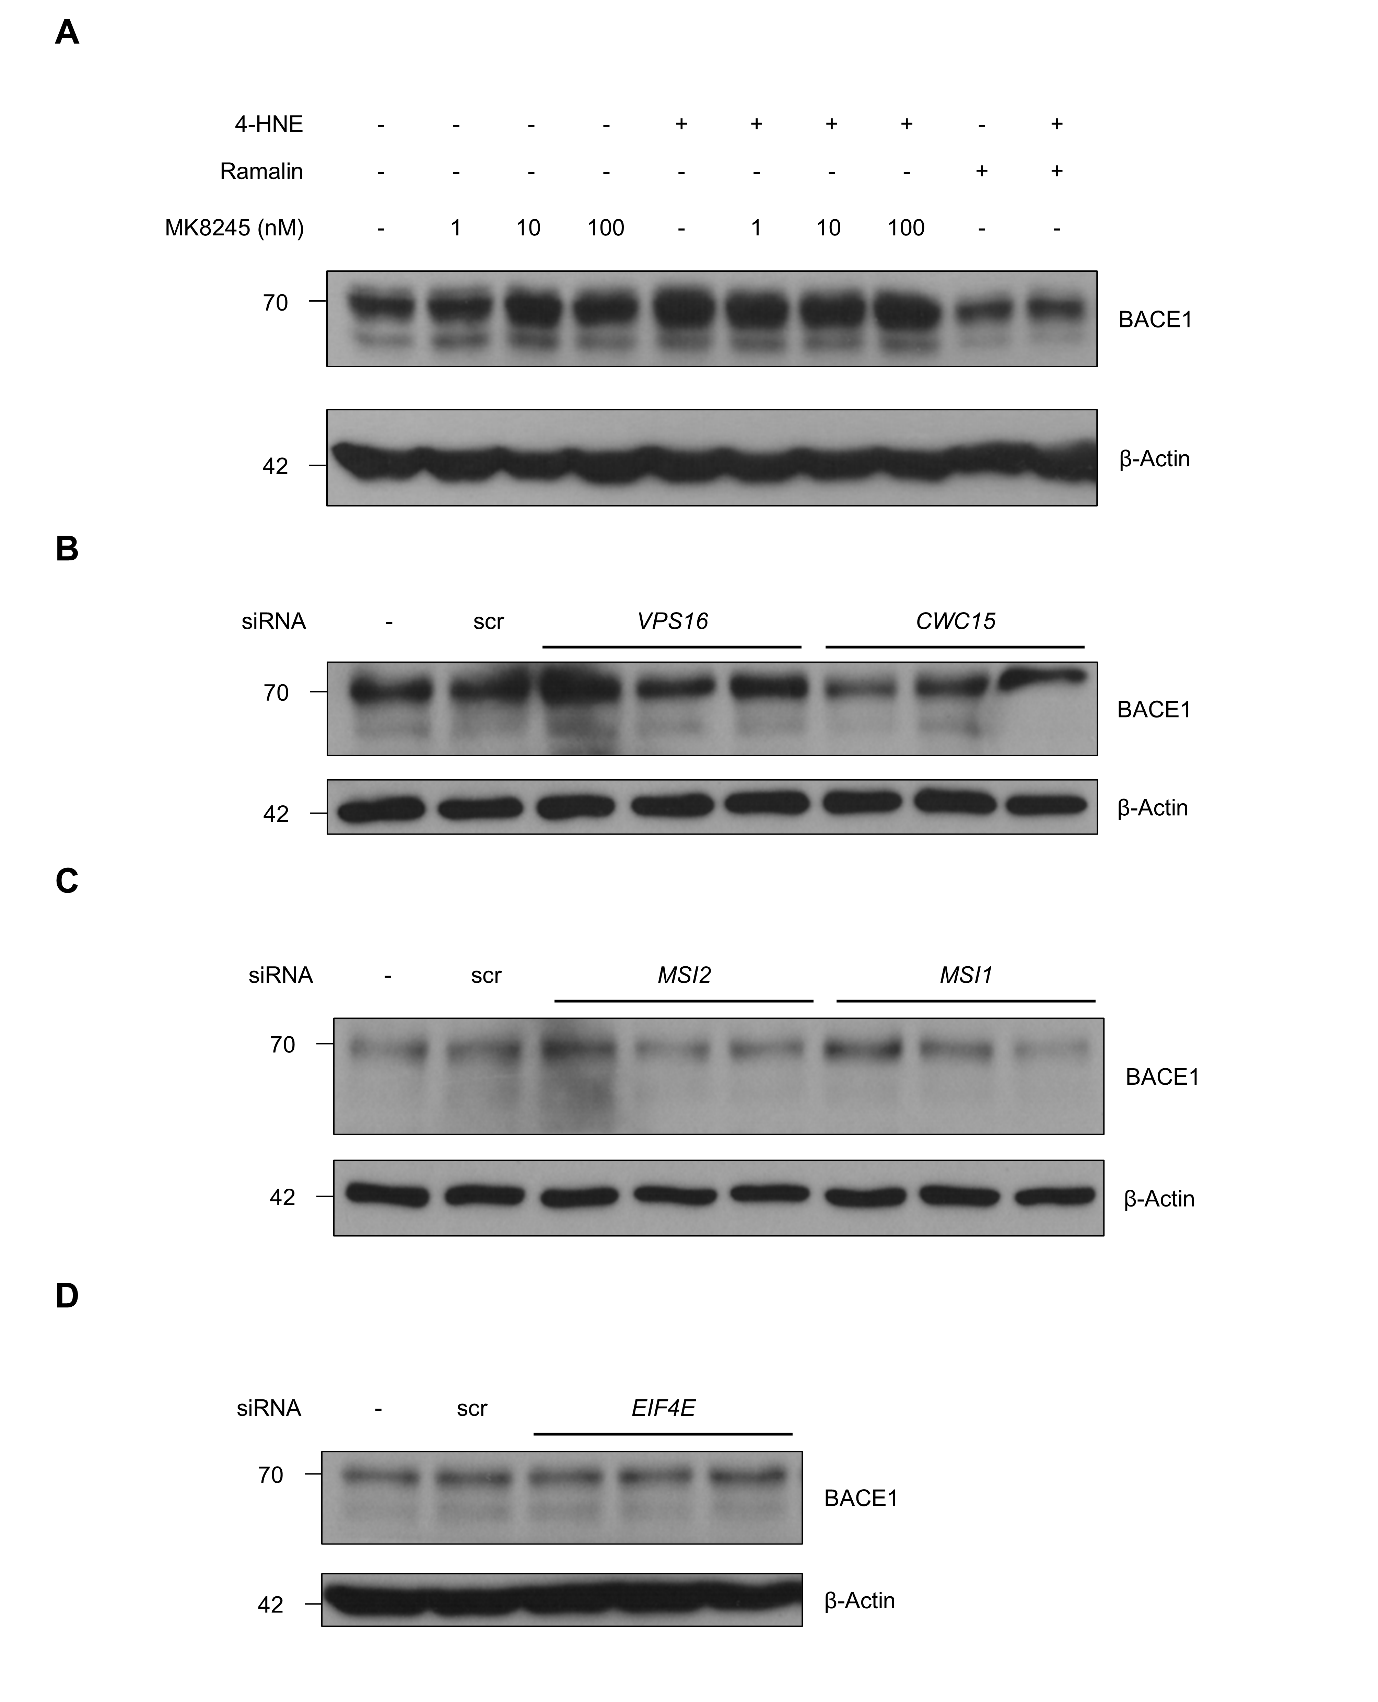

**FIGURE S2. Validation of predicted ramalin target genes obtained by *GPScreen*™.** (A) Western blot analysis of BACE1 protein levels in SH-SY5Y cells treated with 5 μM of 4-HNE, 1 μM of ramalin and 1, 10, 100 nM of MK8245, a potent SCD inhibitor. (B) Western blot analysis of BACE1 protein levels in HEK293T cells transfected with siVPS16 and siCWC15. (C) Western blot analysis of BACE1 protein levels in HEK293T cells transfected with siMSI1 and siMSI2. (D) Western blot analysis of BACE1 protein levels in HEK293T cells transfected with siEIF4E. Three different siRNAs were used to knock down each gene in (B-D). scr denotes scrambled siRNA.

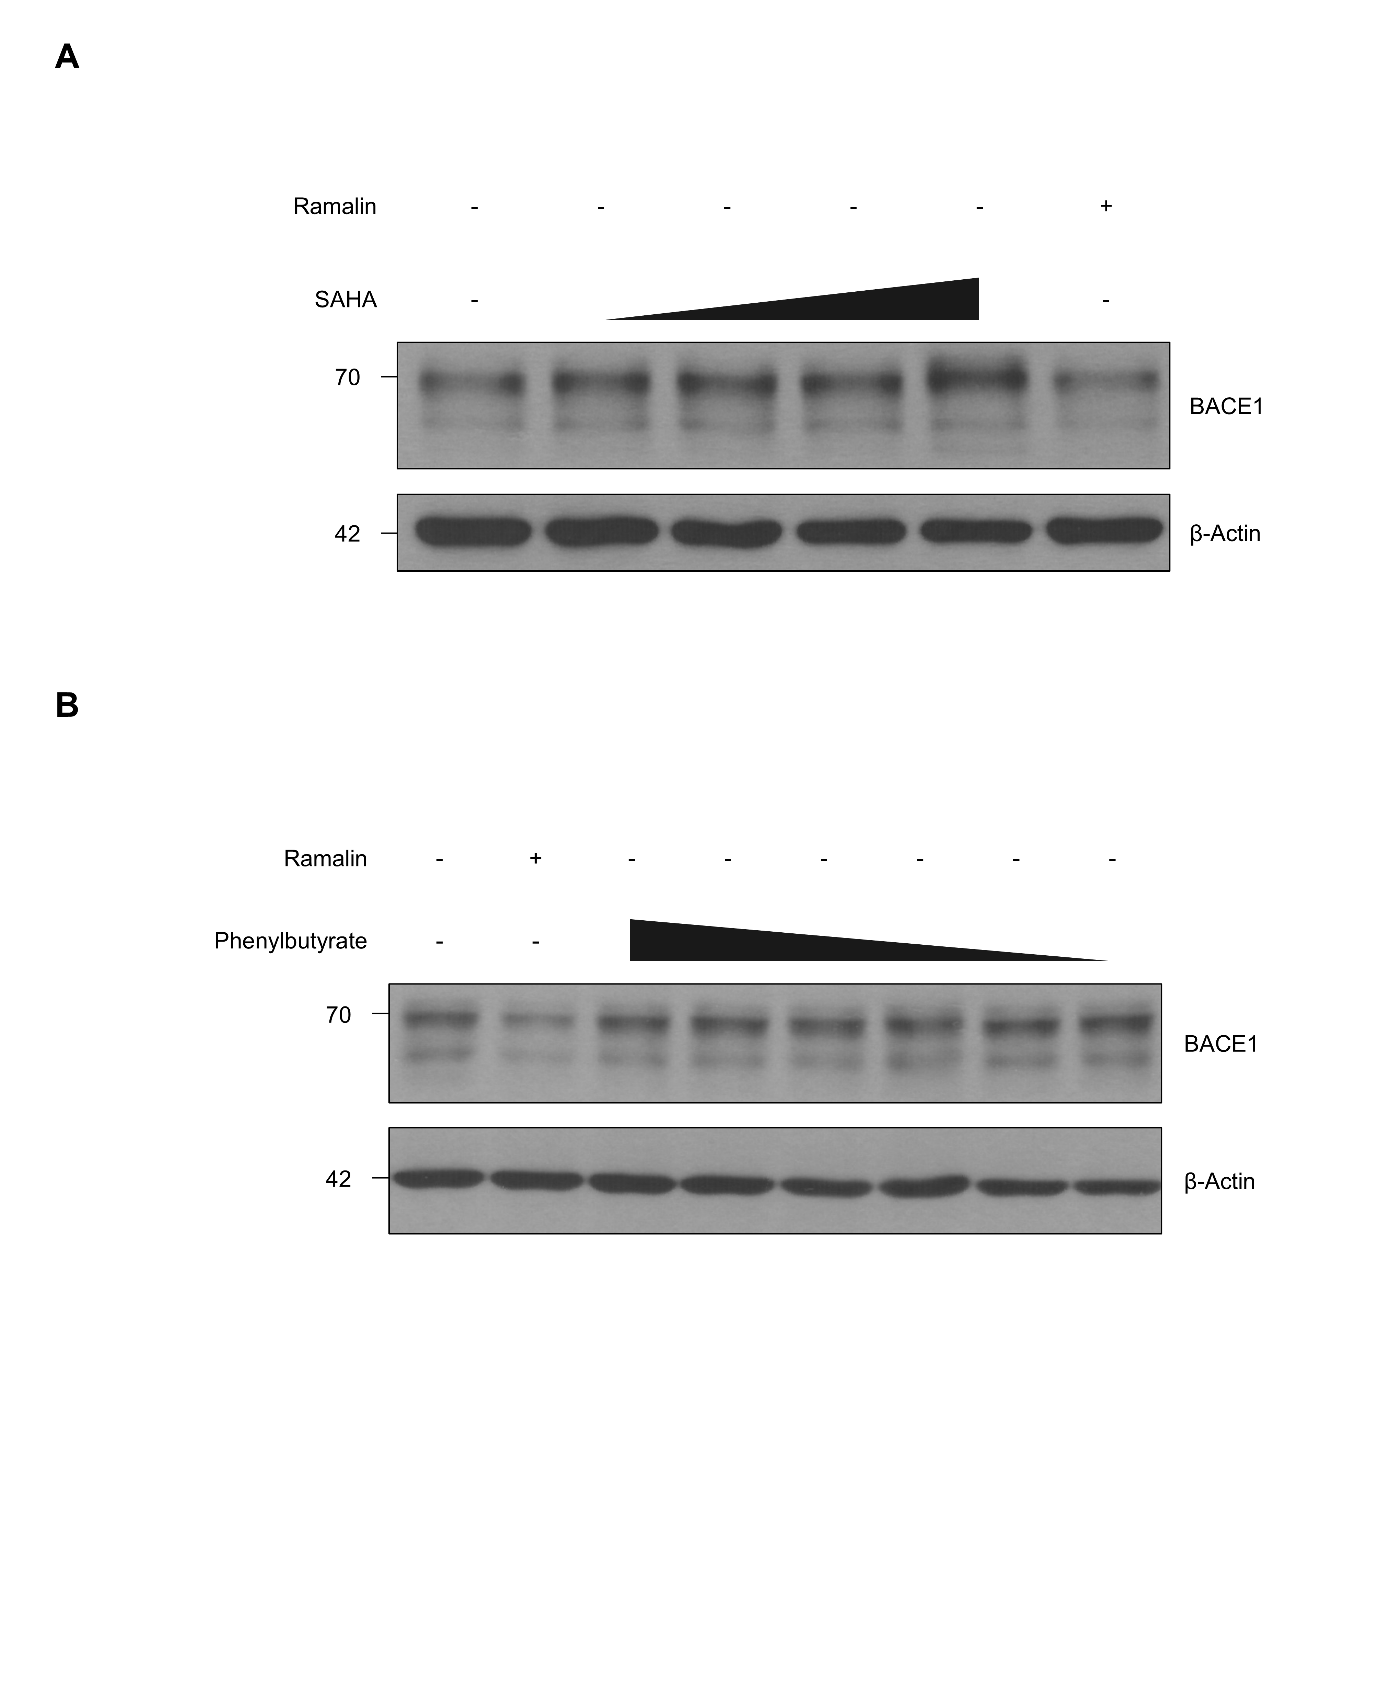

**FIGURE S3. Pan-HDAC inhibitors do not reduce BACE1 expression.** (A) Western blot analysis of BACE1 protein levels in SH-SY5Y cells treated with 1 μM of ramalin or 0.25, 10, 20 nM, and 5 μM of SAHA, a pan-HDAC inhibitor. (B) Western blot analysis of BACE1 protein levels in SH-SY5Y cells treated with 1 μM of ramalin or 1, 10, 20, 50, 100, and 400 μM of phenylbutyrate, a pan-HDAC inhibitor.

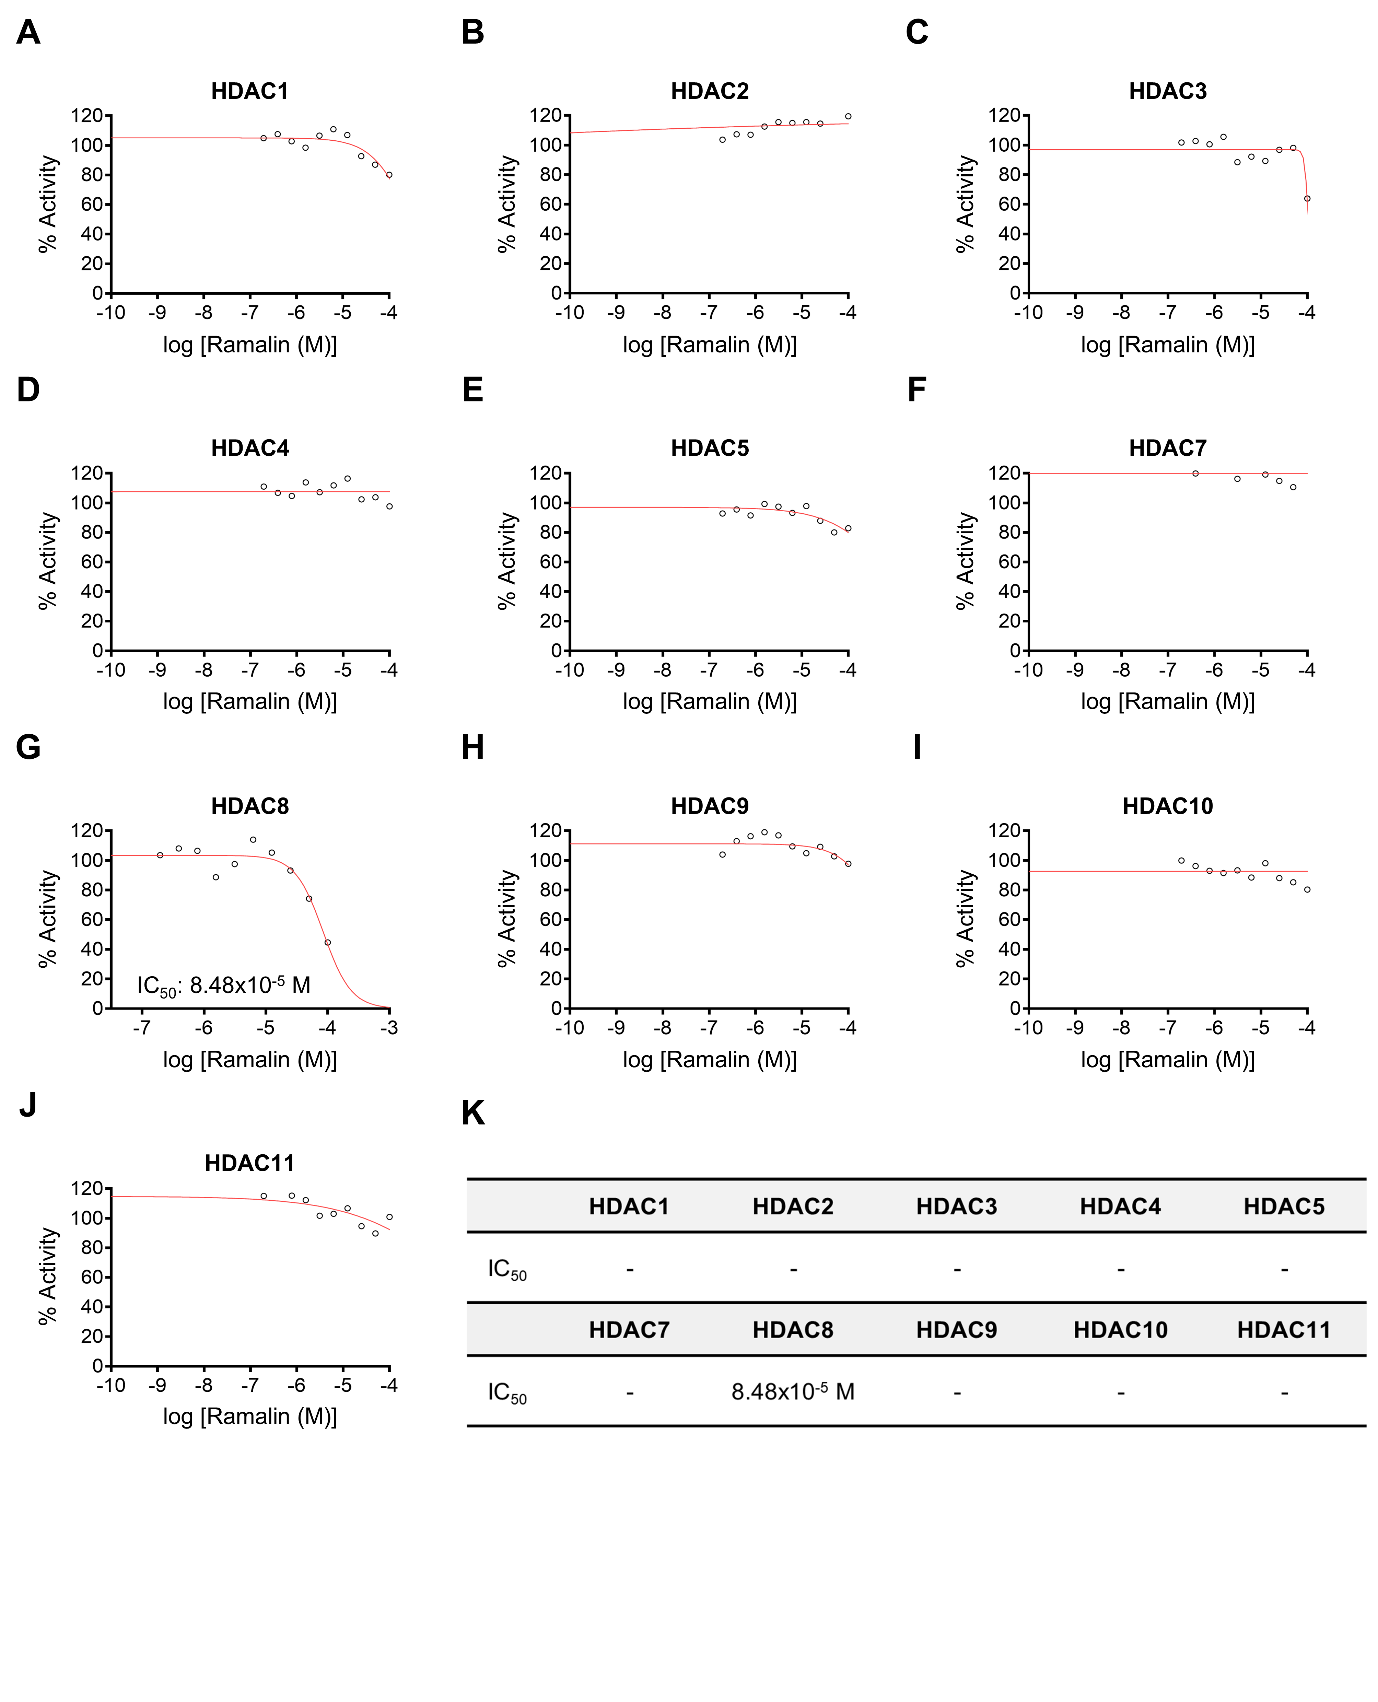

**FIGURE S4. Ramalin inhibits zinc dependent HDAC8.** (A-J) Zinc dependent HDACs inhibitory assay was conducted using ramalin in a dose-dependent manner. (K) IC_50_ values of ramalin on zinc dependent HDACs.

**
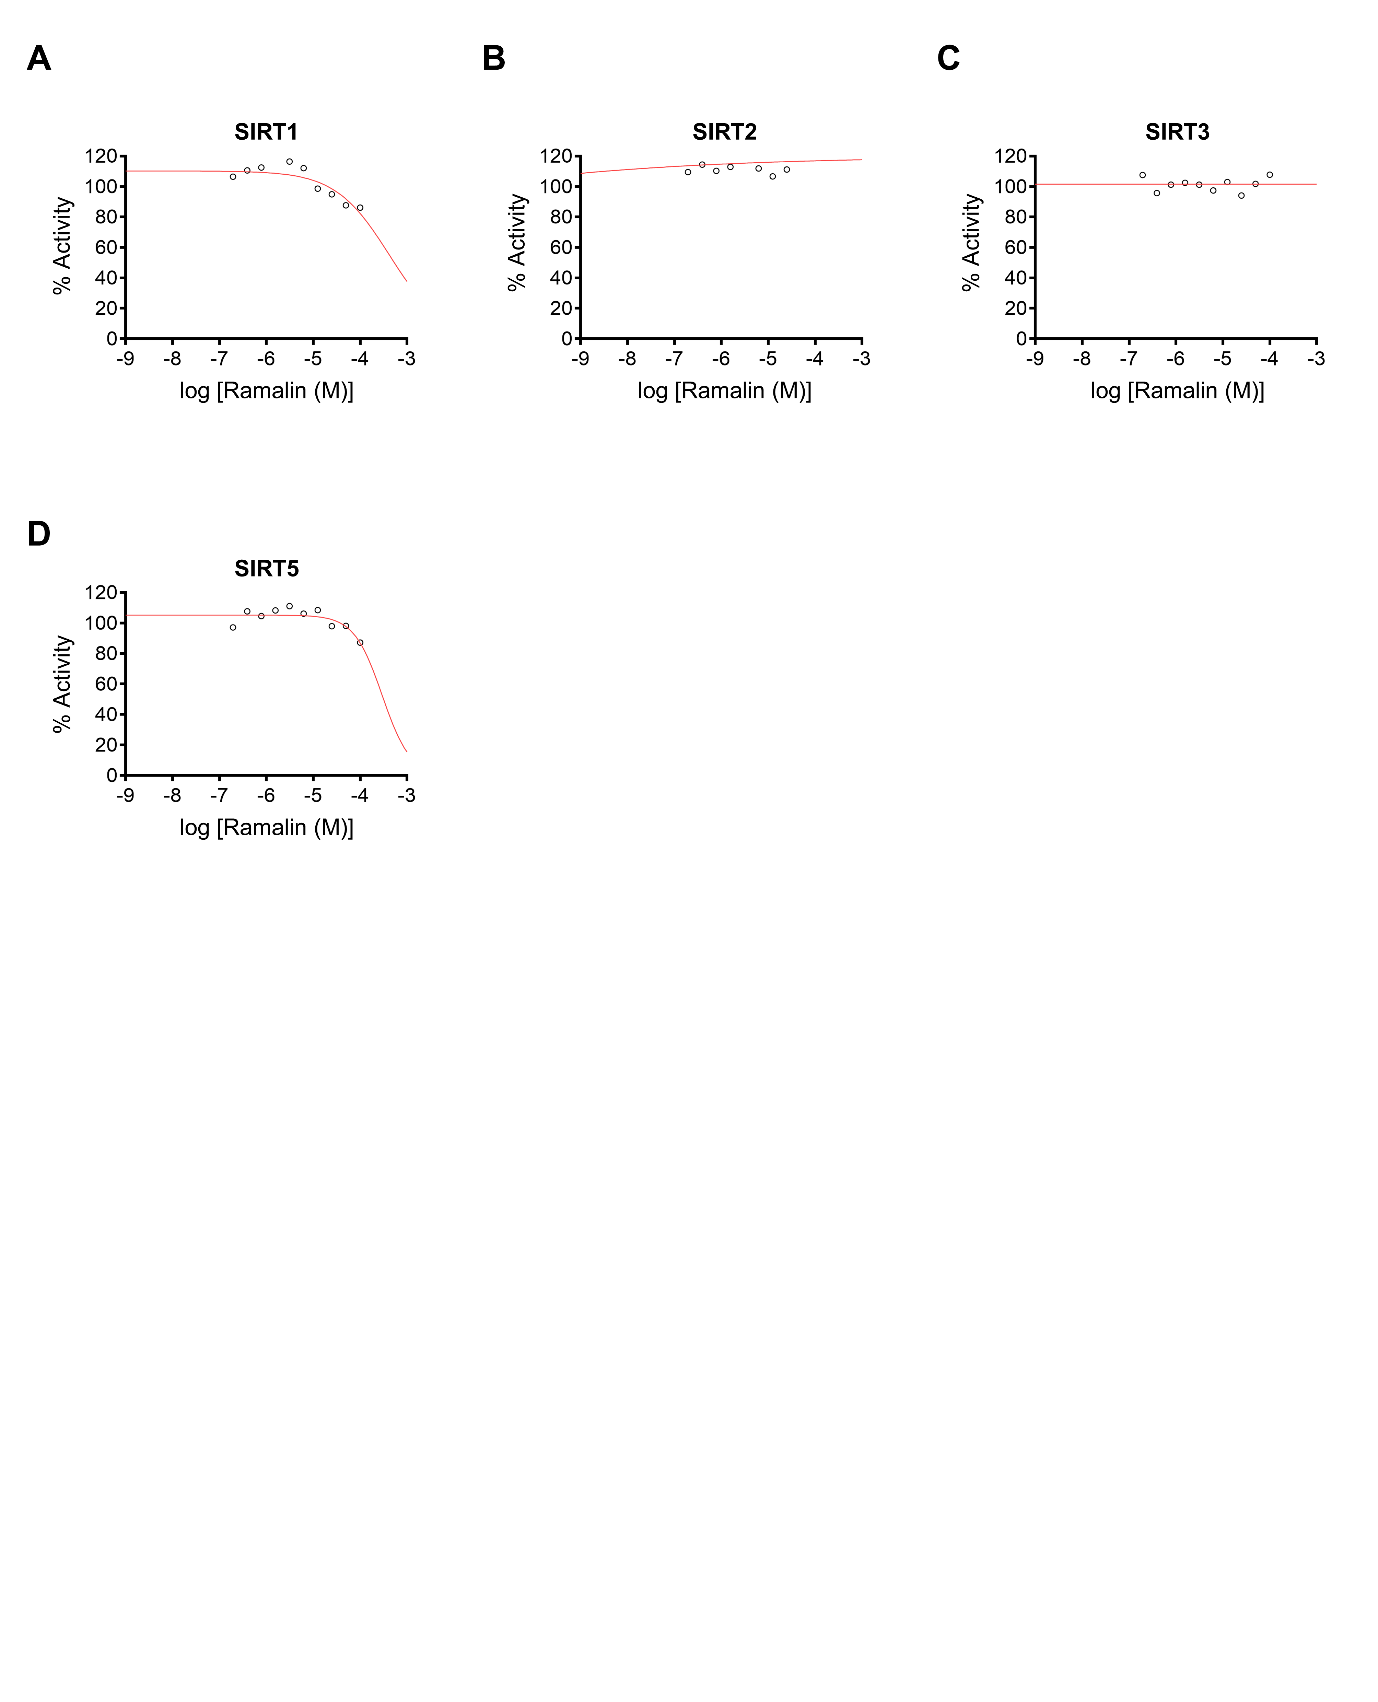
**

**FIGURE S5. Ramalin does not inhibit NAD^+^ dependent HDACs.** (A-D) NAD^+^ dependent HDACs inhibitory assay was conducted using ramalin in a dose-dependent manner.

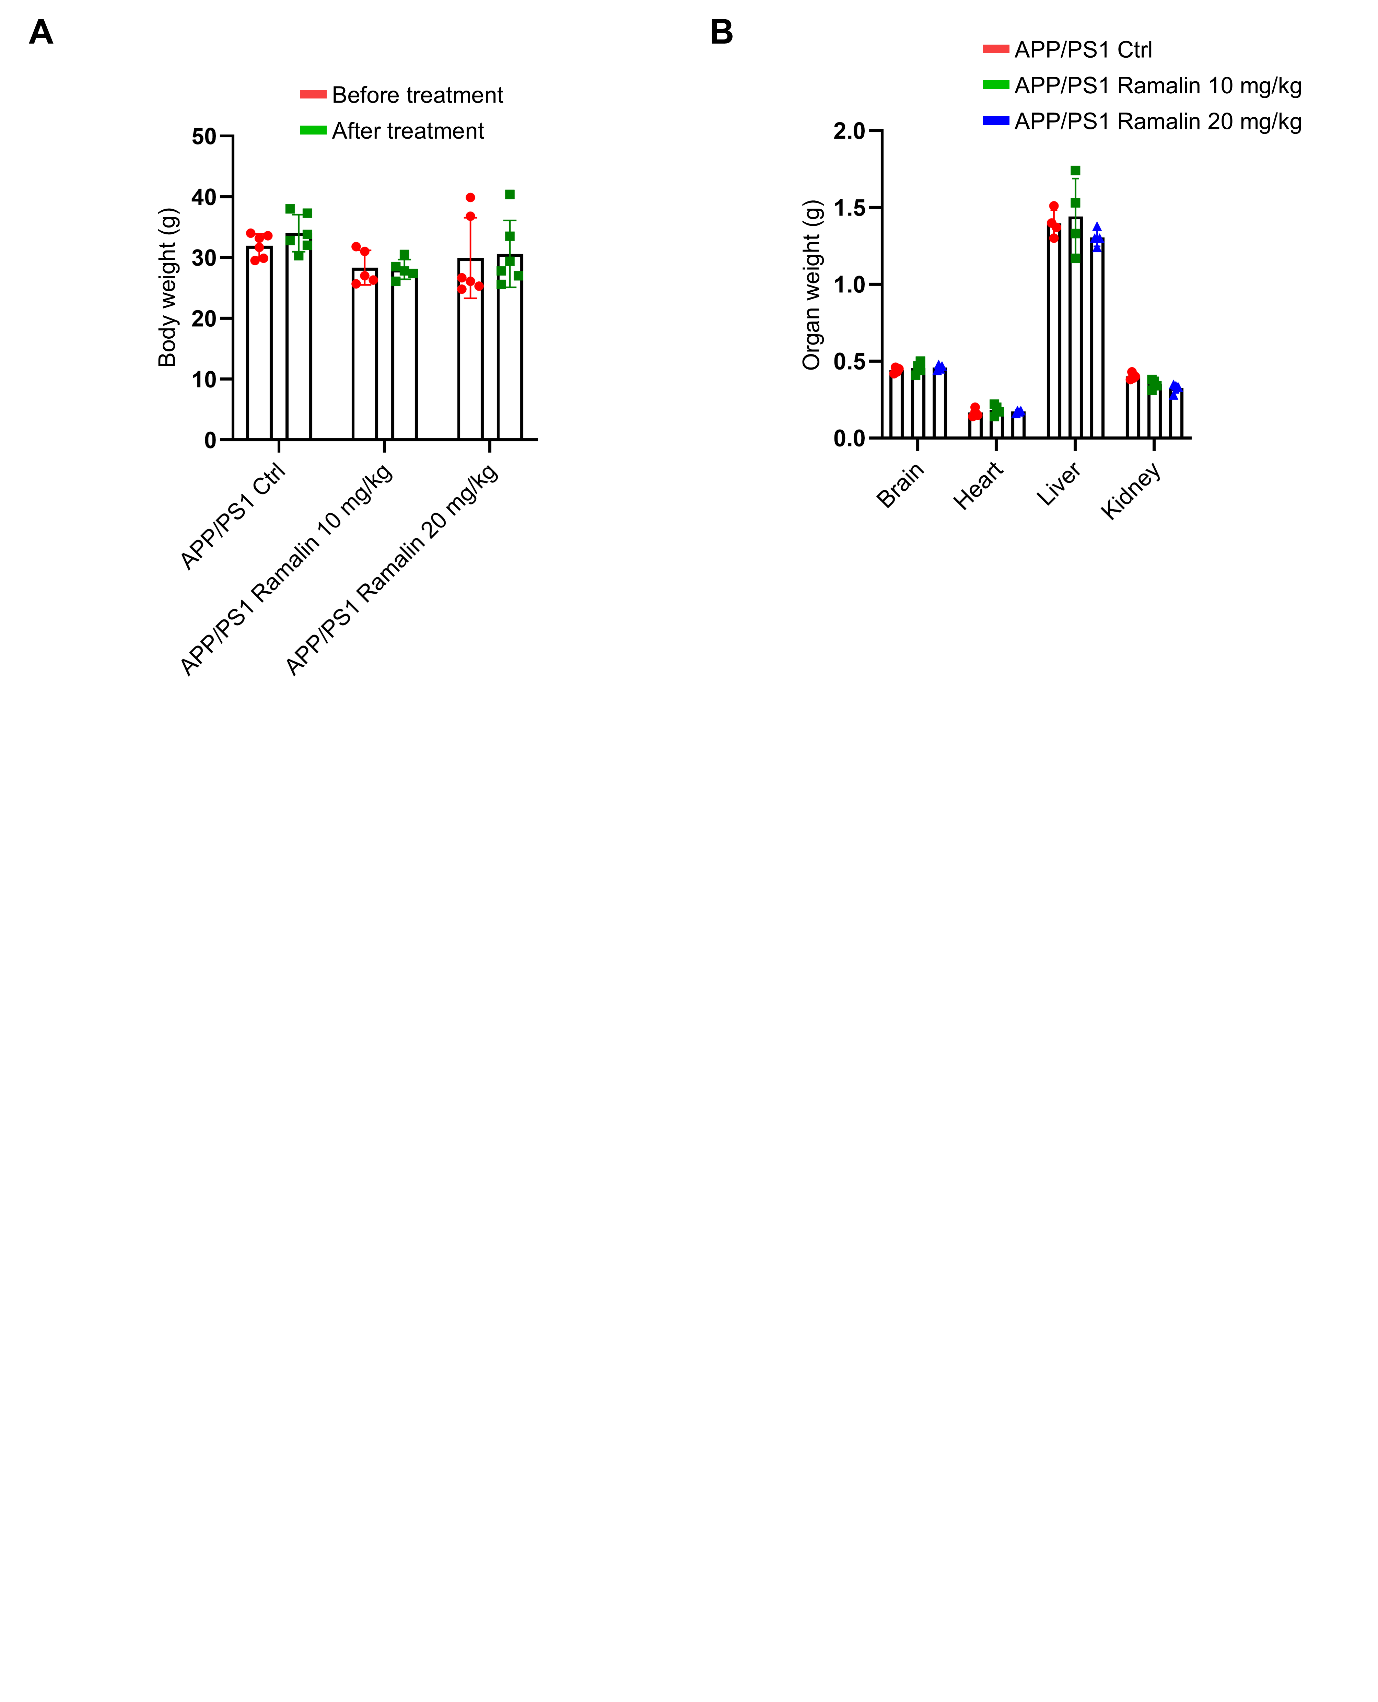

**FIGURE S6. Ramalin does not show side effects in APP/PS1 mice.** (A) Body weight of mice before/after ramalin treatment (APP/PS1 Ctrl; *n*=6, APP/PS1 Ramalin 10 mg/kg; *n*=5, APP/PS1 Ramalin 20 mg/kg; *n*=6). (B) Organ weight of mice before/after control or ramalin treatment (*n*=4 per group). Data are shown as mean ± SD in (A) and (B). Statistical significance was assessed using unpaired two-tailed t test in (A) and (B). ns; *p* > 0.05.

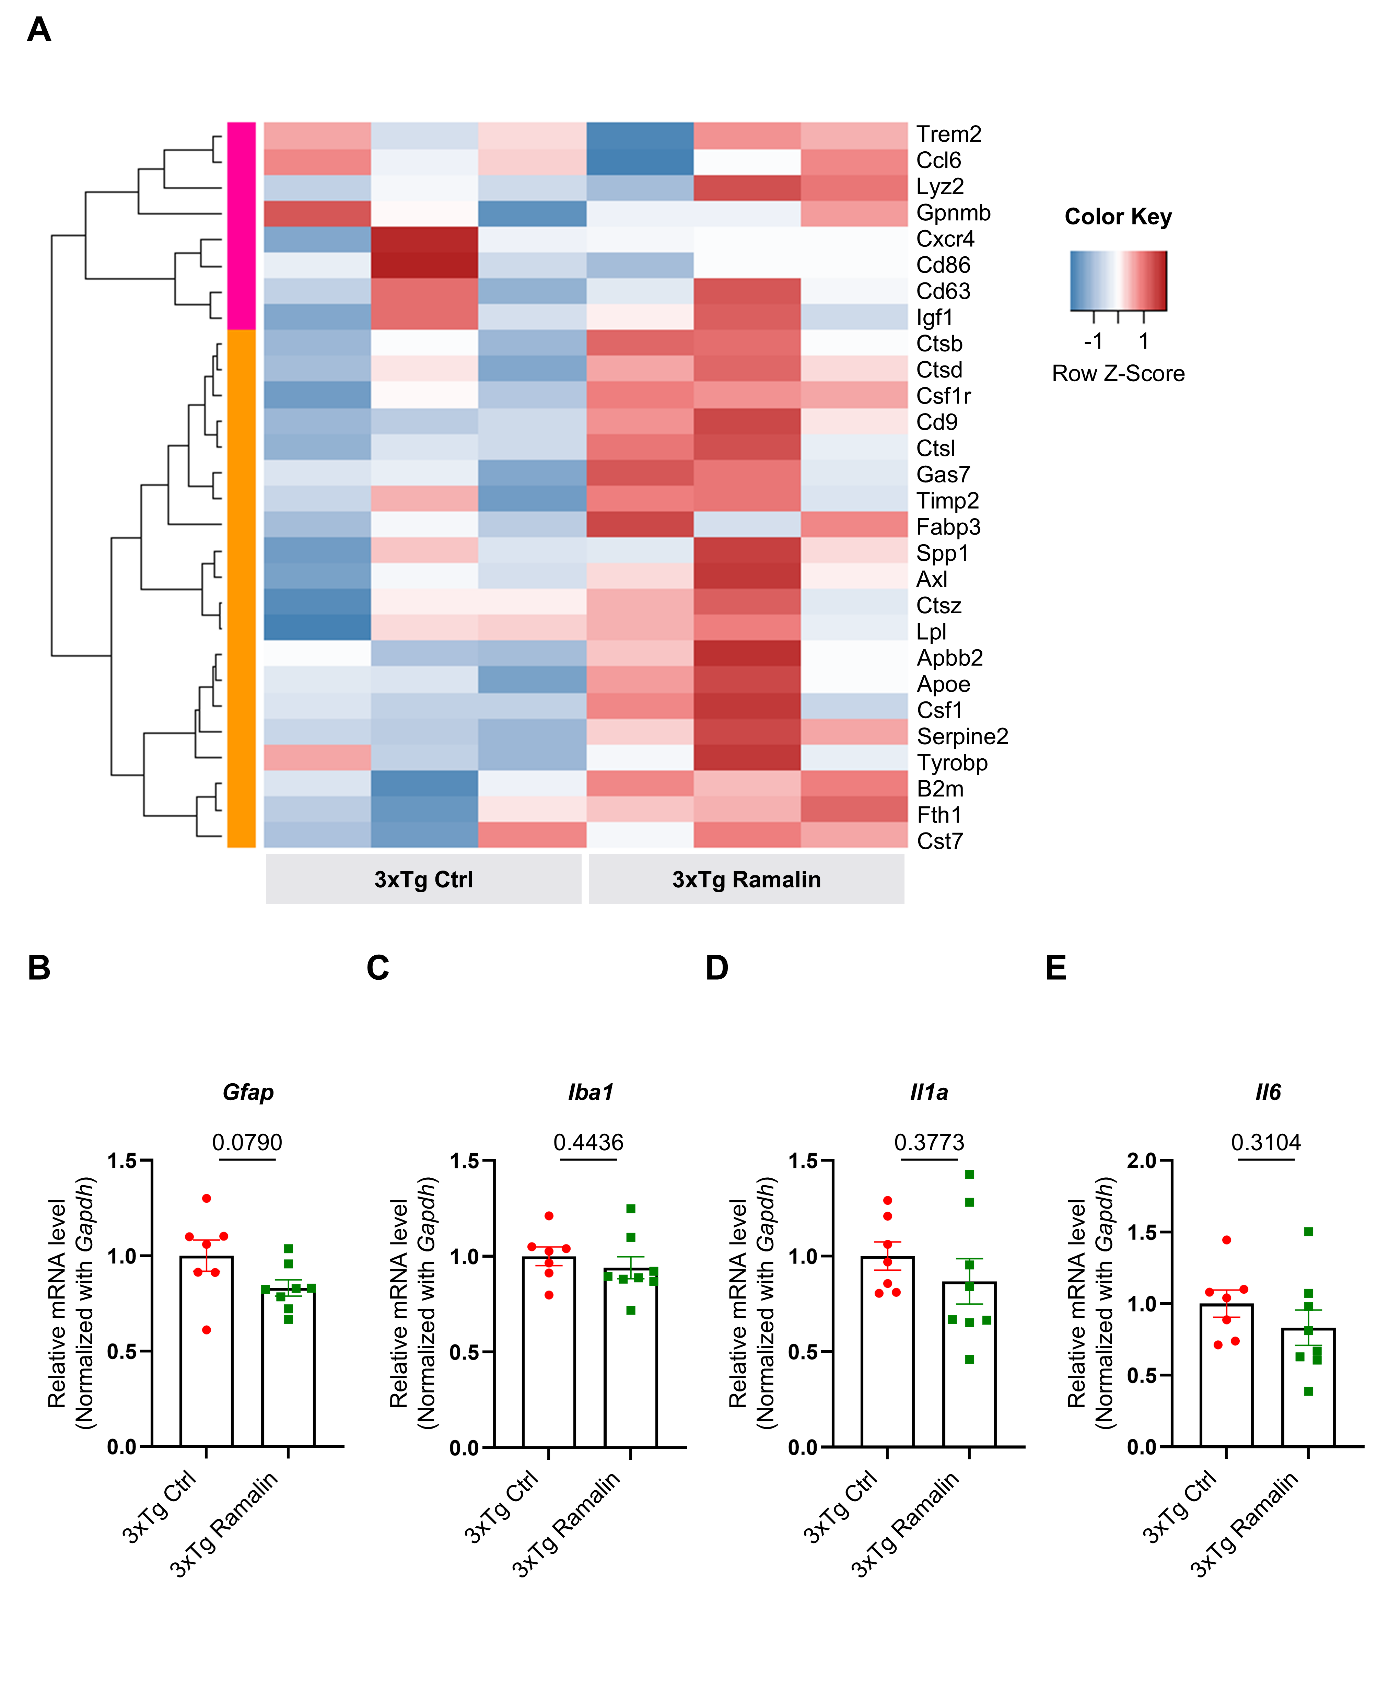

**FIGURE S7. Ramalin does not alter disease-associated microglia and glial/inflammatory marker.** (A) Heatmap of disease-associated microglia genes. (B-E) RT-qPCR analysis of *Gfap* (B), *Iba1* (C), *Il1a* (D), and *Il6* (E) mRNA levels in cortex of 3xTg Ctrl (*n*=7) and 3xTg Ramalin (*n*=8). Data are shown as mean ± SEM in (B), (C), (D), and (E). Statistical significance was assessed using unpaired two-tailed t test in (B), (C), (D), and (E).

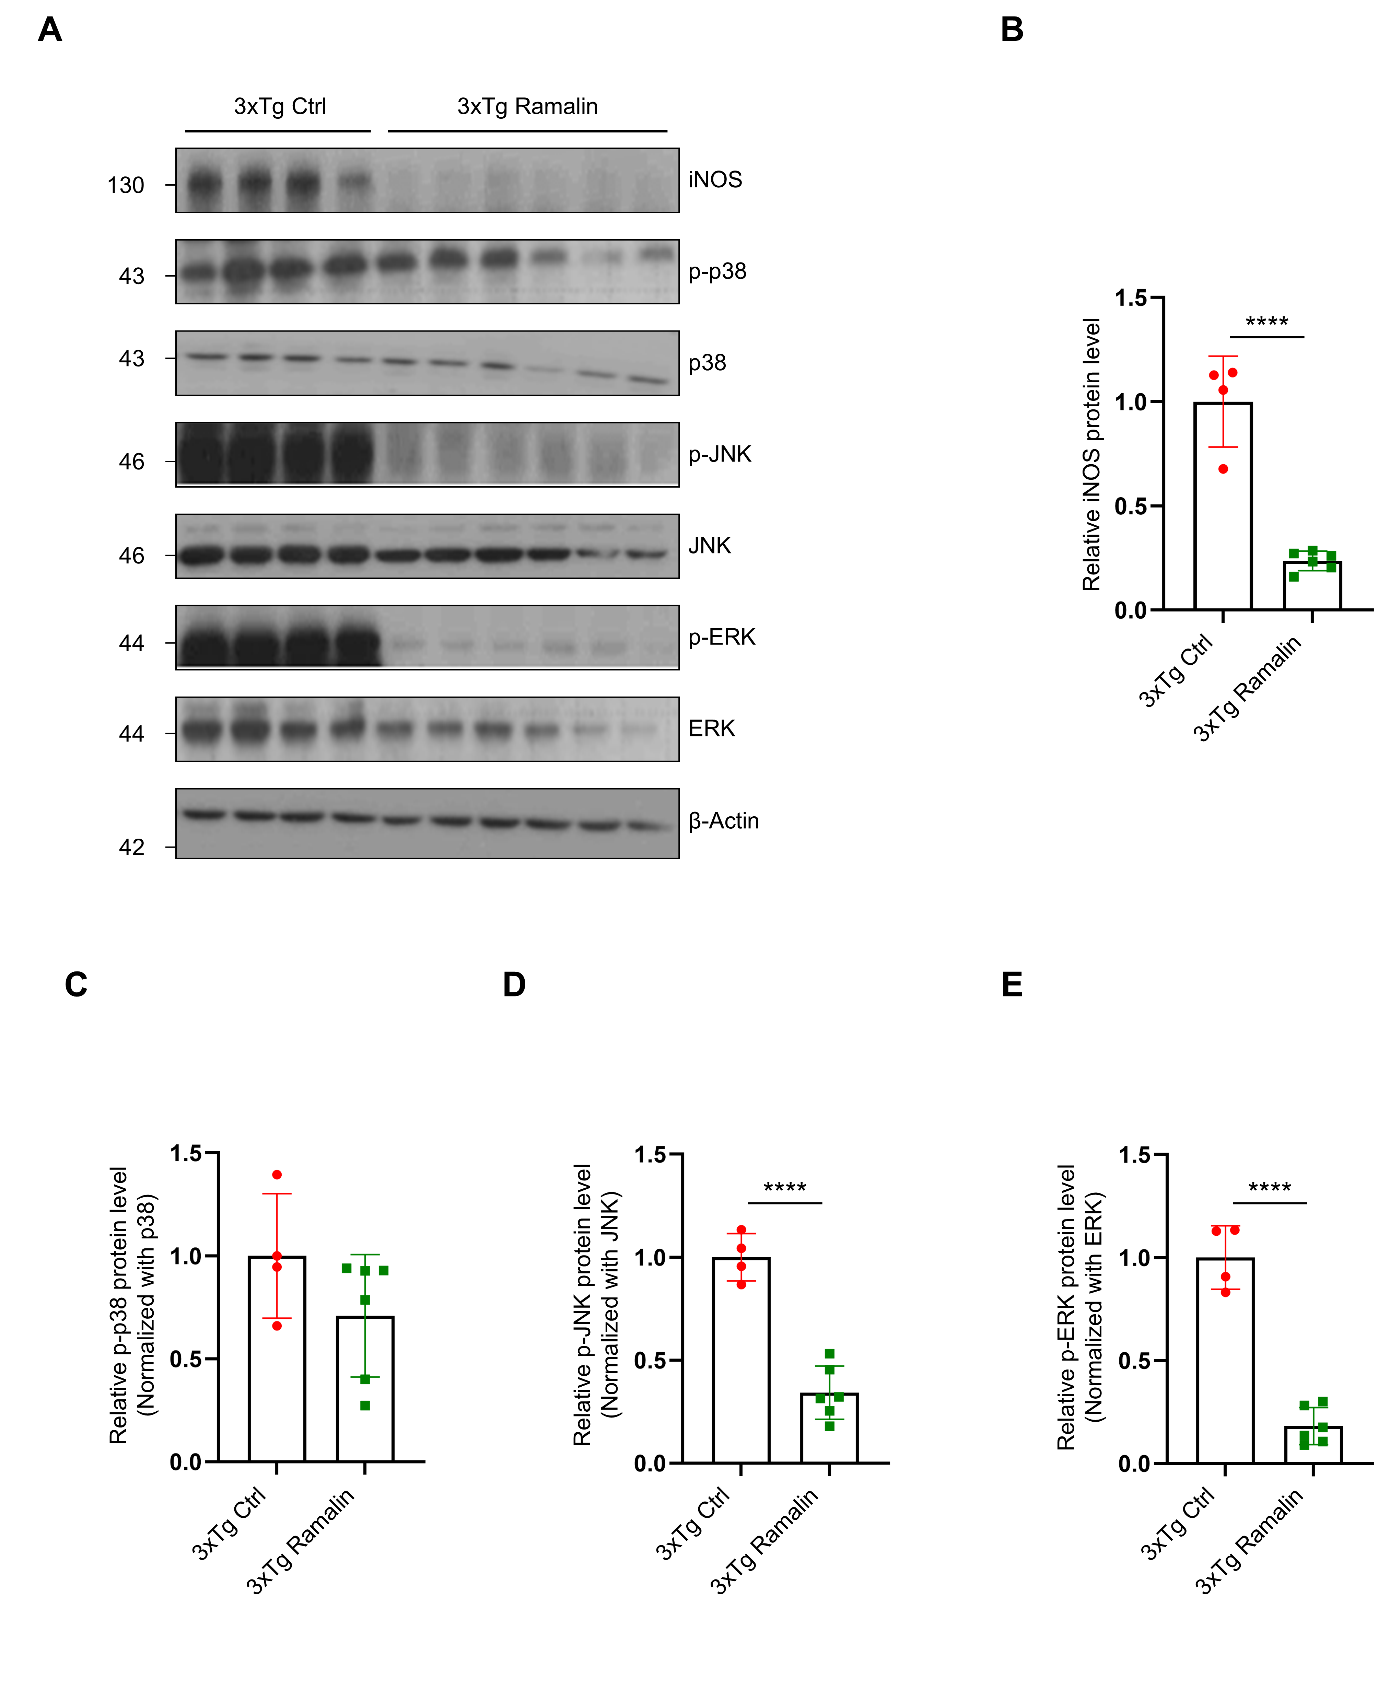

**FIGURE S8. Ramalin regulates inflammation and MAPK signaling pathway in 3xTg-AD mice at young age.** (A) Western blot analysis of iNOS, p-p38, p38, p-JNK, JNK, p-ERK and ERK in brain homogenates of young-aged 3xTg-AD mice (3xTg Ctrl; *n*=4, 3xTg Ramalin; *n*=6). (B-E) Quantification of iNOS in (B), p-p38/p38 in (C), p-JNK/JNK in (D) and p-ERK/ERK in (E) from (A). The expression level of iNOS was normalized to the expression level of β-Actin. Data are shown as mean ± SD in (B-E). Statistical significance was assessed using unpaired two-tailed t test in (B-E). *****p* < 0.0001.

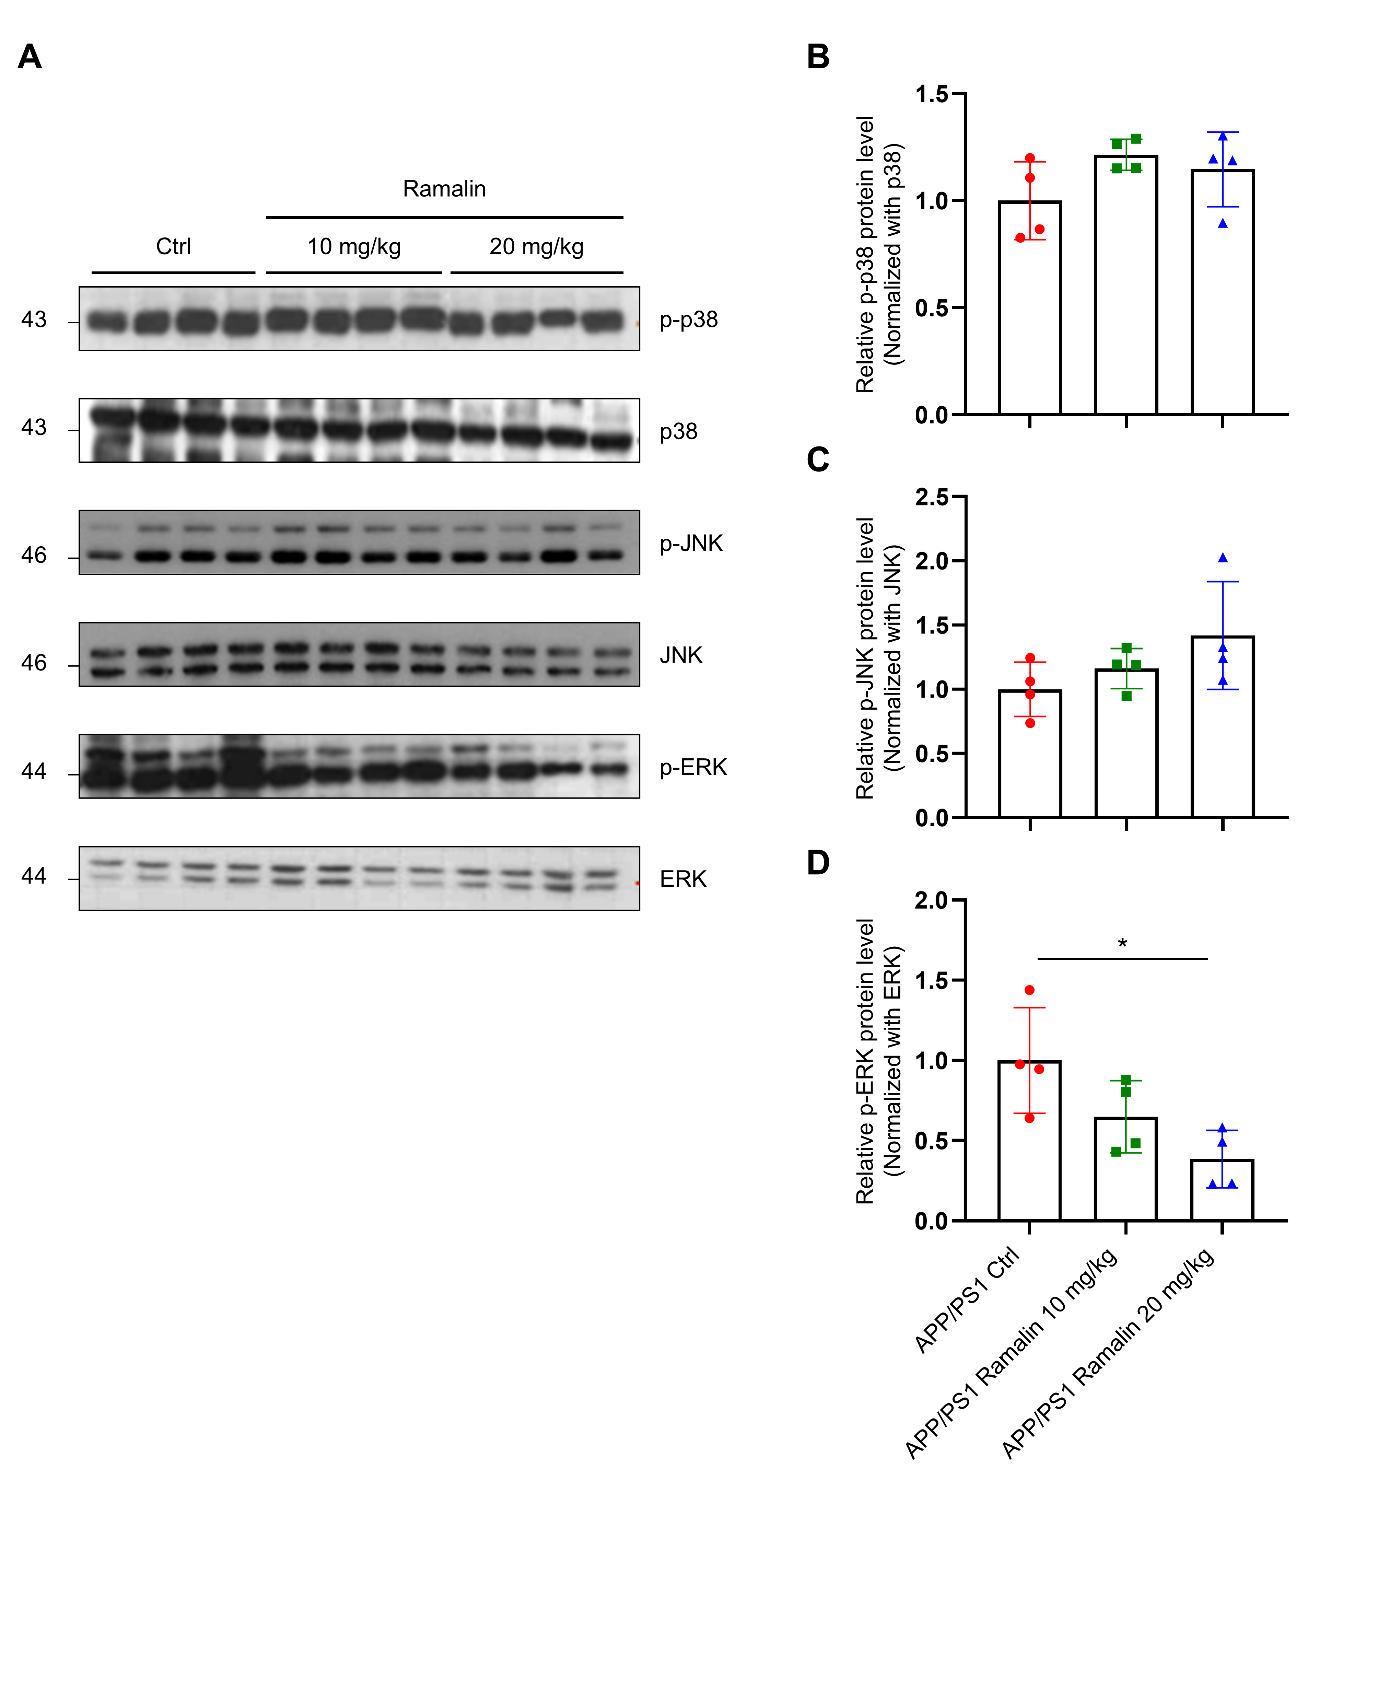

**FIGURE S9. Ramalin regulates MAPK signaling pathway in APP/PS1 brain homogenates.** (A) Western blot analysis of p-p38, p38, p-JNK, JNK, p-ERK and ERK in APP/PS1 brain homogenates (*n*=4 per group). (B-D) Quantification of p-p38/p38 in (B), p-JNK/JNK in (C), and p-ERK/ERK in (D) from (A). Data are shown as mean ± SD in (B-D). Statistical significance was assessed using unpaired two-tailed t test in (B-D). ns; *p* > 0.05; **p* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

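The deposited data are 1 table of TPM values that the authors made from messenger RNA sequencing of 3xTg-AD mouse cortex, with 3 libraries of 3xTg Ctrl and 3 of 3xTg Ramalin. The submitters' processing notes name FastQC 0.11.9, Trimmomatic 0.39, STAR 2.7.9a, RSEM 1.3.3 and the build GRCm38. The annotation release, the strand setting and any filter on the genes listed are not given in the sources used here. The TPM deposited by the authors sum to 1000000 over the 15233 genes listed, no gene is at 0 in every library and 33 are at 0 in at least 1 library. TPM keep no sequencing depth, so no counting interval or detection limit can be given and no count model was used. Of the gene IDs, 15214 matched a name when the version was ignored. Coordinates are from GENCODE mouse release 21 on GRCm38 and are given only for genes whose ID and version match.

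From these values log2(TPM + 0.5) was computed for the 12677 genes with a mean TPM of at least 1, and the groups were compared with limma 3.58.1 in R 4.3.3, with a variance trend on mean expression and Benjamini-Hochberg adjustment. Fold changes are differences of group means on that scale. The paper's criteria (fold change of at least 1.3, unadjusted p under 0.05) set the calls, and the paper's text does not name the test behind its p. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, which compares the members with all other tested genes. Adjusted p-values of lists are over the 47 lists with at least 5 tested members. Of the 7 lists that passed, none did so with an estimated correlation, for which the lowest adjusted p was 0.226. Overlaps of lists with called genes were tested with Fisher's exact test against all tested genes. That test treats genes that move together as independent, so for every list its p does not measure the spread between libraries. Reactome sets of 10 to 300 tested genes were taken from the fgsea 1.28.0 package. Tables were prepared with Python 3.11 and pandas.

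After the paper's Figures 7 and S7 were seen but before the values were examined, the lists, test and alternatives were fixed. Genes were named by a rule fixed with them: the genes the paper names for these data (its Figure S7 had been seen), the 10 largest rises and falls among called genes whose groups do not overlap, any gene at an adjusted p under 0.05, up to 4 members of each list with the smallest p, and the most abundant markers of other cell types and regions. Dusp5, Sox18, Bace1, Hdac6, Pmch, Prl, Gm3883 and Gm42849 fall outside that rule and were named after their values were seen. Pomc and Tshb were named for the test of pituitary tissue, and Ergic1 and Jund only as genes that overlap a named one. With the strand setting unknown, reads of genes that overlap on opposite strands cannot be separated, which also applies to Irf1, Dusp5, Add2, Camk1, Csf1r, Ctsb and Mknk1.

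The libraries carry numbers 1 to 3 in each group. Deviations from the group means correlated at 0.131, 0.153 and 0.156 across genes between libraries of the same number, while libraries of different numbers correlated between -0.106 and -0.0471, and every library correlated best with its own number. Deviations from a group mean sum to 0 within the group, so values above 0 for the same numbers push the others below 0. The values below 0 are therefore no separate evidence, and with so few libraries the match of numbers could arise by chance. The pairing comes from the data alone, since neither the labels nor the paper say what a number marks. The unpaired fit was kept as fixed, and the fit with the number as a block was the alternative.

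The procedure was tested on simulated data made from the means and residual spread of the 12677 genes of this comparison, with 200 genes changed. At a simulated log2 fold change of 0.5, 57 of 67 changed genes were called at the paper's criteria and 35 had an adjusted p under 0.05. At 1, all 67 were called and 62 passed the adjusted p. At 2, all 66 were called and 65 passed. Of the 12477 unchanged genes, 137 were called at the paper's criteria and 11 passed the adjusted p. Each simulated library was drawn independently, without the correlation by number seen in the data, so these counts do not cover what such a pairing does to the calls. Genes were also drawn independently of each other, so the counts do not cover genes that move together within a library.

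The alternatives were other pseudocounts, filters on low TPM, scalings between libraries, variance models, library weights, the replicate block, leaving out each library, other list tests, other fold criteria and folds from group mean TPM. Rescaling over nuclear genes (without the genes on chromosome M and their copies on chromosome 1), rescaling without chromosome M alone, and the block with median-of-ratios scaling were added after the data were seen.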

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

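The tests of handling stress and of the mean value per library, and the weight given to the control level of Pomc, were chosen only after the result was seen.

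Immediate-early genes, which the paper does not discuss, were higher with ramalin, with a median log2 fold change of 0.29. The tables argue against a lower mitochondrial share, which raises all other TPM, as the whole cause: after median-of-ratios scaling the median was 0.20, above the bound of 0.2 set in advance by less than its spread, and a later test on the mean log2 value of the list per library left a difference of 0.27 (standard error 0.08), with 13 members still called higher and none lower. A different mix of brain regions stays open, since no region list passed but the median of hypothalamic and midbrain markers lay 0.33 above that of all genes, and after that scaling this list and the striatal list passed (adjusted p = 0.0166 and 0.0256). Handling stress and time of day also stay open: glucocorticoid response genes outside the list lay 0.045 above all genes (standard error of the median 0.07), and clock output genes shifted by 0.13 against their opposing genes (standard error 0.09). RNA quality was not tested as a cause and stays open as well, since nuclear-retained and poly(A)-quality transcripts were lower with ramalin (9 of 10, median -0.12, camera adjusted p = 1.55e-05, and adjusted p = 0.929 with an estimated correlation). Per library, however, the mean log2 value of those transcripts overlapped between the groups (difference -0.051, exact permutation test, two-sided, p = 0.5). Among the 10 splits of the libraries, too few for a share under 0.05, 1 gave a camera p as small as the real 1.17e-13, the real one itself. The next was 1.66e-11, and the other splits that part all 3 numbered pairs gave 3.91e-05, 0.0584 and 0.420. An effect of ramalin may account for the pattern, but age cohort and RNA quality are untested. By the paper's methods, mice swam in the Morris water maze and were later anesthetized and perfused before the brain was taken. Whether these steps differed between the libraries is not given and was not tested, so they stay open as well.

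The growth hormone gene Gh, which the paper does not discuss, averaged 9.22 TPM with ramalin, and every ramalin library was above 2 times the highest control library. Prolactin (Prl, named after its values were seen) was at 0, 0.43 and 0.67 TPM in the control libraries and 0.44, 2.98 and 3.31 TPM in the ramalin libraries. A candidate explanation is pituitary tissue carried over in the dissection. Of the other pituitary genes, 0 were higher in every ramalin library than in every control library, with Pomc at 2.20, 3.37 and 2.89 TPM against 2.95, 6.34 and 3.15, and Tshb at a mean of 1.10 against 1.04. That met the bound set in advance against pituitary tissue, but the bound was wrong, since Pomc already stood at a mean of 2.82 TPM in the control libraries, which would hide the small share that a Gh of 9.22 TPM needs, so the explanation cannot be told apart from a change in the cortex.

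Synaptic genes as a group, which the paper does not discuss as a transcript group, had a median log2 fold change of 0.12, with 41 of 42 above 0 (30 after median-of-ratios scaling) and 1 called, Gria2 (camera adjusted p = 0.0294, and adjusted p = 0.955 with an estimated correlation). This adjusted p was 0.0574 after median-of-ratios scaling, 0.134 after quantile normalization, 0.0871 with the TPM rescaled over nuclear genes, 0.0706 without the variance trend, 0.0629 with library weights, 0.379 with fry, 0.196 without control library 3, 0.0835 without ramalin library 1 and 0.0771 without ramalin library 2. Glucocorticoid response genes had a median of 0.14, with 7 of 26 called higher, among them Dusp1, Angptl4, Arl4d and Ddit4, and 2 of the 7 also immediate-early genes (camera adjusted p = 0.0349, adjusted p = 0.955 with an estimated correlation, and Fisher's exact test adjusted p = 3.55e-06). Theirs was 0.0663 without the variance trend, 0.631 with library weights, 0.379 with fry, 0.0734 without control library 1 and 0.477 without control library 2, and without ramalin library 3 the direction turned (0.203).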

How the results depend on the processing

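TPM hold no depth, so low genes cannot be judged by their counts, and 3 libraries per group limit every call. Rescaling over nuclear genes, rescaling without chromosome M alone, and the block with median-of-ratios scaling were chosen after seeing the data.

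The number of called genes (209, 161 higher and 48 lower) moved by over 1.5 times with a mean TPM of at least 5 (114, 88 and 26), without moderation of the variance (107, 85 and 22), with library weights (422, 337 and 85), and at folds of 1.5 (75, 53 and 22) and 2 (13, 9 and 4), which by construction call fewer. Median-of-ratios scaling gave 80 higher and 84 lower, quantile normalization 83 and 79, rescaling over nuclear genes 87 and 95, rescaling without chromosome M alone 106 and 81, and the paired block with median-of-ratios scaling 88 and 103. The replicate block alone gave 241 called, 181 higher and 60 lower, and no gene at an adjusted p under 0.05. Leaving out each library gave 214 to 364 called, 138 to 313 higher and 51 to 89 lower, with 0 genes at an adjusted p under 0.05, except 5 without ramalin library 1. Those 5 were Junb, Nr4a1, Gm49768, Gm3883 and Gm42849, the last 2 named after their values were seen.

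The adjusted p of the immediate-early genes was 0.591 with an estimated correlation and 0.0961 with fry, which asks only whether the members move 1 way, and 5.81e-20 to 5.69e-07 without each library. That of the LPS list rose to 0.164 with no filter, 0.141 with a mean TPM of at least 0.1, 0.114 with library weights, 0.0503 in the paired block, 0.929 with an estimated correlation and 0.169 with fry, and ran from 7.37e-06 to 0.105 without each library. The TNF and IL-1 list passed with a mean TPM of at least 5 (0.0271), median-of-ratios scaling (0.0341), quantile normalization (0.0387), rescaling over nuclear genes (0.0185), rescaling without chromosome M alone (0.0472) and the paired block with median-of-ratios scaling (0.0161). Without each library the MAPK feedback list ran from 0.00789 to 0.264 and the DAM list from 0.00154 to 0.674. Olfactory bulb markers turned higher without control library 2 (0.0310, the lowest of 0.0310 to 0.775), and glucocorticoid response genes turned lower without ramalin library 3 (0.203, within 3.43e-06 to 0.477). The cause was not tested for any of these. The block brought in the meningeal and fibroblast list (0.0385), the APP processing and tau list (0.0471) and the genes Kcnj13, Dcn, Baiap3 and Aqp1, ended the LPS call and moved no other list or named gene across its threshold, while 2 lists that passed in neither fit turned direction (heat shock and unfolded protein response, and ependymal markers). None of the 9 Reactome sets that were higher relative to all other genes passed in the block, while all 17 that were lower relative to them did. Over all alternatives, 942 of 1029 values for lists and 4368 of 4504 for named genes kept their direction and side of the threshold or turned sign while uncalled (105 and 81).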

Differences from the paper's values

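The paper reports 109 genes lower with ramalin at a fold change of at least 1.3 and p under 0.05, and 48 were lower here at the same thresholds. Among the alternatives fixed before the data were examined, the count fell within 1.5 times the paper's with median-of-ratios scaling (84), quantile normalization (79), library weights (85), and without control library 3 (89), ramalin library 1 (89) or ramalin library 2 (76). It did not with other pseudocounts, filters on low TPM, limma without the trend, robust or no moderation, the replicate block, the other fold criteria, the ratio of group mean TPM, or without control library 1, control library 2 or ramalin library 3. Rescaling over nuclear genes (95), rescaling without chromosome M alone (81) and the replicate block with median-of-ratios scaling (103), all chosen after seeing the values, also came within it, and how many of the paper's own called genes they keep was not analysed here. The paper's 229 called genes and 120 higher genes stand beside 209 and 161 here, within 1.5 times of each other.

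The paper reports enrichment of its called genes for apoptosis and for calmodulin binding in Figure 7. The lists used here are not its ontology terms, and they held 1 called gene among 39 apoptosis effectors (Fisher's exact test, adjusted p = 1) and none among 52 calmodulin-binding genes. The lists for TNF and IL-1 and for LPS held more called genes than the background of all tested genes gives. The paper reports enrichment of its own TNF and LPS terms from the same sequencing. Junb, Fos, Nfkbia and Irf1 were called in both lists, which were fixed after Figure 7 was seen. These results are therefore not independent of each other or of the paper's.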

Other observations

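Both rescalings of the TPM, the test without chromosome M alone, the weight given to the other scalings and the count of lists per split were chosen only after the result was seen.

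All 13 transcripts encoded by the mitochondrial genome were lower with ramalin, with a median log2 fold change of -0.12 and 2 called, mt-Co3 and mt-Co2, which encode subunits of cytochrome c oxidase (camera adjusted p = 3.2e-14, 0.312 after quantile normalization, and adjusted p = 0.226 with an estimated correlation). Ribosomal protein genes were low relative to all other genes (83 measured, none called, median -0.01 against 0.08 over all genes, camera adjusted p = 3.19e-09, 0.0547 without ramalin library 2, and adjusted p = 0.955 with an estimated correlation). Their mean log2 value per library overlapped between the groups (difference -0.011, exact permutation test, two-sided, p = 0.8). Nuclear-retained transcripts such as Malat1 (-0.23) had a median of -0.12, with 9 of 10 below 0 (camera adjusted p = 1.55e-05, and adjusted p = 0.929 with an estimated correlation). The mean log2 value of their list per library also overlapped between the groups (difference -0.051, exact permutation test, two-sided, p = 0.5). Xist (-0.19), also on this list, is made only where there are 2 X chromosomes and was at 293 to 424 TPM in all 6 libraries. The paper used male and female 3xTg-AD mice, and the sex behind each library is not given in the sources used here. Xist at this level in all 6 libraries argues against any of them coming from male mice alone. A mix of sexes within a library stays open, so the Xist value cannot be read as a sign of RNA quality alone. By camera, 9 of 784 Reactome sets were higher and 17 lower relative to all other genes (adjusted p under 0.05). None of the sets passed with an estimated correlation. Those lower had median log2 fold changes from -0.01 to 0.02, against 0.08 over all genes. They were mostly sets of translation and nonsense-mediated decay, and those higher included gluconeogenesis and AMPA receptor trafficking. In the fit paired by replicate number all 17 lower sets passed and 0 of the 9 higher ones did, with adjusted p = 0.0791 for gluconeogenesis (0.308 after median-of-ratios scaling) and 0.0619 for AMPA receptor trafficking (0.0104).

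In single genes that the paper studies in other tissues or models, the cortex gave log2 fold changes of 0.13 for Bace1 (adjusted p = 0.634 from limma), 0.06 for Hdac6 (0.827) and 0.15 for Mapt (0.517). Ttr, a choroid plexus gene, was at 495 and 567 TPM in the libraries numbered 2 of 3xTg Ctrl and 3xTg Ramalin and at 4.26 to 29.0 TPM in the other 4, and the hypothalamic gene Pmch was at 53.5 and 49.0 TPM against 0.94 to 4.17.

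More called genes were higher than lower with ramalin (77.0% of 209). Whether a lower mitochondrial share raised them cannot be told apart from other causes. With the TPM rescaled over nuclear genes, without the genes on chromosome M and their copies on chromosome 1, 47.8% of the calls were higher, and without chromosome M alone 56.7% were. Median-of-ratios scaling (48.8%) and quantile normalization (51.2%), which make no reference to mitochondria, also evened the calls, and both bring the median of all genes close to 0, as the rescaling over nuclear genes does. The copies took 14.7% of the TPM in 3xTg Ctrl and 14.1% in 3xTg Ramalin (exact permutation test, p = 0.4). Of the 10 splits of the libraries, 3 called as many genes as the real one, which called 209, and the highest of the others called 285. The splits are too few for a share under 0.05. Those that part all 3 numbered pairs called 142, 172 and 129, and the split with 285 parts 1 pair. By the number of lists at an adjusted p under 0.05, 9 of the 10 splits passed as many as the real one, which passed 7, and the highest of the others passed 17. Those that part all 3 numbered pairs passed 7, 6 and 10 lists. Groups of 3 libraries were not tested for outliers.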
